# Integrative analysis of the salt stress response in cyanobacteria

**DOI:** 10.1186/s13062-021-00316-4

**Published:** 2021-12-14

**Authors:** Stephan Klähn, Stefan Mikkat, Matthias Riediger, Jens Georg, Wolfgang R. Hess, Martin Hagemann

**Keywords:** Compatible solute, Ion transport, Regulatory RNAs, Transcriptome-proteome correlation, Salinity stress response

## Abstract

Microorganisms evolved specific acclimation strategies to thrive in environments of high or fluctuating salinities. Here, salt acclimation in the model cyanobacterium *Synechocystis* sp. PCC 6803 was analyzed by integrating transcriptomic, proteomic and metabolomic data. A dynamic reorganization of the transcriptome occurred during the first hours after salt shock, e.g. involving the upregulation of genes to activate compatible solute biochemistry balancing osmotic pressure. The massive accumulation of glucosylglycerol then had a measurable impact on the overall carbon and nitrogen metabolism. In addition, we observed the coordinated induction of putative regulatory RNAs and of several proteins known for their involvement in other stress responses. Overall, salt-induced changes in the proteome and transcriptome showed good correlations, especially among the stably up-regulated proteins and their transcripts. We define an extended salt stimulon comprising proteins directly or indirectly related to compatible solute metabolism, ion and water movements, and a distinct set of regulatory RNAs involved in post-transcriptional regulation. Our comprehensive data set provides the basis for engineering cyanobacterial salt tolerance and to further understand its regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13062-021-00316-4.

## Background

Salinity is a prominent environmental factor determining the natural distribution of microorganisms, as approximately 97% of the water resources contain more than 30 g salt (mainly sodium chloride) per liter. Accordingly, the capability of microorganisms to cope with high or changing salinities is crucial, not only in aquatic environments but also in terrestrial habitats, in which the alternation between evaporation and rainfall can rapidly change salt concentrations. In a hypersaline environment, in which the external salt concentration exceeds the cellular ion content, microorganisms have to manage two major challenges: (i) the low external water potential results in water loss from the cell and collapse of turgor pressure, and (ii) inorganic ions permeate into cells along the electrochemical gradient, which could compromise the structure of critical macromolecules. Accordingly, most microorganisms feature acclimation strategies aiming at maintaining a high water and low inorganic ion content in the cell. This so-called “salt-out” strategy is based on the active extrusion of inorganic ions accompanied by the accumulation of compatible solutes, i.e. highly soluble, non-toxic, low molecular-mass organic compounds, for osmotic equilibrium [29].

Cyanobacteria are a morphologically and physiologically diverse group of photoautotrophic bacteria that are found in nearly all light-exposed habitats including environments with different salinities such as freshwaters, oceans, and hypersaline ponds or soil surfaces in temperate and arid climates [105]. Previous studies of cyanobacterial salt tolerance revealed that those with low salt tolerance, mainly freshwater and soil cyanobacteria, accumulate the sugars sucrose and/or trehalose, those with moderate tolerance (mainly marine strains) synthesize the heteroside glucosylglycerol (GG), whereas halophilic strains (found in hypersaline habitats) usually contain glycine betaine [29, 80]. Some deviations from these preferences have been documented as well [43, 67, 69].

Cyanobacterial salt acclimation has been investigated in great detail using the model strain *Synechocystis* sp. PCC 6803 (*Synechocystis* 6803). This unicellular strain was originally isolated from a freshwater pond [94]. Nevertheless, *Synechocystis* 6803 represents a truly euryhaline organism able to grow in freshwater but also in media containing salt concentrations twice as high as in seawater [79]. The early availability of both, genetic tools [24] and the complete genome sequence [37] established *Synechocystis* 6803 as photoautotrophic model organism. Using this strain, the molecular basis of salt-induced GG synthesis has been characterized, which is performed by the enzymes GG-phosphate synthase and GG-phosphate phosphatase, encoded by the genes *ggpS* (*sll1566*) and *ggpP* (*stpA*, *slr0746*), respectively [26, 57]. Today, *Synechocystis* 6803 is the best investigated photoautotrophic prokaryote represented by more than 3700 scientific publications, and has become popular as chassis for the introduction of pathways for the photosynthetic production of biofuels or chemical feedstock (e.g. [30, 55, 56]). Salt-tolerant cyanobacterial strains such as *Synechocystis* 6803 also permit large scale cultivations in saline waters making the process more sustainable by avoiding competition for limited freshwater resources [7].

Over the past two decades, omics technologies have been applied to study salt acclimation of cyanobacteria, particularly *Synechocystis* 6803. Genome-wide transcriptome analyses revealed the differential expression of hundreds of genes after sudden increases in the external salinity and allowed the identification of several potential regulatory proteins involved in their stress-induced expression [38, 59, 91]. However, most of these genes were only transiently induced or repressed. In long-term salt-acclimated cells, the expression of only 39 genes remained significantly enhanced [60]. Later on, 2D-gel-based proteomics displayed a snapshot of the salt-regulated proteome, which identified 45 stably salt-induced soluble proteins [15], while 20 proteins of the membrane fraction appeared to be salt-regulated [34]. In the meantime, advanced omics technologies such as different RNA-seq technologies were established, which, for example, revealed that also large numbers of non-protein-coding RNAs (ncRNAs) are transcribed in *Synechocystis* 6803 [4, 48, 64]. Among them, two classes can be differentiated, cis-encoded antisense RNAs (asRNAs) transcribed from the opposite strand within protein-coding genes, and trans-encoded small regulatory RNAs (sRNAs) [23, 49]. Some of the newly annotated asRNAs were demonstrated to act as regulators of their cognate mRNAs or sRNAs functioning in the acclimation response to changing environmental conditions [12, 21, 45, 85, 107]. Moreover, tremendous progress has been made in the investigation of cyanobacteria using gel-free technologies for proteomics [17, 93, 103] or metabolomics (reviewed by [87]).

Here, we combined transcriptomic with proteomic and metabolomic approaches for a comprehensive characterization of the salt acclimation process in *Synechocystis* 6803. Previous studies showed that salt acclimation is a highly dynamic process, in which many genes/proteins showed an early but mostly transient response before long-term salt acclimation leads to stable, physiological meaningful changes in the gene/protein expression pattern. Therefore, we sampled *Synechocystis* 6803 cells at different time points up to 7 days after transfer from NaCl-free into medium containing 684 mM NaCl (equal to 4% NaCl). In addition to many salt-regulated proteins and their corresponding mRNAs, we identified several potentially regulatory asRNAs and sRNAs to be salt-stimulated as well. Finally, metabolomics revealed that the massive accumulation of the compatible solute GG has a broader impact on the overall primary carbon and nitrogen metabolism.

## Results

The response of *Synechocystis* 6803 to NaCl-induced hyperosmotic conditions (salt stress) was analyzed on transcriptome, proteome and metabolome levels at different time scales (Fig. 1). Changes in the expression profiles were first analyzed at a global scale. Then, selected examples were examined in a comprehensive way using all data sets.

**Fig. 1:**
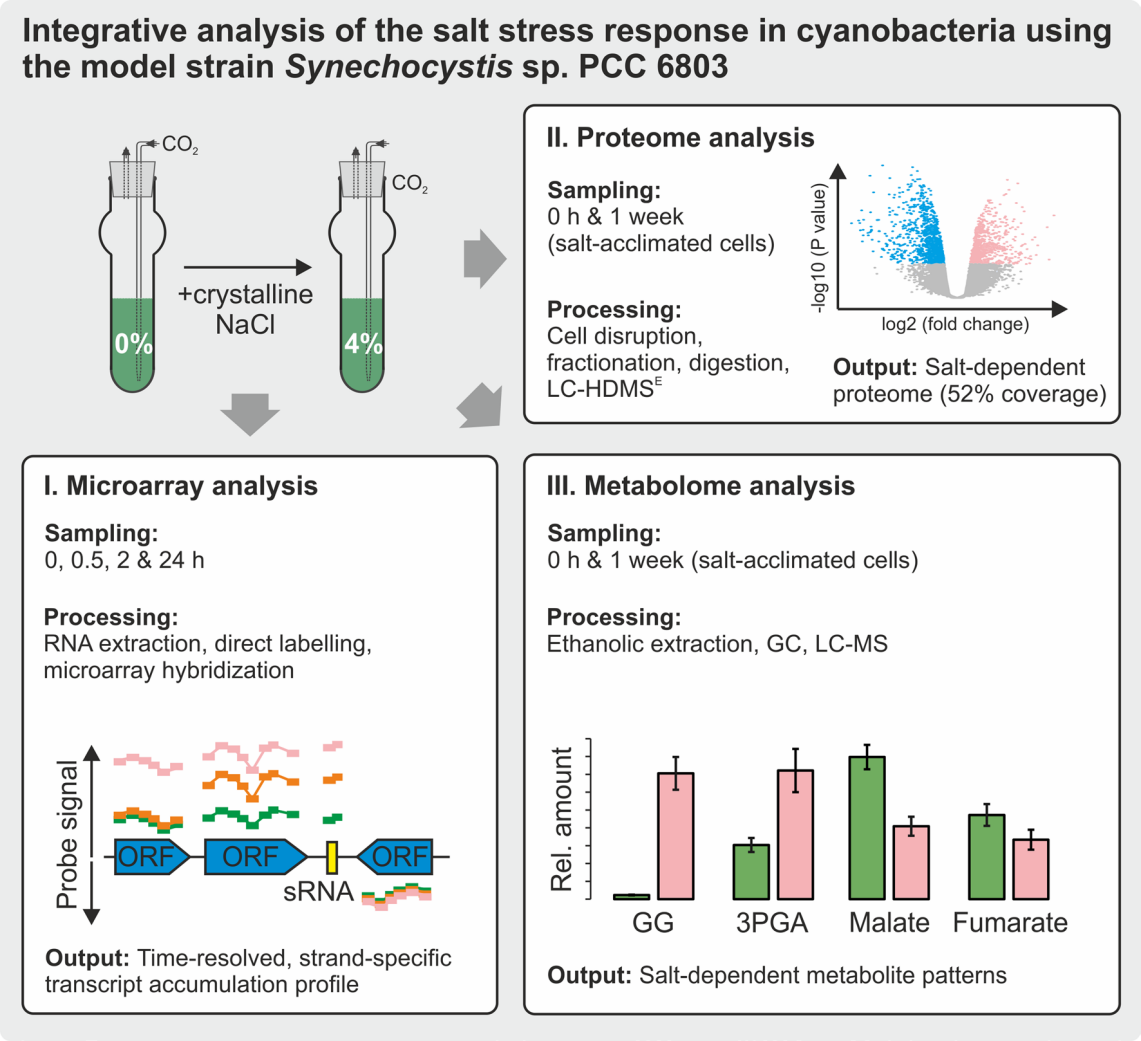
Overview on the applied approaches and conditions. Samples for microarray, proteome, and metabolome analyses were taken from cultures sparked with CO_2_-enriched air (5% [v/v]). Sampling points for each experiment are given in the panels. Further details about cultivation, salt treatment and sample processing are given in the “Materials and methods” section

### Global transcriptome analysis

In the present study a microarray platform was used to detect RNA levels directly, without reverse transcription. This microarray contained probes for all protein-coding genes also covering so far non-annotated open reading frames as well as for ncRNAs such as cis-acting asRNAs and trans-acting sRNAs previously identified in *Synechocystis* 6803 [48, 64]. 

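The arrays held 40886 spots for transcripts and 1417 control spots each. The transcript spots came from 20363 probes, of which 20343 were printed 2 times and 20 more often. Only probes with a usable spot on each of the 8 arrays were averaged, which left 18451 probes and a median of 4 probes per mRNA. After this step values were available for 3358 mRNAs, 1749 asRNAs and 551 sRNA candidates. The same arrays measured 675 of 710 5'UTRs and 1693 of 1875 transcripts with start sites inside genes. With 330 features of other kinds, such as the crRNA spacers, 8356 features had values in total. No feature of the array carries the name *slr6110*, *slr1671*, *sll7088*, *slr1408* or *slr1858*. Probe sequences were not searched for these genes.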

In total the microarray covered 3364 mRNAs, 1940 asRNAs and 602 sRNA candidates. Previous studies analyzing the salt transcriptome of *Synechocystis* 6803 used DNA microarrays only covering 3079 mRNAs and no ncRNAs [60]. 

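The salt shock experiment comprised 8 one-colour Agilent arrays, with 2 arrays for the control sampled at 0 h and 2 arrays each at 0.5, 2 and 24 h after addition of 4% NaCl (684 mM). The paper describes the arrays as hybridizations in duplicate for each sampling point, whereas their labels call them biological replicates. If the 2 arrays of a time point carry the same RNA, the standard errors and p-values given here describe the measurement and not the variation between cultures. Replicate 1 of every time point was hybridized on one slide and replicate 2 on another. According to the paper 3 µg of RNA were labelled per array, and according to the labels 2 µg. RNA was labelled directly with Cy3. The authors deposited the output of Agilent's Feature Extraction software for each array, in which the processed signal is a brightness in intensity units after subtraction of the local background, not normalized between arrays. They also deposited log2 values per spot that, judged from their distribution, were quantile-normalized from the median pixel brightness without background subtraction. Between 95.9% and 98.5% of the spots on an array were well above background, and the median ratio of spot brightness to local background was 81.4 to 108. No spot was saturated, and 2.24% to 8.04% of the spots were marked as outliers by the software and left out. The processed signals were transformed to log2 and scaled by subtracting the 75th percentile of each array, which lay between 12.63 and 13.49. Spots were averaged to probes and probes to transcripts, and a linear model over all 8 arrays was fitted with limma, with moderated variances and p-values adjusted by the Benjamini-Hochberg method over the 8356 features at each time point. The correlation between replicates was 0.990 to 0.994. With 2 arrays per time point, the median standard error of a log2 fold change was 0.23. The fit takes no account of the slides, whose differences were shared by the time points (correlations of 0.758 to 0.819). The standard errors therefore include these differences, although each slide carries every time point. A log2 fold change (log2FC) always gives salt against the 0 h control, with the standard error from the same fit.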

Here, the microarray was hybridized with total RNA extracted from control cells (0% NaCl) and from cells exposed to 4% of NaCl for 0.5, 2, and 24 h. The time points were chosen to permit comparison with previously published microarray data [60]. Gene expression changes along the *Synechocystis* 6803 chromosome are shown in the Additional file 2: Genome Plots.

For the selection of differentially expressed genes, we applied the widely used cut-off criteria, i.e. log_2_ fold change ≥ │1│, p-value < 0.05. 

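The paper's text does not state whether its p-value was adjusted for the number of transcripts tested. Here a transcript was called higher or lower when the log2FC reached 1 in size and the adjusted p-value was below 0.05. At 0.5 and 2 h this adjustment made no difference to the mRNAs, and at 24 h the unadjusted p-value would have called 125 mRNAs higher and 43 lower. In each of 369 called values of individually named transcripts, both salt arrays lay beyond both control arrays. For mRNAs named only for the size of their change at a time point, this was part of the choice. Of 79 such calls at 24 h, 37 were kept whichever array was left out, against 161 of 172 at 2 h and 106 of 118 at 0.5 h. These fits take no account of the slides. With the replicate number as a block in addition, a setting chosen after seeing the data, 71 of the 79, 167 of the 172 and 113 of the 118 calls were kept. Calls of single transcripts said below to be lost with an array left out refer to fits without this block, unless stated. The rule for naming single transcripts, which takes in every one that the paper names and that has probes, was fixed before the data were examined. Of the 200 named transcripts with values, 72 were called at 24 h with p-values adjusted over all 8356 features, and 73 with p-values adjusted over the list alone. Both ways gave 106 calls at 0.5 h and 158 at 2 h. The paper chose these transcripts partly on the same samples, so the count adjusted over the list alone is not independent evidence.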

As the transcriptome composition was highly dynamic at the different time points, we first focused on protein coding genes (mRNAs). 

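Of the 3358 mRNAs with values, 482 were higher and 768 lower at 0.5 h, 530 were higher and 1032 lower at 2 h, and 121 were higher and 39 lower at 24 h (limma, largest adjusted p among the calls 0.0497). The share of the called mRNAs that were higher was thus 38.6% at 0.5 h, 33.9% at 2 h and 75.6% at 24 h. The balance at the early time points depended on the scaling between arrays. Without any scaling 803 mRNAs were higher and 439 lower at 0.5 h, so that 64.7% of the calls were higher, the largest shift among the alternatives. At 2 h the arrays without scaling gave 671 higher and 799 lower mRNAs. Quantile normalization gave 552 higher and 643 lower mRNAs at 0.5 h and 641 higher and 820 lower at 2 h. Scaling by the median gave 487 higher and 751 lower at 0.5 h and 620 higher and 889 lower at 2 h. The median log2FC of all features was -0.35 at 0.5 h, -0.26 at 2 h and 0.00 at 24 h with the 75th percentile, and 0.12, 0.02 and 0.06 without scaling. The counts at 24 h rested on the arrays of 0 h and 24 h. There were 92 higher and 13 lower mRNAs without replicate 1 of 0 h, 44 and 29 without replicate 2 of 0 h, 39 and 16 without replicate 1 of 24 h, and 53 and 12 without replicate 2 of 24 h. Leaving out an array of 0.5 or 2 h gave 124 or 125 higher and 40 or 42 lower mRNAs. A time point left with 1 array was assumed to vary like the other time points, and the slides were not taken into account. With them as a block, chosen after seeing the data, leaving out 1 array gave 96 to 160 higher and 35 to 57 lower mRNAs.

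**Figure D1:**
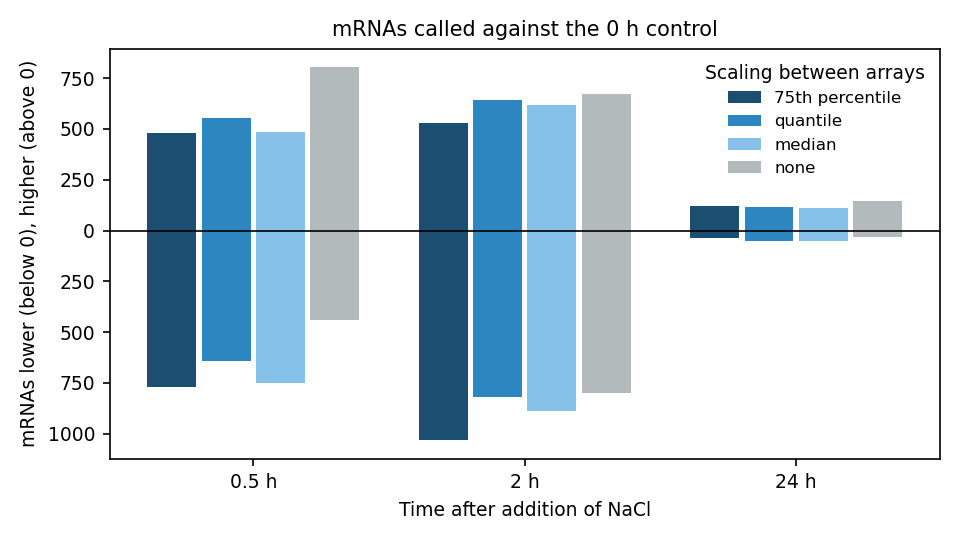
mRNAs called higher (above 0) and lower (below 0) against the 0 h control at 0.5, 2 and 24 h after addition of NaCl, for 4 ways of scaling the arrays. Bars show counts of mRNAs from 2 arrays per time point. At 24 h the bars are short in every case, while at 0.5 h the arrays without scaling have more higher (803) than lower (439) mRNAs.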

Compared to control conditions (i.e., cells grown in NaCl-free BG11 medium), several hundred mRNAs showed a changed abundance 0.5 and 2 h after salt addition, while after 24 h only 87 were up- and 31 down-regulated (Table 1; volcano plots of transcriptional changes are displayed in Additional file 3: Fig. S1), consistent with the previous report [60]. Only a few mRNAs were significantly changed at all sampling points, i.e. 31 showed elevated levels and 19 were down-regulated.

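Called in the same direction at 0.5, 2 and 24 h were 51 higher and 17 lower mRNAs. If the 3 time points had been independent, 2.74 mRNAs would have been counted in either direction, and in 100 simulated data sets of unchanged transcripts with shared control arrays none was. The simulation drew from each transcript's moderated variance and holds no mRNAs that changed at only some time points. Leaving out 1 array gave 22 to 62 higher and 6 to 21 lower mRNAs at all time points, and without scaling 8 lower mRNAs remained. These ranges became 44 to 62 and 16 to 25 with the replicate number as a block in addition, chosen after seeing the data.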

**Table 1:** Global analysis of protein-coding genes showing altered transcript levels after salt shock of 684 mM NaCl

	Time after salt shock	Marin et al. [60]	Billis et al. [4]	This study
Up-regulated mRNAs	0.5 h	652	n.a	382
	2 h	477	n.a	458
	24 h	48	133	87
Down-regulated mRNAs	0.5 h	329	n.a	407
	2 h	268	n.a	574
	24 h	48	368	31

A gene was regarded as induced or repressed if the log_2_ fold change was higher or lower than 1 or − 1 (*P* value < 0.05; n.a.—not analyzed)

To evaluate the microarray data set systematically, a cluster analysis was performed using *mfuzz* [50]. Initially, 8538 transcript types were differentiated, including all mRNAs but also 5’UTRs, asRNAs, sRNAs and transcripts derived from start sites within genes; Additional file 1: Table S2). 

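The cluster analysis was repeated on the means of the 4 time points, each transcript standardized, over the 8026 mRNAs, asRNAs, sRNA candidates, 5'UTRs and internal transcripts with values. Of these, 4525 differed from the 0 h control by a log2FC of at least 1 at some time point and entered the fuzzy clustering. It used 4 clusters and the fuzzifier of 2.53 that the paper gives, and the value estimated from the data was 2.528. Membership limits of 0.5 for one cluster and 0.6 for the sum of a pair of similar clusters were taken from the paper, and 4319 transcripts were assigned.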

Two clusters (cluster 1 and 2) include transcripts that were induced and two other clusters (cluster 3 and 4) include transcripts that were repressed at specific time points after salt addition (Fig. 2A). Transcripts in cluster 1 and 3 peaked at 0.5 h, while transcripts in cluster 2 and 4 peaked at the 2 h time point. 

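Cluster 1 held 810 transcripts with a median log2FC of 1.74 at 0.5 h and 1.04 at 2 h. Cluster 2 held 827 transcripts, whose median log2FC was 0.57 at 0.5 h and 1.73 at 2 h. The 1205 transcripts of cluster 3 had a median log2FC of -1.58 at 0.5 h and -0.998 at 2 h. In cluster 4, with 1477 transcripts, the median log2FC was -0.83 at 0.5 h and -1.70 at 2 h.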

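At 24 h the median log2FC was 0.23 in cluster 1, 0.34 in cluster 2, -0.03 in cluster 3 and -0.24 in cluster 4. The median share of the largest change that had been reversed by then was 98.4% in cluster 3, 88.7% in cluster 1, 87.1% in cluster 4 and 82.1% in cluster 2. Less than 2-fold different from the control at 24 h were 95.3% of the transcripts in cluster 3, compared with 91.7%, 86.5% and 93.7% in clusters 1, 2 and 4. Among the mRNAs, 1960 were called at 0.5 or 2 h, and 1826 of these (93.2%) were not called at 24 h. For 1524 of the 1826 the difference between 24 h and 2 h had itself an adjusted p below 0.05 in limma. Over all 1960 mRNAs the median absolute log2FC was 1.73 at its early maximum and 0.29 at 24 h. The paper takes the tendency to return to the initial values as a sign of complete short-term acclimation.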

The majority of genes in all clusters, most pronounced in case of cluster 3, showed a clear tendency to return to the initial values at the end of the time course indicating that the short-term acclimation was complete.

**Fig. 2:**
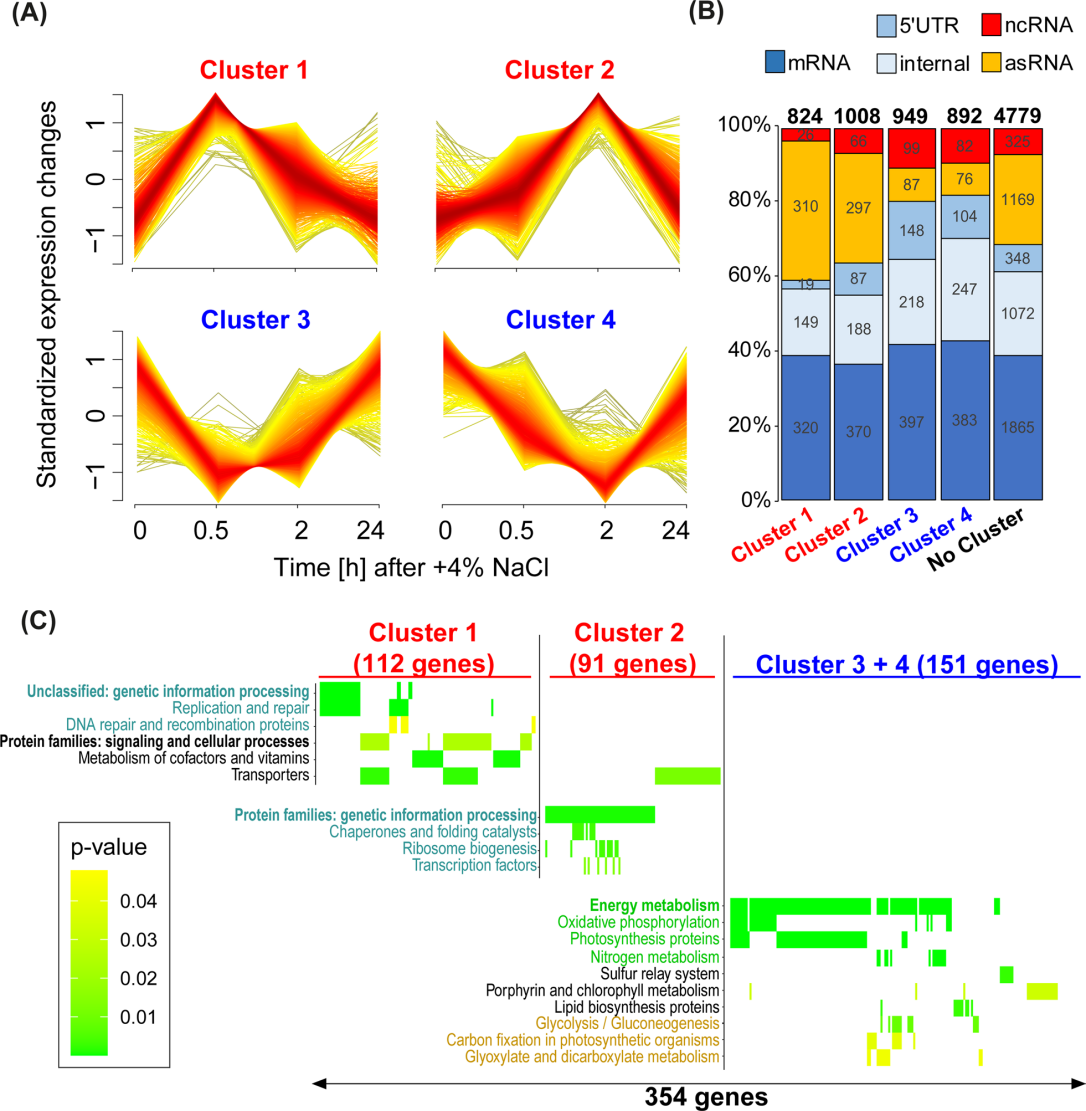
Cluster analysis of the salt stress microarray time series. **A** Four major clusters of co-regulated transcripts were obtained. **B** Distribution of different transcript types over the different clusters (see Additional file 1: Table S2 for the precise values and assignments). **C** Functional enrichment analysis of proteins encoded by differentially regulated mRNAs according to KEGG Orthology (KO) terms for each cluster. Heatmap coloring represents the enrichment p-values (y axis = enriched KO terms, x axis = genes, see Additional file 1: Table S3 for detailed information)

Specific transcript types showed an uneven distribution in the different clusters, i.e. clusters 1 and 2 contain a significantly higher number of asRNAs and lower number of sRNAs while cluster 3 and 4 showed the opposite. 

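In clusters 1 and 2 together there were 513 asRNAs, and in clusters 3 and 4 there were 354, so that 59.2% of the clustered asRNAs had risen. Of the clustered mRNAs 35.8% had risen, which gives an odds ratio of 2.60 for asRNAs against mRNAs (95% confidence interval 2.20 to 3.07, Fisher's exact test, p = 1.62e-30). Of the sRNA candidates 80 were in clusters 1 and 2 and 227 in clusters 3 and 4, or 26.1% risen (odds ratio against mRNAs 0.632, 95% confidence interval 0.475 to 0.833, Fisher's exact test, p = 7.58e-04). Transcripts from one region are not independent of each other, so these p-values describe the counts only. The number of asRNAs in clusters 3 and 4 was 166 when the arrays were quantile-normalized without background subtraction. Without scaling 149 sRNA candidates were in clusters 3 and 4.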

Protein-coding transcripts are more present in the downregulated clusters (780 mRNAs) than in the upregulated clusters (690 mRNAs) (Fig. 2B). 

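Cluster 1 held 342 mRNAs and cluster 2 held 345, which makes 687 mRNAs in the clusters that rose. In the falling clusters there were 503 mRNAs (cluster 3) and 728 mRNAs (cluster 4), together 1231.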

Functional enrichment analysis of the proteins encoded by mRNAs in each cluster was performed according to annotations from KEGG Orthology (KO) terms. 

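Among 19 genes with chaperone or *clp* symbols, 4 were higher and 1 lower at 0.5 h, and 5 were higher and 3 lower at 2 h. None of them was called at 24 h. The *clp* symbols take in *clpP* genes, which code for protease subunits and not for chaperones. The genes were grouped by the symbols in the first 1997 entries of Table S1 and in the part of Table S2 that could be read, so no enrichment was tested. The 35 ribosomal protein genes had a median log2FC of -0.19 at 0.5 h, where 5 were lower, and of 0.62 at 2 h, where 9 were higher and 1 lower. At 0.5 h the sign of this median changed with the scaling, to 0.04 with quantile normalization and 0.28 without scaling, whereas at 2 h it stayed between 0.62 and 0.90 under every scaling. None of the 35 was called at 24 h.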

On the one hand, mRNAs within the rapidly induced cluster 1 are enriched in proteins associated to replication and repair, cofactor biosynthesis, signaling, and transport, while the mRNAs of cluster 2 are enriched in protein families associated to transport, genetic information processing such as chaperones and folding catalysts, ribosome biogenesis, or transcription factors (Fig. 2C). On the other hand, transiently repressed mRNAs in the clusters 3 and 4 showed similar functionalities, and thus were analyzed jointly. 

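The 9 *psb* genes of photosystem II had a median log2FC of -0.86 at 0.5 h and -1.82 at 2 h, and 7 of the 9 were lower at 2 h. For 8 phycobilisome genes the median was -0.91 at 0.5 h and -2.31 at 2 h, with 6 lower and 1 higher at 2 h. All 7 ATP synthase genes were lower at 2 h (median -1.71), and none was called at 0.5 h. Of 13 *ndh* genes 8 were lower and 3 higher at 2 h (median -1.26). Of 14 genes with *hem* or *chl* symbols 7 were lower and 3 higher at 2 h (median -0.90), and of 17 with *rbc*, *ccm*, *cmp*, *prk* or *cbb* symbols 8 were lower and 1 higher (median -0.86). At 2 h the sign of each of these medians was the same under all 4 ways of scaling. At 0.5 h the median of these last 17 genes was -0.41 and became 0.06 without scaling.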

The most pronounced functional enrichment could be seen for transcripts encoding proteins associated to energy and metabolism, such as oxidative phosphorylation, photosynthesis, nitrogen metabolism, or related metabolic functions, such as pathways of porphyrin and chlorophyll metabolism, lipid biosynthesis or pathways for carbon metabolism.

#### Salt-regulated asRNA:mRNA pairs

Most of the salt-induced changes of asRNA levels were transient, consistent with the observations for mRNAs. 

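Of the 1749 asRNAs with values 356 were higher and 278 lower at 0.5 h, 395 were higher and 219 lower at 2 h, and 54 were higher and 32 lower at 24 h. The share of calls that were higher was 56.2%, 64.3% and 62.8%, respectively. Without scaling 107 asRNAs were lower at 0.5 h and 136 at 2 h, and with quantile normalization 182 and 138. At 24 h quantile normalization reversed the balance to 42 higher and 55 lower asRNAs, and leaving out 1 array gave between 19 and 59 higher and between 7 and 35 lower. With the replicate number as a block, chosen after seeing the data, the latter ranges were 50 to 83 and 36 to 53. Of 896 asRNAs called at 0.5 or 2 h, 822 (91.7%) were not called at 24 h, and 570 of these differed between 24 h and 2 h with an adjusted p below 0.05 in limma. All 3 time points were called higher for 36 and lower for 12 asRNAs.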

Our analysis considered only asRNAs that overlap on the opposite strand with the respective mRNAs, which led to the identification of 79 inversely regulated and 82 co-regulated asRNA/mRNA pairs (Fig. 3) at a Pearson correlation coefficient ≥ │0.65│ (details in Table S4). 

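Values were available for 1737 pairs of an asRNA and the mRNA it is named for, and both partners were assigned to a cluster in 506 of them. With Pearson's r calculated over the 8 arrays, 138 of the 506 pairs reached r of -0.65 or lower and 161 pairs reached 0.65 or higher. Of the 138 inverse pairs 93 combined a rising asRNA with a falling mRNA and 45 the reverse. Among the 161 pairs that changed alike, both partners rose in 58 and both fell in 103. When the asRNAs and mRNAs of the 506 pairs were re-paired at random 1000 times, a mean of 136.5 inverse pairs (95% of draws between 119 and 154) and of 146.3 pairs changing alike (129 to 164) was counted (permutation test, 1-sided p for as many pairs = 0.446 and 0.0549). The counts moved most when pairs outside the clusters were included, to 238 inverse pairs and 366 alike.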

Previous work in *Synechocystis* 6803 showed that both modes of regulation can be functionally relevant [12, 13, 85].

**Fig. 3:**
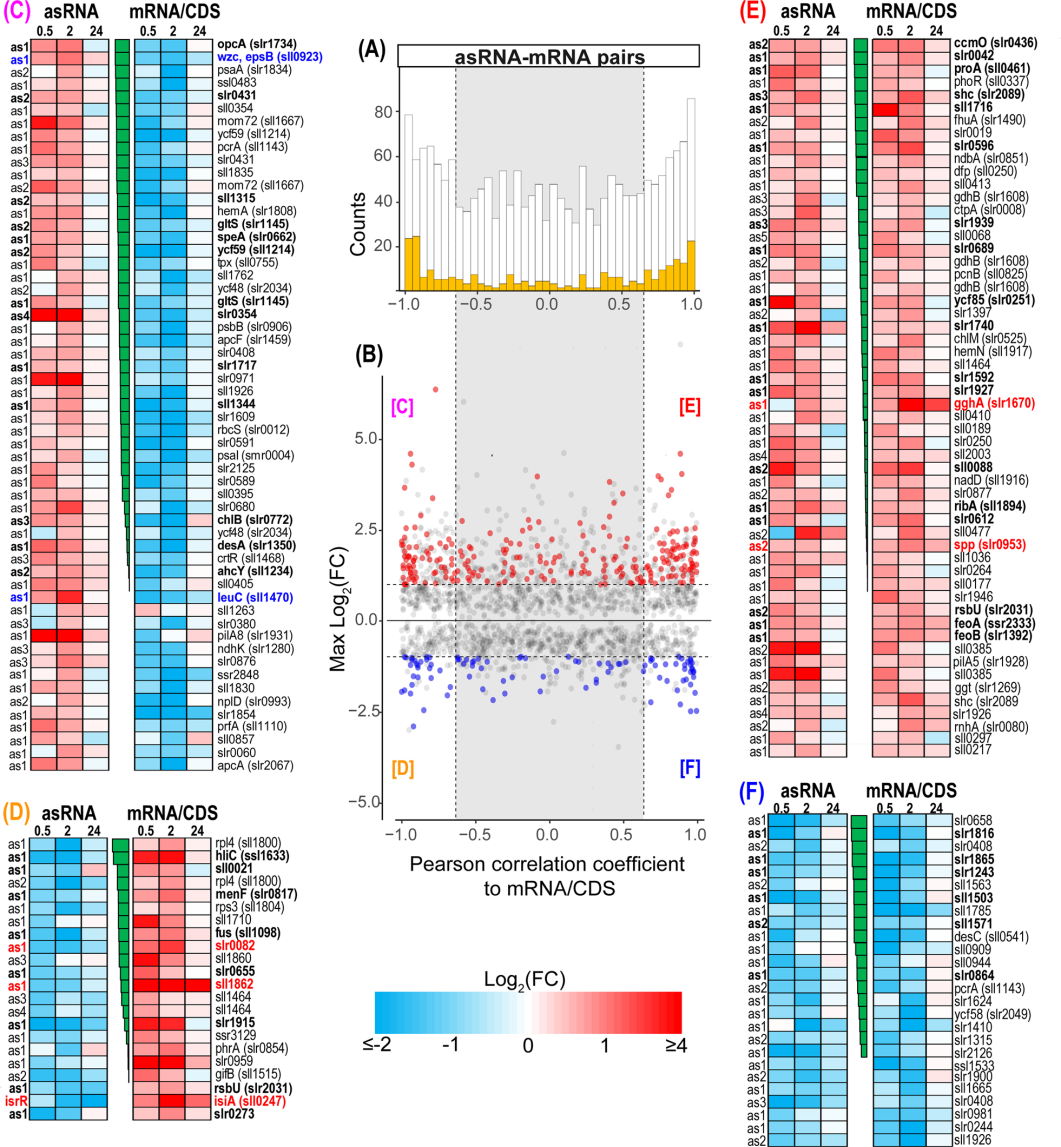
Comparison of salt-regulated mRNA:asRNA pairs with inverse or similar induction patterns. **A** Histogram of Pearson correlation coefficients for expression profiles of all detected asRNA/mRNA pairs. Highlighted are asRNA/mRNA pairs, which both were assigned to an expression cluster with significant differential expression at least at one-time point. **B** Scatterplot of maximum absolute log_2_ fold changes for every asRNA vs. Pearson correlation coefficients to its cognate mRNA. Colored points show the expression cluster assignment for the respective asRNA (red = cluster 1 + 2; blue = cluster 3 + 4). White backgrounds indicate strong correlation between asRNA/mRNA pairs (either ≥ 0.65 or ≤ -0.65). Numbers of individual cluster assignments for asRNA/mRNA pairs are indicated in the boxes. **C** 57 pairs were asRNA-induced and mRNA-repressed, **D** 22 pairs were asRNA-repressed and mRNA-induced, **E** 56 pairs were asRNA- and mRNA-induced, **F** 26 pairs were asRNA- and mRNA-repressed. Only asRNA/mRNA pairs are given, which both were assigned to an expression cluster with a Pearson correlation coefficient of either ≥ 0.65 or ≤ -0.65 at least at one-time point. The heat maps illustrate the log_2_(FC) at the individual measurements from the microarray experiments for asRNAs (left) and mRNAs (right). The heatmaps are sorted according to Pearson correlation coefficient (center). Examples that are mentioned in the text are highlighted based on their expression. Bold font indicates at least two significant differential expression measurements per transcript. Details of the asRNA/mRNA analysis are given in Additional file 1: Table S4

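Of the 57 pairs drawn in panel C all had values and 43 were at r of -0.65 or lower over the 8 arrays. The corresponding numbers were 22 of 22 in panel D, 45 of the 53 pairs with values among 56 in panel E, and 26 of 26 in panel F, and r had the sign of its panel in each pair with values. Correlations over the arrays were tested for 8 named pairs, with the p-values adjusted over these 8. The paper names these pairs for their correlation in the same samples, and the arrays of a time point are not independent of each other, so the p-values describe the relation and do not test it anew. For *sll1515* (*gifB*) and its asRNA this gave Pearson's r = -0.81 (exact permutation test, 2-sided p = 0.0259, adjusted over the pairs tested 0.0345) and Spearman's rho = -0.76 (exact permutation test, p = 0.0368, adjusted 0.0524). The asRNA had a log2FC of -2.66 at 0.5 h (standard error 0.22, limma, adjusted p = 1.22e-05). The r was -0.85 within replicate 1 and -0.91 within replicate 2, with 4 arrays each, and -0.88 without the arrays farthest from the median of the asRNA. For *slr1734* (*opcA*) and its asRNA the relation was Pearson's r = -0.84 (exact permutation test, 2-sided p = 0.0256, adjusted over the pairs tested 0.0345) and Spearman's rho = -0.64 (exact permutation test, p = 0.0962, adjusted 0.0962). Its rho was thus not significant, and its r was -0.92 without the arrays farthest from the median and -0.97 within replicate 1 and -0.97 within replicate 2. The *slr1734* mRNA had log2FC -1.13 at 0.5 h, -1.63 at 2 h and 0.12 at 24 h (standard error 0.28), and its asRNA 2.01 at 0.5 h, 2.21 at 2 h and -0.28 at 24 h (standard error 0.31). Its mRNA call at 0.5 h was lost without scaling (-0.67) and with either of 2 arrays left out. IsrR and *isiA* (*sll0247*) gave Pearson's r = -0.73 (exact permutation test, 2-sided p = 0.04, adjusted over the pairs tested 0.04) and Spearman's rho = -0.74 (exact permutation test, p = 0.0458, adjusted 0.0524). Without both control arrays, which were farthest from the median of IsrR, r was -0.44, so this relation rests on the control arrays, and it was -0.72 within replicate 1 and -0.77 within replicate 2. *isiA* had log2FC 2.28 at 0.5 h, 6.99 at 2 h and 2.93 at 24 h (standard error 0.31), and IsrR -0.65 at 0.5 h, -1.78 at 2 h and -2.04 at 24 h (standard error 0.21).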

Among the asRNA/mRNA pairs is *sll1862* (Fig. 3D) encoding one of the most abundant salt shock proteins (see below). 

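The *sll1862* mRNA had log2FC 5.34 at 0.5 h, 5.49 at 2 h and 4.08 at 24 h (standard error 0.23, limma, adjusted p = 1.27e-05 at 24 h). Its asRNA was measured with 4 probes and had log2FC -2.68 at 0.5 h, -2.08 at 2 h and -0.37 at 24 h (standard error 0.22). Of its 8 probe readings on the control arrays 2 were well above background, and of those at 0.5 and 2 h none was. Over the 8 arrays mRNA and asRNA gave Pearson's r = -0.81 (exact permutation test, 2-sided p = 0.00327, adjusted over the pairs tested 0.0131) and Spearman's rho = -0.86 (exact permutation test, p = 0.0107, adjusted 0.0429). The r was -0.80 without the arrays farthest from the median of the asRNA, and -0.80 within replicate 1 and -0.83 within replicate 2. On the 24 h arrays, where the mRNA was still raised, the asRNA was not called (limma, adjusted p = 0.369). When no background was subtracted and the arrays were quantile-normalized, the asRNA changed less and was no longer called at 0.5 h (-0.97) and 2 h (-0.89).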

The massive accumulation of stress protein Sll1862 is correlated by the inversely related levels of its mRNA versus asRNA. Another asRNA seems to be involved in controlling the salt-stimulated expression of *slr0082* (Fig. 3D), which encodes the ribosomal protein S12 methylthiotransferase RimO. This gene was early detected to be salt-induced by subtractive hybridization [101]. It is transcribed in an operon together with the RNA helicase CrhR, which has been shown to be involved in multiple stress responses and is regulated by redox changes [83]. Moreover, the mRNA level of *sll0923* encoding the tyrosine kinase Wzc was less abundant after salt addition (Wzc protein level was lowered with a FC of 0.53), while the corresponding asRNA showed increased abundance (Fig. 3C). 

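The *slr0082* mRNA rose to a log2FC of 2.18 at 0.5 h and 3.09 at 2 h (standard error 0.21, limma, adjusted p = 2.23e-06) and was 0.33 at 24 h. Its asRNA, covered by 1 probe, had log2FC -2.27 at 0.5 h and -2.61 at 2 h (standard error 0.35). The asRNA was not called at 24 h (-0.997, limma, adjusted p = 0.125), but was called with quantile normalization (-1.12) and with median scaling (-1.04). Over the 8 arrays the pair gave Pearson's r = -0.89 (exact permutation test, 2-sided p = 0.00818, adjusted over the pairs tested 0.0164) and Spearman's rho = -0.79 (exact permutation test, p = 0.0279, adjusted 0.0524). Without the arrays farthest from the median r was -0.88, and it was -0.92 within replicate 1 and -0.98 within replicate 2. The *crhR* mRNA (*slr0083*) of the same operon had log2FC 0.35 at 0.5 h, 2.22 at 2 h and 0.02 at 24 h (standard error 0.30).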

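For *sll0923* the log2FC was -1.40 at 0.5 h, -2.10 at 2 h and -0.68 at 24 h (standard error 0.23), and the mRNA was called lower at 0.5 and 2 h (limma, adjusted p = 6.57e-04 and 3.98e-05). Without scaling the call at 0.5 h was lost (-0.94). Its asRNA had log2FC 1.50 at 0.5 h, 2.11 at 2 h and 0.71 at 24 h (standard error 0.20), so that neither partner was called at 24 h. The pair had Pearson's r = -0.95 (exact permutation test, 2-sided p = 0.00107, adjusted over the pairs tested 0.00853) and Spearman's rho = -0.90 (exact permutation test, p = 0.00456, adjusted 0.0365), and without the arrays farthest from the median r was -0.96. Within replicate 1 it was -0.998 and within replicate 2 -0.992.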

Wzc is involved in the synthesis of extracellular polysaccharides (EPS) [73], hence, the lowered expression of *sll0923* is consistent with observation of reduced EPS synthesis in salt-acclimated *Synechocystis* 6803 cells [40]. Among the 56 mRNA/asRNA pairs showing similar induction patterns, the gene *slr0953* encoding sucrose-phosphate phosphatase showed higher mRNA as well as asRNA levels (Fig. 3E). It could be assumed that in this case the asRNA supports the stability of the *slr0953* mRNA contributing to the transiently elevated sucrose levels in salt-treated cells.

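The *slr0953* mRNA had log2FC 1.28 at 0.5 h, 1.96 at 2 h and 1.35 at 24 h (standard error 0.24), and its asRNA, covered by 1 probe that was not well above background on the control arrays, had 1.47 at 0.5 h, 1.63 at 2 h and 0.71 at 24 h (standard error 0.22). The mRNA was called at all time points (limma, adjusted p = 0.00993 at 24 h), although the 24 h call was lost when any of 3 arrays was left out. The asRNA calls were lost with the normexp background correction (0.74 at 0.5 h and 0.92 at 2 h). Over the 8 arrays the pair gave Pearson's r = 0.86 (exact permutation test, 2-sided p = 0.0063, adjusted over the pairs tested 0.0164) and Spearman's rho = 0.74 (exact permutation test, p = 0.0458, adjusted 0.0524). Leaving out both control arrays, the ones farthest from the median of the asRNA, reduced r to 0.48, so the relation rests on them. The r was 0.91 within replicate 1 and 0.85 within replicate 2.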

Moreover, we identified also not previously known salt-regulated transcripts, e.g. the *sll1470* asRNA (Fig. 3). 

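The asRNA of *sll1470* rose to a log2FC of 1.89 at 0.5 h and 3.65 at 2 h (standard error 0.19, limma, adjusted p = 4.80e-07) and was 0.32 at 24 h. The *sll1470* mRNA had log2FC -2.12 at 0.5 h, -1.70 at 2 h and -0.61 at 24 h (standard error 0.28). Its decrease was largest at 0.5 h, whereas the asRNA peaked at 2 h. Over the 8 arrays they gave Pearson's r = -0.76 (exact permutation test, 2-sided p = 0.0332, adjusted over the pairs tested 0.038) and Spearman's rho = -0.79 (exact permutation test, p = 0.0279, adjusted 0.0524). The r was -0.77 within replicate 1 and -0.82 within replicate 2, and -0.96 without both arrays of 2 h, the farthest from the median of the asRNA.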

Although this asRNA originates from a TSS downstream of *sll1470*, it overlaps the 3’ end of the gene and a clear anti-correlation with the transcript accumulation of *sll1470* during salt shock was detected (Fig. 3C). Gene *sll1470* encodes the large subunit of 3-isopropylmalate dehydratase, an important enzyme connecting pyruvate metabolism with leucine/isoleucine/valine biosynthesis. Therefore, its lowered expression during early salt shock likely contributes to the metabolic reorganization towards synthesizing GG consistent with the lowered valine accumulation (see below).

#### Salt-regulated sRNAs

The used microarray also permitted to search for salt-induced changes in the abundance of sRNAs, which are in contrast to asRNAs encoded in trans. 

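At 0.5 h 47 of the 551 sRNA candidates were higher and 189 lower, so that 19.9% of the calls were higher, a lower share than for the asRNAs. At 2 h 73 were higher and 147 lower (33.2% higher), and at 24 h 11 were higher and 17 lower (39.3%). Without scaling 63 were higher and 88 lower at 0.5 h and 96 higher and 106 lower at 2 h. The sRNA candidates were thus more often lower than higher at the early time points under every scaling.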

Interestingly, according to the cluster analysis (Fig. 2), both ncRNAs types responded differently to the salinity increase: asRNAs were mainly upregulated (cluster 1 and 2) while sRNAs were mainly downregulated (cluster 3 and 4). The salt-induced sRNA patterns, were again highly dynamic and mainly transient. For example, the sRNA IsaR1 was found to be transiently up-regulated in response to salt but returned to control levels in long-term salt acclimated cells (Additional file 1: Table S1**)**. 

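Of 324 sRNA candidates called at 0.5 or 2 h, 302 (93.2%) were not called at 24 h, and for 226 of these the difference between 24 h and 2 h had an adjusted p below 0.05 in limma. Over the 324 the median absolute log2FC was 1.72 at its early maximum and 0.36 at 24 h. At 24 h leaving out 1 array gave between 2 and 11 higher and between 1 and 19 lower sRNA candidates, and between 8 and 16 higher and between 16 and 29 lower with the replicate number as a block in these fits, a setting chosen after seeing the data.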

IsaR1 is a key player in the acclimation of the photosynthetic apparatus to iron starvation by targeting several mRNAs encoding Fe^2+^-containing proteins and enzymes involved in pigment and FeS cluster biosynthesis [22]. In addition to its role in iron acclimation, IsaR1 controls directly the synthesis of a key enzyme in GG synthesis, GgpS at the post-transcriptional level early during salt acclimation [84].

Altogether, eleven sRNA candidates were found to be differentially expressed at all-time points, three candidates were up- and 8 were down-regulated (Additional file 1: Table S5). 

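With a call in the same direction at 0.5, 2 and 24 h there were 5 higher and 9 lower sRNA candidates, counted over all 551 features of this type. NC-1116 had the largest rise at 2 and 24 h, with log2FC 2.75 at 0.5 h, 5.77 at 2 h and 3.92 at 24 h (standard error 0.20, limma, adjusted p = 1.03e-05 at 24 h). NC-1675 had the next largest rise at 24 h, with 2.27 at 0.5 h, 5.18 at 2 h and 3.20 at 24 h (standard error 0.24), measured with 1 probe that was well above background on 1 of the 2 control arrays. NC-29 (ncr0410) had 3.30 at 0.5 h, 4.90 at 2 h and 1.42 at 24 h, and NC-319 and a candidate without an NC number reached 1.07 and 1.35 at 24 h. Among the lower candidates were NC-711 with -2.19 at 0.5 h, -3.82 at 2 h and -1.17 at 24 h (standard error 0.19) and NC-156, which was at -2.89, -5.22 and -1.20. NC-17 (ncl0170) had -1.51 at 0.5 h, -2.22 at 2 h and -1.43 at 24 h, but its 3 probes differed in direction at 2 h, from -4.38 to 2.04. NC-331 (ncr0630), NC-1171, NC-1398, NC-1435, NC-1481 and NC-1606 were also lower throughout, with log2FC between -1.05 and -1.36 at 24 h. NC-192 (ncr0640) was lower at 0.5 h (-1.23) and 2 h (-2.50) and had -1.01 at 24 h without a call (limma, adjusted p = 0.0793), but was called under some alternatives, among them quantile normalization (-1.12), median scaling (-1.06) and the replicate number as a block (limma, adjusted p = 5.18e-06). Its adjusted p ranged up to 0.394, reached without replicate 2 of 24 h, and its 0.5 h call was lost without scaling (-0.77), without replicate 1 of 0 h and without replicate 2 of 0.5 h. Leaving out 1 array changed the counts at all time points to between 2 and 6 higher and between 0 and 12 lower, in fits that take no account of the slides. They were between 4 and 8 higher and between 9 and 16 lower with the replicate number as a block, a setting chosen after seeing the data. The 24 h calls of NC-1116 and NC-1675 were kept with each array left out. Those of the 12 others were each lost with some array left out (limma, largest adjusted p between 0.0604 and 0.261), and all 12 without replicate 2 of 24 h. In the fits with the block only NC-156, NC-319 and NC-1398 lost the 24 h call with some array left out. With quantile normalization and with median scaling NC-1398 was no longer called throughout, and without scaling NC-1171, NC-1398 and NC-1481 were not.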

Their potential roles in the salt acclimation process is an interesting topic for future research.

#### Global evaluation of the proteome in salt-acclimated cells

Proteome analyses using data-independent acquisition mass spectrometry (HDMS^E^) were performed with extracts from cells cultivated at either 0% NaCl (control cultures) or 4% NaCl (7 days’ salt-acclimated cultures, Fig. 1). To improve coverage and to obtain additional information on cellular localization, the proteome of different fractions was analyzed: 1. Total protein extracts obtained without any centrifugation; 2. The debris fraction obtained after low speed centrifugation (yellowish brown pellet); 3. The soluble fraction representing the blueish supernatant after high-speed centrifugation; and, 4. The membrane-enriched fraction representing the washed green pellets after high-speed centrifugation (further details are described in the Additional file 3).

In total, 1816 proteins, approximately 52% of the entire proteome of *Synechocystis* 6803 in the UniProt database, were identified by at least two tryptic peptides per protein (Additional file 1: Table S6). In particular, 1253 proteins were found in the total extracts and 823 in the soluble fraction, while 1608 and 1421 proteins were identified in the membrane-enriched and debris fractions, respectively (Fig. 4). Similar to previous reports on the *Synechocystis* 6803 proteome [17], many proteins (79%) were found in both, the soluble as well as the membrane fractions, although the membrane pellet was washed with high salt and high pH buffers. The occurrence of proteins in different fractions clearly correlates with their numbers of transmembrane helices (Additional file 3: Fig. S2). In the present study, we also investigated the cell debris that is usually removed from proteome analyses if cellular fractionation is performed. The vast majority (96.3%) of proteins in this fraction was also identified in the membrane-enriched fraction. However, 29 proteins were exclusively found in the debris fraction, for example the large Slr1567 protein, a putative outer membrane protein (Additional file 1: Table S7). Many other proteins enriched in the debris fraction are annotated as components of the cell envelope or of the outer membrane-bound periplasmic space.

**Fig. 4:**
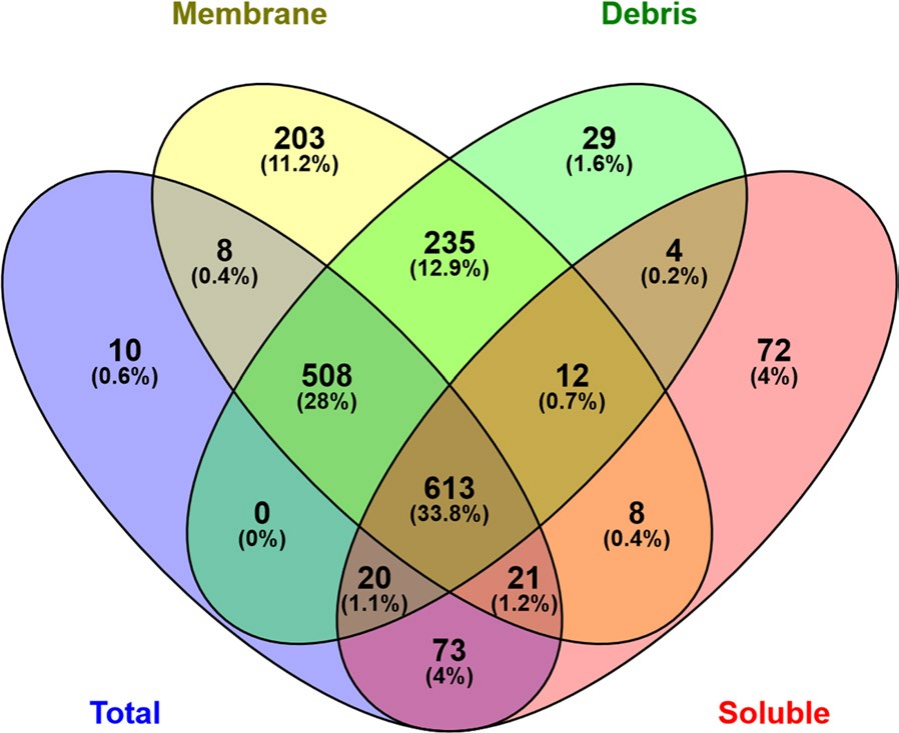
Overlap of the proteome among the different protein fractions. Venn diagram showing numbers and percentages of identified proteins in the total protein extract and in the subcellular fractions of debris, soluble or membrane proteins

Salt-dependent changes in protein abundances were evaluated in total protein extracts as well as three subcellular fractions (Fig. 4). For the selection of differentially expressed proteins cut-off criteria were defined by a fold change of ≥ │1.5│ and a corresponding p-value < 0.05. However, for a large number of proteins less pronounced fold change values were also statistically significant. The volcano plots indicate that the group of stably up-regulated proteins (Additional file 3: Fig. S3) displayed larger fold changes than down-regulated proteins, resembling the observations made with the transcriptomic data (Additional file 3: Fig. S1).

Next, we analyzed whether or not particular proteins showed consistent salt-related changes in the different proteome fractions. For most proteins, well-matching values were found in the different fractions and in the total extract. However, in some cases the relative abundances showed an inverse relation in membrane and soluble fractions. For example, many ribosomal proteins occurred in lower amounts in the soluble fraction but were elevated in the membrane and debris fractions of salt-acclimated cells compared to control cells (Additional file 3: Fig. S4). Similar patterns were found, among others, for the subunits of the ATP synthase, the phycobilisome linker polypeptides, and the RNA polymerase. These results indicate cultivation-dependent differences in the distribution of proteins to the different cellular fractions as reported in other studies [18, 72]. In our case, some protein complexes such as ribosomes might be more stable under high salt conditions, resulting in their enrichment in the membrane fraction and depletion in the soluble fraction. To deal with this situation, we calculated a weighted fold change from the subcellular fractions data of each protein and showed that it was highly concordant with the corresponding fold change from the total protein extract (Additional file 3: Fig. S5; more detailed description is given in the Additional file 3). Finally, the mean value of the weighted fold change from the subcellular fractions and the fold change from the total protein extract was used. If only one of these two values was available, it was used directly as final fold change. This led to a list of 1803 proteins, to which two membrane proteins were appended that are known (Slr0531) or suspected (Sll1037) to be important for salt acclimation, but were identified by individual peptides only. As a final result, 190 proteins were up-regulated and 189 protein down-regulated 7 days after salt shock among the 1805 quantified proteins (Additional file 1: Table S6).

#### Correlation analysis of salt-stimulated transcriptome and proteome

A correlation analysis was performed to analyze the overall relation between transcriptomic (log_2_ fold changes of mRNA after 24 h) and proteomic changes (log_2_ fold changes of protein abundances after 7 d). 1749 transcript/protein pairs could be matched (Fig. 5; Additional file 1: Table S8). The Pearson correlation coefficient for the proteomic and transcriptomic data sets was r = 0.58 indicating a close relationship, especially taking into consideration that sampling was done in different laboratories and at different time points. 

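For this comparison the log2FC of the mRNAs at 24 h was recalculated from the arrays, and the log2FC of the proteins was the paper's, taken from the first 1997 entries of Table S1. Both values were available for 1149 genes. Across these genes Pearson's r was 0.66 and Spearman's rho 0.56. Genes are not independent replicates, so no p-value is given. With replicate 1 alone r was 0.656 and with replicate 2 alone 0.651. The log2FC at 2 h gave r = 0.31 and that at 0.5 h r = 0.14 with the same protein values. Among 49 genes called at 24 h that had a protein value, 47 had a protein change in the same direction. Without the 20 largest protein changes r was 0.56, and averaging the authors' log2 values on the linear scale, a setting chosen after seeing the data, moved it to 0.59. From its own coefficient the paper reasons that the relationship is close, considering that sampling was done in different laboratories and at different time points.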

To grade the correlation between the newly acquired transcriptomic and proteomic data sets, we also compared our proteome data to the previously published transcriptome data sets [4, 60]. In both cases, lower correlation coefficients of r = 0.41 and r = 0.42, respectively, were obtained. Next, we calculated the correlation coefficients between our transcriptome data and the previous transcriptome data [4, 60] using the same subset of mRNAs as for the comparison with the proteome. Surprisingly, the obtained coefficients of r = 0.49 and r = 0.50 showed a slightly lower correlation between different transcriptomic data sets than correlation between the proteomic and the present transcriptomic data set (Fig. 5C). These findings indicate that culture conditions significantly influence the comparability of different data. Nevertheless, in all cases a close correlation was observed for the expression of genes that are of direct importance for salt acclimation, while the expression of other genes can vary depending on small differences between the culture conditions leading to relatively low Pearson correlation coefficients.

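Over the genes with a protein value in the same part of Table S1, the 24 h log2FC from the arrays correlated with the earlier microarray data given there at Pearson's r = 0.54 (Spearman's rho 0.48, 1136 genes). For the RNA sequencing data r was 0.55 and rho 0.40 (1149 genes). Both coefficients lie below the coefficient with the proteins of the same genes. Replicate 1 gave r = 0.52 and replicate 2 r = 0.54 for the earlier microarray data, and 0.53 and 0.56 for the RNA sequencing data. These differences between replicates were smaller than the distance to the coefficient with the proteins.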

**Fig. 5:**
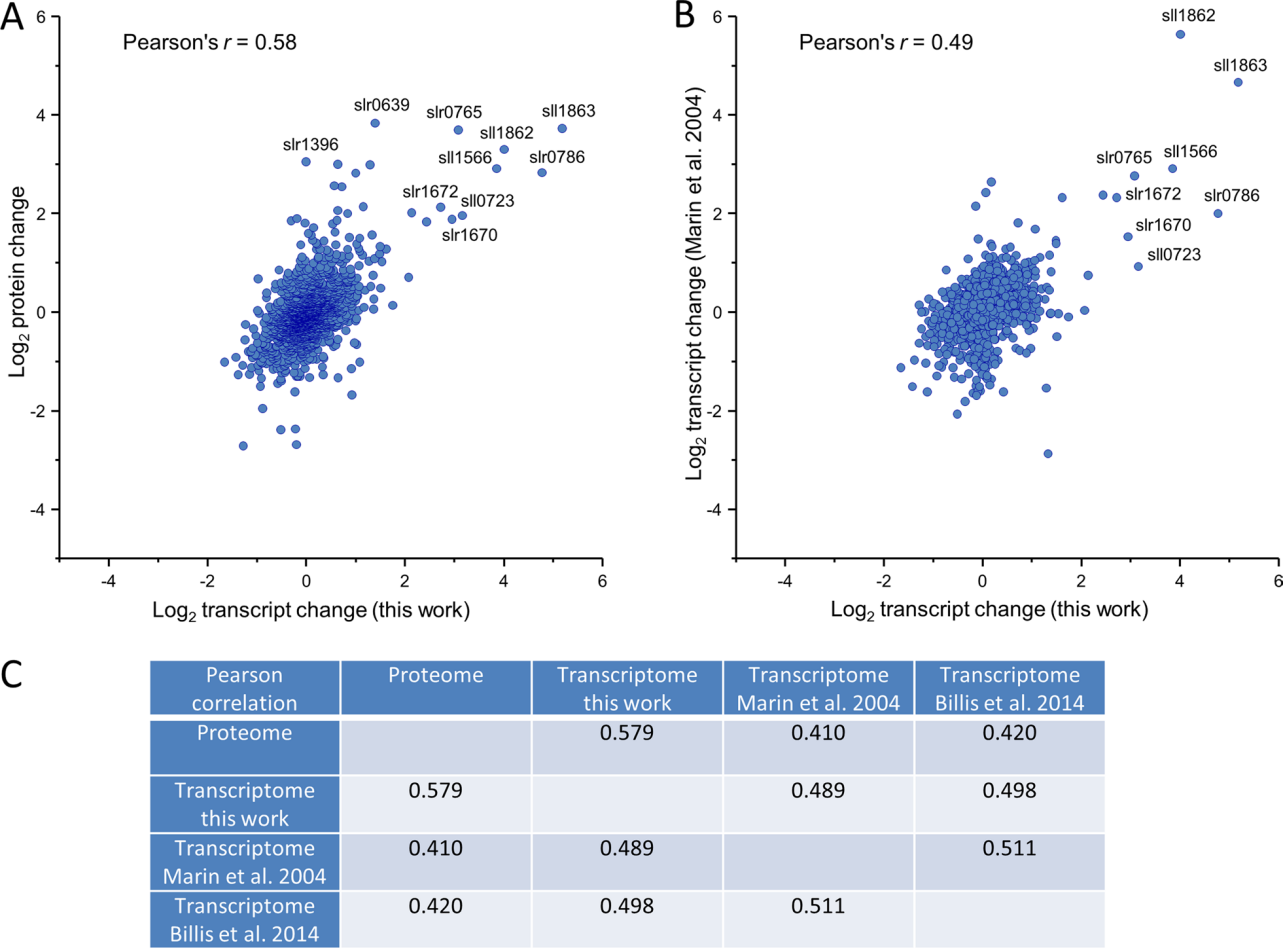
Correlation between transcriptome (24 h) and proteome (7 d) dynamics in response to high salt conditions. **A** Data originate from the present study. **B** The newly obtained proteome data were compared with the previous transcriptomic study [60]. Scatterplots display the correlation of protein and transcript ratios. 1749 transcripts with reported fold changes could be mapped to corresponding changes in protein abundances. Matches with ratio differences below log_2_ 1.5-fold changes were considered to be similar. **C** Table displaying Person’s correlation coefficients between the different data sets (data from this study and from previously reported data sets [4, 60]).

### Detailed examination of specific processes

#### Compatible solute metabolism and transport constitutes a salt-specific stimulon

Central to salt acclimation of *Synechocystis* 6803 is the accumulation of the main compatible solute GG, because mutants affected in the genes *ggpS* and *ggpP* (*stpA*) encoding the GG synthesis enzymes showed the highest degree of salt sensitivity compared to wild type [26, 57]. As initially found [79], salt-acclimated cells accumulate high amounts of the compatible solute GG, which represents the by far largest pool of low molecular mass organic compounds. The amount of GG is approximately 2000times higher in salt-grown cells compared to the trace amounts of GG in control cells (Fig. 6C). The second compatible solute sucrose is approximately 1000-fold less abundant (0.28 nmol OD_750_^−1^ ml^−1^) than GG in salt-acclimated cells (Additional file 1: Table S10), because it mainly plays a role as transiently accumulated osmolyte after salt shocks in *Synechocystis* 6803 [41].

**Fig. 6:**
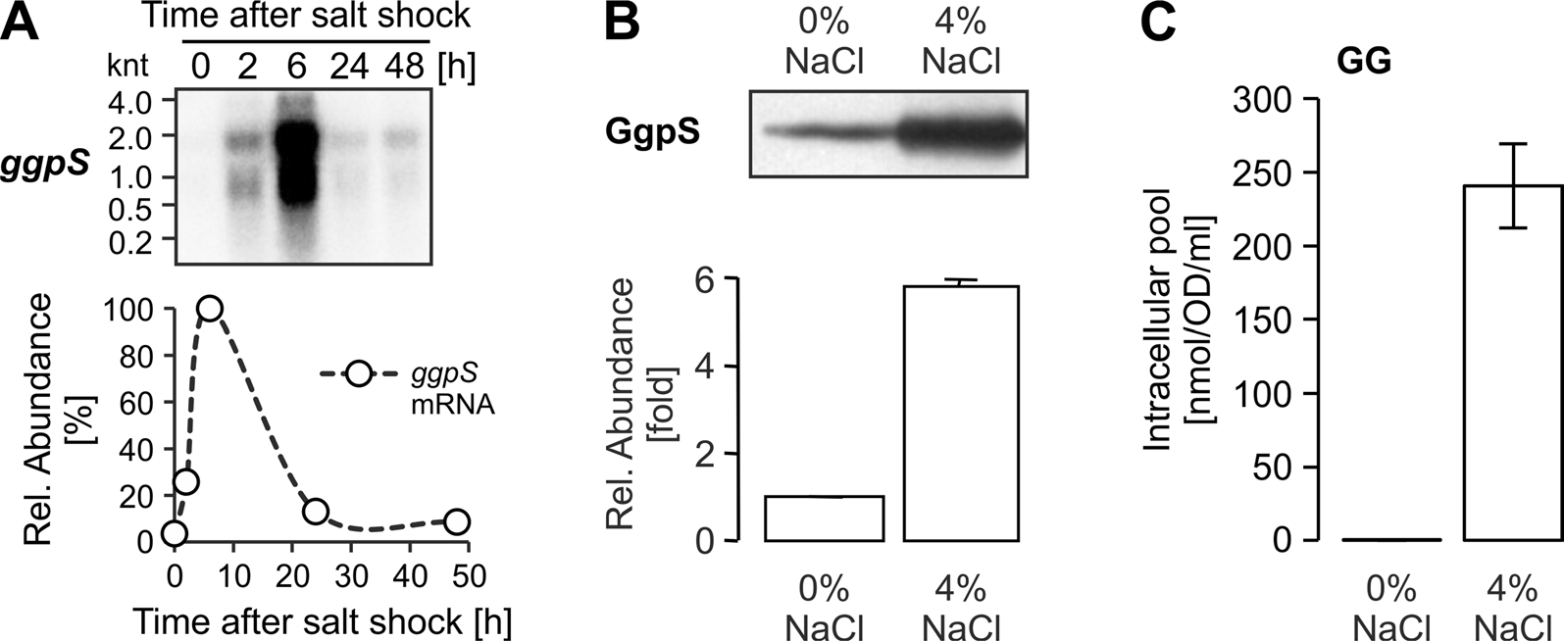
Salt-dependent up-regulation of the GG synthesis key enzyme, GG-phosphate synthase (GgpS). **A** Northern-blot showing accumulation kinetics of the *ggpS* transcript in response to salt shock of 4% [w/v] NaCl. Relative abundances were calculated after densitometric evaluation of the blot signals (signal obtained for 6 h was set as maximum, 100%). **B** Western blot confirming increased GgpS abundance in cells acclimated to 4% NaCl. Relative abundance was calculated after densitometric evaluation of blot signals (signal from control cells was set as 1). Data are the mean ± SD of values obtained from three individual blots. **C** Intracellular accumulation of GG in cells acclimated for 7 days to 4% NaCl. Data are the mean ± SD of 6 replicates

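The *ggpS* mRNA (*sll1566*) had log2FC 4.19 at 0.5 h, 6.89 at 2 h and 3.61 at 24 h (standard error 0.24, limma, adjusted p = 3.35e-05 at 24 h), among the 5 largest rises of any mRNA at 2 h. Between 2 and 24 h it fell by 3.27 (limma, adjusted p = 5.92e-06). The *ggpP* mRNA (*slr0746*) rose less, to 0.97 at 0.5 h, 1.49 at 2 h and 1.41 at 24 h (standard error 0.24, limma, adjusted p = 0.00883). It was not called at 0.5 h, but was with quantile normalization (1.12) and without scaling (1.44). Its 24 h call was lost with either of 2 arrays left out (largest adjusted p 0.0721), and the log2FC then stayed between 1.26 and 1.56.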

Corresponding to the high GG accumulation, the GgpS and GgpP proteins and mRNAs showed significantly elevated levels (Table 2), which is supported for GgpS by Northern- and Western-blotting (Fig. 6A, B). The sucrose synthesis enzymes Sps and Spp also exceeded the threshold for significant protein changes (Table 2), whereas the *sps* mRNA was only transiently increased (Additional file 1: Table S1) consistent with the transient accumulation profile of sucrose [41]. 

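The *sps* mRNA (*sll0045*) had log2FC 1.90 at 0.5 h, 1.06 at 2 h and 0.34 at 24 h (standard error 0.23) and was called at 0.5 and 2 h only (limma, adjusted p = 9.50e-05 and 0.00266). Its 4 probes differed in direction, ranging from -0.54 to 3.08 at 0.5 h. The call at 2 h was lost with the normexp background correction (0.88) and with either of 2 arrays left out. Averaging on the linear scale, chosen after seeing the data, gave 0.65 at 0.5 h and 0.11 at 2 h without a call.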

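The *glpD* mRNA (*sll1085*) had log2FC 3.25 at 0.5 h, 5.61 at 2 h and 2.69 at 24 h (standard error 0.20, limma, adjusted p = 6.75e-05 at 24 h). The size of the change differed between its 4 probes, from 0.36 to 3.92 at 24 h and from 1.80 to 7.24 at 2 h. Averaging spots and probes on the linear scale, chosen after seeing the data, gave 0.75 at 24 h without a call.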

The *ggpS* downstream gene *glpD* encoding glycerol 3-phosphate dehydrogenase, which is involved in the synthesis of the GG precursor glycerol 3-phosphate (G3P) from dihydroxyacetone phosphate, is also salt-stimulated. 

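The mRNA of *ssl3076*, measured with 5 probes, had log2FC 0.98 at 0.5 h, 3.35 at 2 h and 2.50 at 24 h (standard error 0.24). It was called at 2 and 24 h (limma, adjusted p = 3.00e-06 and 3.44e-04), and with quantile normalization also at 0.5 h (1.41), as it was without scaling (1.45). Of 10 probe readings on the control arrays 4 were well above background. The 24 h values of the probes ranged from 1.35 to 3.28.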

Overlapping with the *ggpS* promoter region exist the small ORF *ssl3076* that encodes for the *ggpS* repressor GgpR [44], which could not be detected in the proteome. Upstream of *ggpS* on the opposite strand, the genes for the GG hydrolase (GghA) and glycerol kinase (GlpK), the latter is involved in synthesis of the GG precursor G3P from glycerol, are located. They show similar expression pattern as *ggpS*. In contrast to the salt induction of genes for G3P synthesis, the *glgC* gene encoding the enzyme for ADP-glucose synthesis, the second precursor for GG, is not salt-regulated on RNA or protein levels. However, we cannot rule that the protein is biochemical activated under salt conditions to match the possible elevated demand of ADP-glucose synthesis.

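*glpK* (*slr1672*) had log2FC 0.47 at 0.5 h, 3.58 at 2 h and 2.71 at 24 h (standard error 0.28), with calls at 2 and 24 h (limma, adjusted p = 5.31e-06 and 4.67e-04). *gghA* (*slr1670*) rose to 1.53 at 0.5 h and 4.58 at 2 h (standard error 0.23, limma, adjusted p = 4.14e-07). Both were in cluster 2 and peaked at 2 h.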

**Table 2:** Expression of proteins involved in compatible solute metabolism and transport

Gene	Protein function	Proteome	Transcriptome	Cluster*
*sll1566*	Glucosylglycerol-phosphate synthase (GGPS)	2.92	3.85	2
*slr0746*	Glucosylglycerol-phosphate phosphatase (GGPP)	1.19	1.48	2
*sll1085*	Glycerol-3-phosphate dehydrogenase (GlpD)	2.55	0.71	2
*slr1672*	Glycerol kinase (GlpK)	2.14	2.71	2
*slr0747*	ATP-binding subunit of GG transporter (GgtA)	1.83	2.43	2
*slr0529*	Substrate-binding subunit of GG transporter (GgtB)	1.33	1.48	2
*slr0531*	Integral membrane protein of GG transporter (GgtD)	2.02	2.13	2
*slr1670*	Glucosylglycerol degrading enzyme (GghA)	1.89	2.95	2
*sll0045*	Sucrose-phosphate synthase (Sps)	1.22	0.46	2
*slr0953*	Sucrose-phosphate phosphatase (Spp)	1.04	1.26	2

Given are log_2_ fold changes of their levels in cells exposed for 7 d (proteome) or 24 h (transcriptome) to 684 mM NaCl versus control cells

*According to Cluster analysis shown in Fig. 2

Immediately downstream of *ggpP*, the salt-induced GgtA protein is encoded that acts as the ATP-binding subunit of the GG transporter (Ggt). The genes for the other Ggt subunits, GgtB, C and D (two of them were identified among the salt-stimulated proteins) form a separate salt-induced operon. 

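*ggtB* (*slr0529*), *ggtC* (*slr0530*) and *ggtD* (*slr0531*) were called higher at all time points and had their maximum at 2 h. *ggtB* had log2FC 2.68 at 0.5 h, 5.63 at 2 h and 2.60 at 24 h (standard error 0.25, limma, adjusted p = 3.48e-04 at 24 h). *ggtC* had 2.15 at 0.5 h, 4.86 at 2 h and 2.63 at 24 h (standard error 0.21), and *ggtD* 2.09 at 0.5 h, 5.07 at 2 h and 2.45 at 24 h (standard error 0.25). All 3 calls at 24 h were kept with each array left out and under each scaling. With the authors' log2 values averaged on the linear scale, chosen after seeing the data, *ggtB* (1.48) and *ggtC* (1.70) were not called at 24 h.

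**Figure D2:**
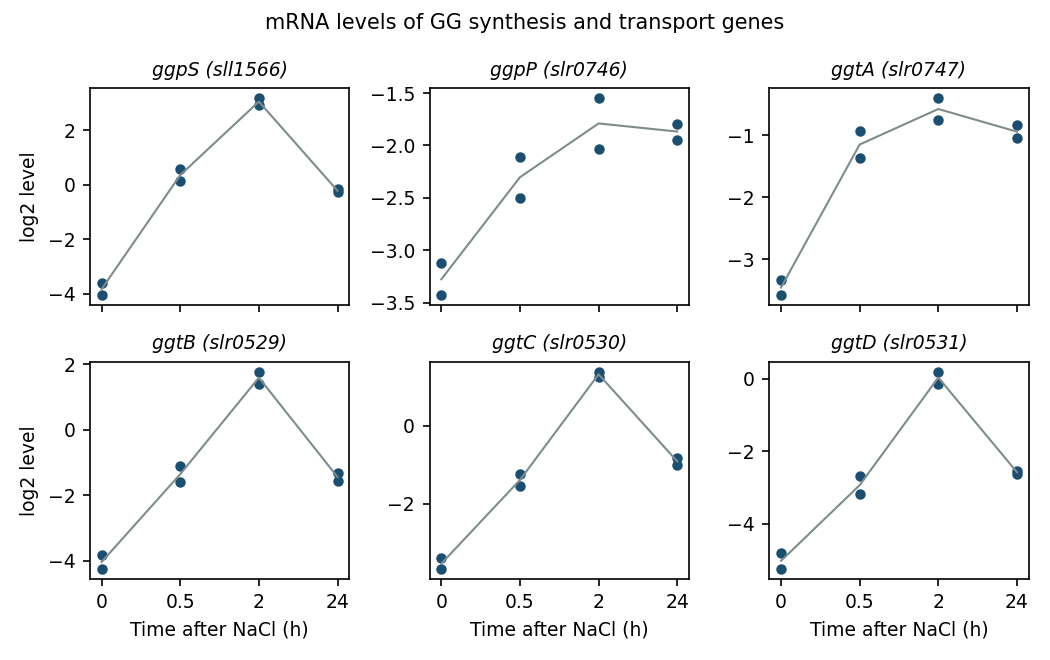
Log2 level (after scaling by the 75th percentile) of the mRNAs of ggpS, ggpP, ggtA, ggtB, ggtC and ggtD at 0, 0.5, 2 and 24 h after addition of NaCl. Points are the 2 arrays of each time point and the line joins their means. In ggpS and ggtBCD the level peaks at 2 h, and at 24 h all 6 lie above the control.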

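The *ggtA* mRNA (*slr0747*) had log2FC 2.30 at 0.5 h, 2.87 at 2 h and 2.51 at 24 h (standard error 0.23, limma, adjusted p = 2.95e-04 at 24 h). The value at 24 h differed from that at 2 h by -0.36, which was larger than the standard error but not significant (limma, adjusted p = 0.208). The authors' log2 values averaged on the linear scale, a setting chosen after seeing the data, gave 0.65, 0.52 and 0.05 and no call. *ggpS*, *ggpP*, *glpD*, *glpK* and *ggtABCD* were all assigned to cluster 2.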

The co-regulation of genes and proteins for GG synthesis and the ABC-type osmolyte transporter Ggt, which all belong to the cluster 2 (Table 2), indicates their functional cooperation in salt-acclimated cells, in which the transporter is mainly responsible for the avoidance of GG (and sucrose) leakage from the cells [63]. However, the GG hydrolase GghA (Slr1670), which degrades GG into glucose and glycerol after hypo-osmotic treatments [40], showed also enhanced expression on mRNA and protein level in salt-acclimated cells. It has been discussed that the GG synthesis and degradation are mainly regulated at enzyme activity level that are differentially affected by cellular ion contents; elevated internal ion content leads to biochemical activation of GG synthesis and inactivation of GG cleavage [41]. Hence, the increased amounts of putatively biochemically inactive GghA protein likely prepares *Synechocystis* 6803 cells for sudden decreases in osmolarity. It should be noted that the GgpP and GlpD proteins involved in GG synthesis were not detected in the soluble but exclusively in the membrane-associated fraction. This localization could indicate that these proteins might be involved in additional processes such as fatty acid (GlpD) or EPS (GgpP) syntheses [40].

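At 24 h the *gghA* mRNA had a log2FC of 3.02 (limma, adjusted p = 7.06e-05), with probe values between 2.35 and 3.57. It was 1.56 lower than at 2 h (limma, adjusted p = 3.10e-04).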

Finally, the salt-induced proteins involved in GG metabolism and transport as well as in G3P synthesis are obviously part of a larger group of salt-induced genes/proteins in *Synechocystis* 6803, which presumably can form a salt-regulon. Using *ggpS* as search string in the CyanoExpress database, which compiles gene expression data sets from *Synechocystis* 6803 [33], revealed more than 30 genes showing similar expression pattern under different environmental stimuli (Additional file 3: Fig. S6). The occurrence of all genes related to GG biochemistry, which are proven to be involved in salt acclimation, make it very probable that several of the co-regulated genes encode proteins also specific for this stress acclimation. This assumption is supported by our finding that many of these proteins also accumulated to higher levels in salt-acclimated cells. In cases where the protein levels were not significantly elevated, the corresponding gene showed only transient stimulation at the earliest time points after salt addition (Additional file 3: Fig. S6).

#### Transporters and channels belonging to the salt-specific stimulon

Clustering and functional enrichment analyses clearly indicated that differential regulation of proteins related to membrane transport is generally an important mechanism for salt acclimation (Additional file 1: Table S9). Among them, the mechanosensitive channel protein of small conductance (MscS) Slr0639 accumulated to the highest level, fold change of 14.3 (RNA approximately twofold) (Additional file 1: Table S6; Fig. 7). 

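The *slr0639* mRNA had log2FC 0.74 at 0.5 h, 1.09 at 2 h and 1.40 at 24 h (standard error 0.30). It was called at 2 h (limma, adjusted p = 0.0095) and 24 h (0.021), but either call was lost with 1 of several arrays left out (largest adjusted p 0.0713 and 0.141). Without scaling it was called at 0.5 h as well (1.21).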

Two other MscS proteins, Slr0765 and Sll1040 were identified at elevated protein and RNA levels as well. 

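For *slr0765* the log2FC was -1.70 at 0.5 h, a decrease, followed by 1.39 at 2 h and 3.07 at 24 h (standard error 0.29, limma, adjusted p = 3.44e-04 at 24 h). *sll1040* had -0.05 at 0.5 h, 1.27 at 2 h and 1.12 at 24 h (standard error 0.22), called at 2 and 24 h. The 24 h call of *sll1040* was lost with the normexp background correction (0.97) and with any of 3 arrays left out (largest adjusted p 0.124).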

Msc proteins are important for proper acclimation to hypo-osmotic treatments to facilitate quick release of compatible solutes and to prevent burst of cells [51]. Hence, similar to elevated GghA, the MscS accumulation likely prepares the cell for upcoming events of lower osmotic pressure as safety valves as has been also shown in many heterotrophic bacteria [74, 95]. In contrast, the abundance of MscL (Slr0875), which is involved in water movements after sudden osmotic shocks on *Synechocystis* 6803 [2, 88], did not change in long-term salt-acclimated cells.

**Fig. 7:**
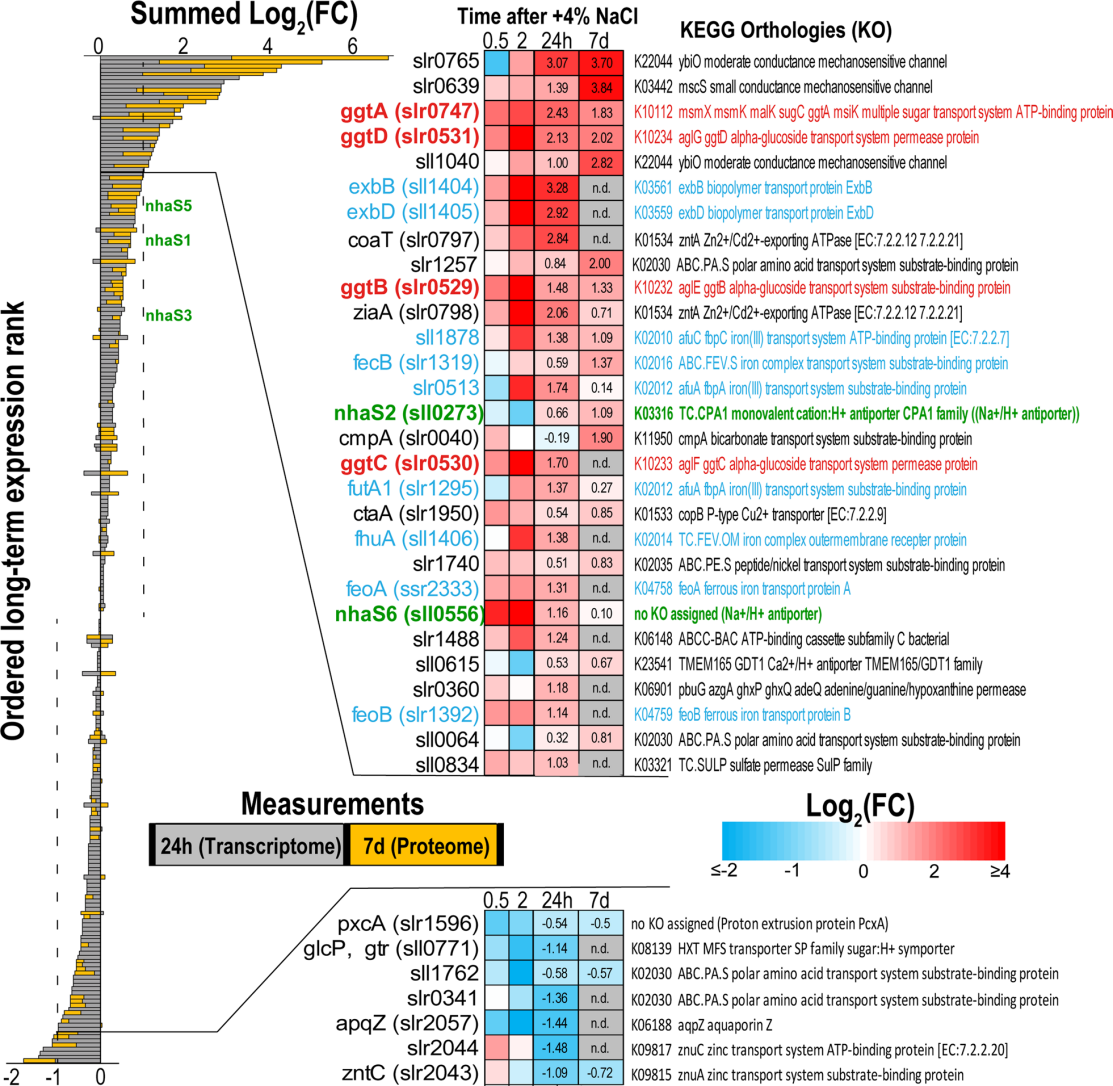
Ordered long-term expression ranks for transport-related genes. Ranks are ordered according to the summed Log_2_(FC) from the 24 h (transcriptome) and 7 d (proteome) measurements of salt-acclimated cells vs. control cells. The heatmaps on the right illustrate the log_2_(FC) at the individual measurements from the microarray experiment (0.5, 2, and 24 h) and proteome measurements (7 d) for the top ranked transport related genes. Highlighted in Red = compatible solute transport (*ggtABCD*); Blue = related to iron transport, Green = *nhaS* genes (Na^+^/H^+^ antiporter). Detailed information is provided in Additional file 1: Table S9

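Of the transport genes drawn here, 16 that are not part of the groups highlighted in colour had values. Of these 4 were higher and 3 lower at 24 h. The largest rise was that of *slr0797* (*coaT*), with log2FC 0.81 at 0.5 h, 3.44 at 2 h and 4.09 at 24 h (standard error 0.33, limma, adjusted p = 1.05e-04 at 24 h). *slr1488* reached 4.48 at 2 h and 2.88 at 24 h, and *slr0798* (*ziaA*) 5.10 and 2.23 (standard errors 0.22 and 0.22). *slr0360* was higher at 24 h only (1.21, limma, adjusted p = 0.0142, up to 0.133 with 1 array left out). The lower genes at 24 h were *slr2057* (*apqZ*, -1.56, limma, adjusted p = 0.00741), *slr2044* (-1.03) and *slr2043* (*zntC*, -1.06). The calls of *slr2044* and *slr2043* were lost with any of 4 arrays left out, and that of *slr2044* also without scaling (-0.97). At 0.5 h *slr2044* had been called higher (1.12), a call lost without replicate 1 of 0.5 h (0.93), and *slr2043* was called higher without scaling (1.02). *slr2057* had been lowest at 2 h, with -3.64. *sll0615* (-1.45), *sll1762* (-2.25), *sll0064* (-1.18) and *pxcA* (*slr1596*, -1.96, after -2.49 at 0.5 h) were lower at 2 h, and *sll0834* (1.38) was higher, without a call at 24 h. The call of *sll0064* was lost without scaling (-0.90) and without replicate 2 of 2 h. *slr1740* (1.01) and *cmpA* (*slr0040*, 1.51) were higher at 0.5 h only, and both calls were lost with the normexp background correction (0.98 and 0.90), that of *slr1740* also without replicate 2 of 0 h or replicate 1 of 0.5 h. *slr1740* was also called at 2 h with median scaling (1.01) and without scaling (1.12), and *cmpA* at 2 h with quantile normalization (1.06). *glcP* (*sll0771*) and *slr0341* were not called, apart from *slr0341* at 0.5 h without scaling (1.21). Their probes ranged from -1.31 to 0.42 and from -1.51 to -0.31 at 24 h.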

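Among the *nhaS* mRNAs *nhaS2* (*sll0273*) was lower at 2 h (-1.29, standard error 0.30, limma, adjusted p = 0.00434) and had 0.51 at 24 h without a call. Its 2 h call was lost without replicate 2 of 2 h (-0.93). *nhaS5* (*slr0415*) was higher at 2 h (1.12, limma, adjusted p = 4.59e-04) and had 0.48 at 24 h. One of its 4 probes was at -0.21 at 2 h, and averaging spots and probes on the linear scale, chosen after seeing the data, gave -0.08, a change of direction. *nhaS3* (*sll0689*) was not called at any time point, with log2FC -0.69 at 0.5 h, -0.99 at 2 h and 0.22 at 24 h (standard error 0.30). Its value at 2 h was just short of the limit and was called with the normexp background correction (-1.01). *nhaS6* (*sll0556*) had 3.39 at 0.5 h, 4.25 at 2 h and 1.23 at 24 h (standard error 0.22), and its 24 h call was lost with any of 3 arrays left out (largest adjusted p 0.0983).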

Na^+^/H^+^ antiporters are considered as main exporters of excess Na^+^ and, therefore, play a crucial role for salt acclimation [29]. The *Synechocystis* 6803 genome codes for six Na^+^/H^+^ antiporters, five of them were identified in the proteome. Among them, the protein abundance of NhaS2 and NhaS5 was significantly enhanced in salt-acclimated cells (Fig. 7), whereas the amount of NhaS3, which is essential for cell viability and was discussed to be mainly responsible for Na^+^ export [14, 104], remained unchanged (Additional file 1: Table S6). However, the fact that the abundance of a protein remains unchanged does not exclude an essential function of this protein for salt acclimation, because it could be regulated on biochemical level according to cellular demands. While crucial roles were assigned to NhaS2 under low Na^+^/K^+^ ratios [62] or growth at different pH values, the *nhaS5* mutant did not show any changes compared to wild type [14, 104]. Unfortunately, none of the previously discussed candidates for chloride exporters (Sll1864, Slr0753, Sll0855) [29] could be identified in our proteome data set. Among them, only the gene *sll1864* was transiently stronger expressed on mRNA level in salt-shocked cells (Additional file 1: Table S1).

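The *sll1864* mRNA was higher at 2 h, with log2FC 2.05 (standard error 0.26, limma, adjusted p = 1.16e-04), and back at -0.02 at 24 h. At 0.5 h it was lower (-1.02), a call that was lost with quantile normalization (-0.94), without scaling (-0.56) and with either of 2 arrays left out. *slr0753* was lower at 0.5 h (-1.29, limma, adjusted p = 4.86e-04) and not called later (-0.08 and -0.47). That decrease was not called without scaling (-0.83), and it changed direction when spots and probes were averaged on the linear scale (0.03), a setting chosen after seeing the data. *sll0855* had 0.79 at 0.5 h, -0.45 at 2 h and 0.42 at 24 h without a call, but without scaling it was called higher at 0.5 h (1.26).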

In addition, several other proteins potentially involved in ion transport were found in higher abundances in salt-acclimated cells (Fig. 7). For example, two of the 7 annotated cation-transporting ATPases [104] were elevated in the proteome (Slr1950 with FC 1.8 and Sll1614 with FC 1.68) and two hours after salt shock in the transcriptome as well. Furthermore, the amount of the protein Slr1257, which comprises a ligand-gated ion channel domain, increased fourfold, whereas the corresponding mRNA was slightly below the threshold of twofold in salt-acclimated cells. 

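The *slr1950* mRNA (*ctaA*) had log2FC 1.88 at 0.5 h, 1.41 at 2 h and 0.72 at 24 h (standard error 0.25) and was called at 0.5 and 2 h (limma, adjusted p = 9.47e-04 at 2 h). The *sll1614* mRNA had 0.62 at 0.5 h, 2.33 at 2 h and 1.22 at 24 h (standard error 0.30), called at 2 h (limma, adjusted p = 1.12e-04) and at 24 h (0.0363). The 24 h call of *sll1614* was lost with the normexp background correction and with any of 3 arrays left out (largest adjusted p 0.2).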

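The *slr1257* mRNA had log2FC -0.05 at 0.5 h, 0.78 at 2 h and 0.93 at 24 h (standard error 0.19, limma, adjusted p = 0.0201 at 24 h). It fell short of a log2FC of 1 at 24 h and was not called, and its 4 probes then ranged from 0.45 to 1.16. At 2 h it was called with quantile normalization (1.12) and without scaling (1.06).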

Many other transport proteins such as Slr0798 (Zinc-transporting ATPase, FC 1.64), Sll0615 (GDT1-like, possible Ca^2+^/H^+^ antiporter, FC 1.59) or those involved in uptake of nutrients such as nitrate, phosphate, or magnesium were also present in higher amounts in salt-acclimated cells (Additional file 1: Tables S6, S9). 

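Of the 10 iron transport genes that the paper draws in its ranking of transport genes, 4 were higher at 0.5 h and 9 at 2 h, with a median log2FC of 2.94 at that time. The *exbB* gene (*sll1404*) had log2FC 2.47 at 0.5 h and 7.18 at 2 h (standard error 0.25, limma, adjusted p = 1.19e-07 at 2 h), and *exbD* (*sll1405*) had 1.76 and 6.39 (standard error 0.26). Of the 8 probe readings per gene on the control arrays, 1 of *exbB* and none of *exbD* was well above background, so that the size of these changes, and their rank, depends on a control level that was hardly measured. The same holds for *slr1490*, with 2 of 8 readings. The 0.5 h call of *exbD* was lost with the normexp background correction (0.69). At 2 h the *fhuA* genes *sll1406* and *slr1490* had 3.87 and 2.87, *slr0513* 3.41, *sll1878* 3.02, *feoA* (*ssr2333*) 1.70, *futA1* (*slr1295*) 1.68 and *feoB* (*slr1392*) 1.58, each called higher. *fecB* (*slr1319*) was not called (0.53).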

Finally, several transporters involved in iron uptake are transiently up-regulated at mRNA level, which indicates that the transient influx of high NaCl amounts in the cells somehow interferes with the general ion homeostasis including iron availability. However, their expression returned to control mRNA as well as protein levels after long-term salt acclimation (Fig. 7).

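At 24 h 9 of the same 10 iron transport genes were still called higher, with a median log2FC of 1.42. These genes were drawn by the paper for their long-term ranks, so that they do not stand for all genes of iron transport. Of the others with *fhuA* or *exbB* symbols, *sll1409* had 0.07 and *slr0677* 0.30 at 24 h, and neither was called at any time point. Against control readings mostly not well above background *exbB* had 4.66 (limma, adjusted p = 1.09e-05) and *exbD* 4.33, and *sll1406* 2.31. *slr0513* (1.70), *sll1878* (1.43), *slr1490* (1.42), *slr1295* (1.36), *ssr2333* (1.21) and *slr1392* (1.14) were called as well, and *slr1319* had 0.77 without a call. The calls of the 6 genes from *slr0513* to *slr1392* were each lost with some array left out (largest adjusted p between 0.0504 and 0.161). That of *slr1490* was also lost with the normexp background correction (0.67). From 2 to 24 h *exbB* fell by 2.52 (limma, adjusted p = 2.69e-05).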

#### Many salt-induced proteins are involved in general stress response

Two proteins of unknown function, Sll1862 and Sll1863 showed 9.9- and 13.3-fold, respectively, higher abundances in salt-acclimated cells (Table 3). Searches using CyanoExpress [33] revealed that these proteins are induced on mRNA level not only after salt stress but also in response to many other stress treatments, hence, they belong to the group of general stress proteins. The Sll1863 protein was previously identified as the top salt-induced gene/protein [15], while in the present study it shares the top four positions with Sll1862 and two MscS proteins, which were not previously quantified. The induction of Sll1862 and Sll1863 also led to high total protein amounts in salt-acclimated cells, both of them belong to the 60 most abundant proteins. However, their inactivation by interposon mutagenesis did not result in a salt-sensitive phenotype (unpublished results of Hagemann group).

**Table 3:** Salt-regulated proteins that are involved in general stress tolerance

Gene	Protein function	Proteome	Transcriptome		
		7 d	24 h	2 h	0.5 h
*sll1863*	Unknown protein	3.73	5.18	7.47	7.49
*sll1862*	Unknown function	3.30	4.00	5.28	5.30
*sll1037*	Putative component of TRAP transporter	3.01	0.63	0.17	0.38
*slr0750*	Light-independent protochlorophyllide reductase subunit N	3.00	1.29	− 1.88	− 0.86
*slr0786*	Methionine aminopeptidase B	2.83	4.77	5.32	0.95
*slr0967*	Hypothetical protein, involved in stress responses	2.43	3.00	3.28	0.27
*Sll0528*	Putative zinc metalloprotease	2.43	4.19	6.22	1.61
*sll7064*	CRISPR-Cas system 2	2.18	0.57	− 2.56	− 1.00
*sll0248*	Flavodoxin (IsiB)	2.15	1.15	4.27	0.89
*sll1988*	33 kDa chaperonin (HSP33)	2.06	0.42	0.21	0.35
*sll0947*	Light-repressed protein A, LrpA	1.83	− 1.69	− 2.54	0.84
*slr2019*	Putative ATP binding subunit of ABC transporter	1.79	2.13	− 0.33	− 0.11
*slr1894*	General stress protein MrgA/Dps	0.94	1.06	2.09	1.16
*sll1514*	16.6 kDa small heat shock protein, molecular chaperon	− 1.68	0.91	5.85	4.25

Given are log_2_ fold changes of their protein and corresponding mRNA levels in cells exposed for different times to 684 mM NaCl versus control cells

Several heat-shock proteins that are involved in protein folding and repair have been previously identified among the salt-induced, general stress proteins [15]. 

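The *hsp33* mRNA (*sll1988*) had log2FC 0.45 at 0.5 h, 0.18 at 2 h and 0.38 at 24 h (standard error 0.25) and was not called (limma, adjusted p = 0.418 at 24 h). Of 8 further genes annotated as *dnaK*, *dnaJ* or *groEL*, 3 were higher at 0.5 h, 3 at 2 h and none at 24 h. *dnaK2* (*sll0170*) had 2.67 at 0.5 h, 3.66 at 2 h and -0.08 at 24 h and *slr0093* 3.71 at 0.5 h, 3.76 at 2 h and 0.71 at 24 h (standard errors 0.19 and 0.24). *groEL-2* (*sll0416*) was higher at 2 h only (2.79, limma, adjusted p = 1.98e-05), and *sll1933* at 0.5 h only (1.42). *dnaK1* (*sll0058*), *sll1932*, *sll0897* and *sll1666* were not called, with log2FC between -0.31 and 0.20 at 24 h. Without scaling *sll0058* and *sll1932* were called higher at 0.5 h (1.02 and 1.30).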

In the present study, only the 33 kDa chaperone (Sll1988) was more than twofold accumulated while its mRNA showed only a slight increase, whereas the amounts of DnaK, GroEL, or DnaJ proteins were not significantly changed. Moreover, the small, 16.6 kDa heat shock protein (Sll1514) was decreased despite its RNA accumulated after the salt addition (Table 3), whereas it was found before in significant enhanced amounts in salt-acclimated cells [15]. These differences most probably result from different cultivation conditions and sampling times in the different studies. 

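The *hspA* mRNA (*sll1514*) rose to a log2FC of 4.07 at 0.5 h and 5.94 at 2 h (standard error 0.34, limma, adjusted p = 9.89e-07). At 24 h it was 0.88 and not called (limma, adjusted p = 0.159), having changed by -5.05 since 2 h (limma, adjusted p = 3.96e-06). The 24 h value depended on 1 array and was 1.50 with a call when replicate 1 of the control was left out.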

Many other salt-stimulated proteins have no functional annotations, however, the proteins Slr0967, Slr2019, Sll0528, and Sll0947 were all also implicated in multiple stress responses of *Synechocystis* 6803 [16, 52, 61, 100].

Moreover, an overlap between salt stress and iron-starvation response has been often observed, because in previous studies many genes/proteins serving as markers for iron-starvation have been observed in elevated amounts in salt-stressed cells as well [15, 60]. In the present study, many proteins related to iron transport are found at higher mRNA levels in the early time points (Fig. 7, Additional file 1: Table S1). However, in long-term acclimated cells only two iron-regulated proteins are significantly elevated (Table 3). The general stress protein Slr1894, which is annotated as MrgA or Dps like protein, was found in higher abundances in salt-acclimated cells. It has been shown to be involved in oxidative stress response [53] or in the mobilization of iron-storage after transfer from iron-replete into iron-deplete conditions [89]. Furthermore, flavodoxin (*isiB*) is clearly accumulated, which plays an important role in the salt-stimulated photosynthetic cyclic electron transport [27].

#### Salt effects on proteins involved in the basic cell physiology

Previous transcriptome analysis revealed that genes encoding subunits of protein complexes are co-regulated in salt-stressed cells [60]. The evaluation of the proteome data showed that the abundances of most proteins belonging to the photosystem (PS) I and II, phycobilisomes, ribosomes, or enzymes of the tricarboxylic acid (TCA) cycle were slightly lower after long-term salt acclimation (Fig. 8). Only a few exceptions were found. The Psb28 protein of PSII was elevated (FC 1.8). This subunit is involved in PSII assembly and repair [66], thus its higher amount could indicate that the PSII is less stable in salt-acclimated cells. 

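The *sll1471* mRNA had log2FC -3.25 at 0.5 h and -5.72 at 2 h, the largest decrease of any mRNA at 2 h (standard error 0.27, limma, adjusted p = 3.20e-07). At 24 h it was -1.05 (limma, adjusted p = 0.0438), a call that was lost with quantile normalization (-0.99), without scaling (-0.99) and with any of 4 arrays left out (largest adjusted p 0.301). A further feature for *cpcG2*, measured with 1 probe, had -2.18 at 0.5 h, -3.76 at 2 h and -1.29 at 24 h (standard error 0.19).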

As another example, the transcript levels of *sll1471* encoding the CpcG2 phycobilisome rod-core linker polypeptide was strongly reduced in the microarray dataset upon short term salt stress and exhibited a lowered protein level (log_2_ FC of -0.42) as well. CpcG2 is the rod core linker of the smaller CpcL-phycobilisome type [47, 55, 56], which has been implicated in the formation of a PSI/NDH supercomplex in *Synechocystis* 6803 [19]. Furthermore, alpha phycocyanobilin lyase (CpcF, *sll1051*), a protein involved in phycobiliprotein assembly into phycobilisomes, increased 1.7-fold. Another phycocyanobilin lyase (CpcE, *slr1878*) was also increased. Finally, many ribosomal proteins showed a tendency to slightly lowered amounts (Fig. 8), which correlates with the slower growth of salt-acclimated cells [25]. The results show that cells acclimated to 684 mM NaCl for 7 days have reached a new steady state, in which many basic physiological processes differ from the control cultures. 

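At 24 h none of the 9 *psb*, 13 *ndh* and 35 ribosomal protein genes was called, and their median log2FC was 0.00, 0.10 and -0.05. The 8 phycobilisome genes had a median of -0.26, with 1 lower, and the 7 ATP synthase genes a median of -0.37 without a call. For 17 genes with *rbc*, *ccm*, *cmp*, *prk* or *cbb* symbols the median was -0.23, with 1 higher. Under the 3 other ways of scaling the ATP synthase median lay between -0.31 and -0.41 and the phycobilisome median between -0.20 and -0.30. The *psb28* gene *sll1398* had log2FC -2.31 at 0.5 h, -2.09 at 2 h and 0.36 at 24 h (standard error 0.20), and the other *psb28* gene, *slr1739*, 0.58 at 0.5 h, 1.19 at 2 h and 0.56 at 24 h (standard error 0.27), with its 2 h call lost without replicate 2 of 0 h (0.87). *cpcF* (*sll1051*) was higher at 2 h only (2.06, limma, adjusted p = 1.24e-04), with the lowest of its 4 probes at -0.07, and had 0.22 at 24 h. Averaging on the linear scale, chosen after seeing the data, gave 0.04 at 2 h for *cpcF*. *cpcE* (*slr1878*) was not called at any time point (0.41 at 24 h). *cpcC2* (*sll1579*) and *cpcD* (*ssl3093*) were lower at 2 h (-2.31 and -2.72) and had -0.44 and -0.45 at 24 h without a call.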

Regarding basic cellular processes our current transcriptome data of salt-shocked cells after 24 h showed a high agreement with the proteome data.

**Fig. 8:**
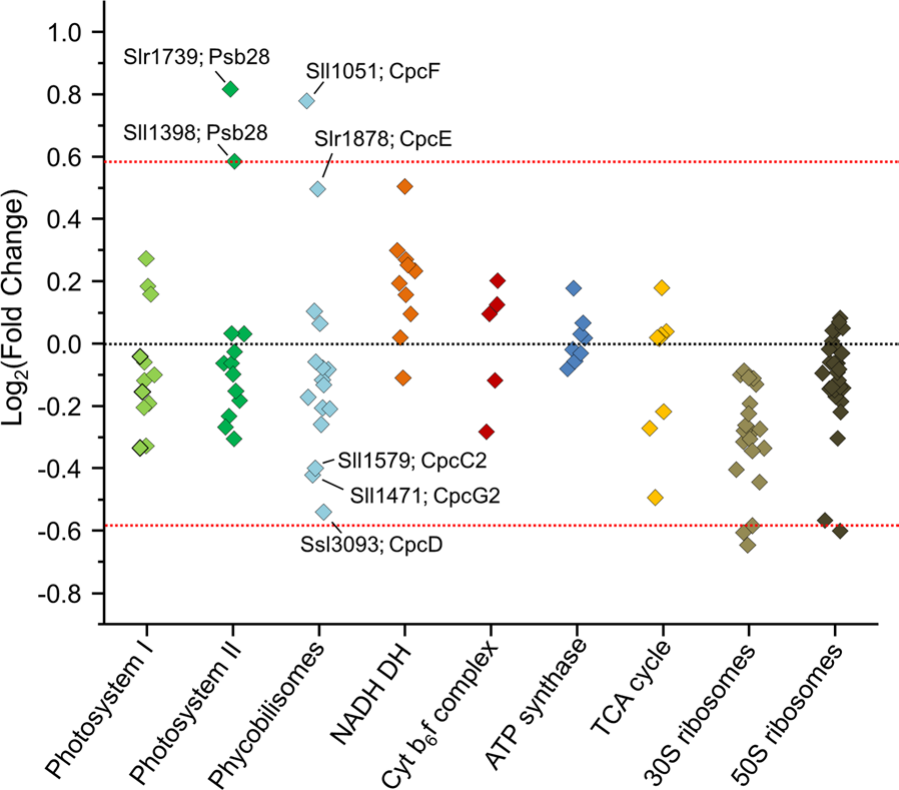
Influence of the salinity on basic cellular processes. Log_2_ fold change valu*e*s (salt-acclimated/control) from the identified protein components of the indicated processes are plotted vertically aligned

The potential impact of high salinity on the cell surface of *Synechocystis* 6803 cells is indicated by the observation that 8 salt-induced proteins were found among the 19 identified proteins of the functional category „Murein sacculus and peptidoglycan “. These proteins include MurF (Slr1351), DacB (Slr0804), MurA (Slr0017), MurG (slr1656) and MltA (Sll0016), which all are enzymes probably involved in cell wall or cell envelope biogenesis (Additional file 1: Table S6). Their coordinated up-regulation indicates that salt stress induces a reorganization of cell wall structures, which possibly decrease its permeability for inorganic ions. Changed abundances of several further proteins involved in the reorganization of the cell surface support this assumption. The lowered abundance of Wzc (Sll0923) is consistent with the lowered amount of EPS of salt-acclimated cells [40]. Some of the most giant proteins encoded in the *Synechocystis* 6803 genome that are believed to have functions in the cell envelope, such as the 192 kDa protein Sll0723 (FC 3.9) and the 214 kDa protein Sll1265 (FC 1.6) accumulated in salt-acclimated cells. However, in contrast to the proteins participating in salt-regulated compatible solute synthesis or ion transport, a lower correlation between mRNA and protein abundances was found for the proteins involved cell envelope related processes.

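At the mRNA level none of *murF* (*slr1351*), *dacB* (*slr0804*), *murA* (*slr0017*), *murG* (*slr1656*) and *mltA* (*sll0016*) was called at any time point. Their log2FC at 24 h was 0.83, 0.54, -0.02, 0.48 and -0.28, respectively, with standard errors between 0.20 and 0.30. *sll0723* was called higher at all time points, with 2.99 at 0.5 h, 3.92 at 2 h and 3.17 at 24 h (standard error 0.20, limma, adjusted p = 1.92e-05 at 24 h). *sll1265* was higher at 0.5 h (1.31, limma, adjusted p = 0.00104) and had 0.05 at 24 h (standard error 0.23).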

#### Differential expression of regulator proteins

Regulatory proteins are highly important for stress acclimation, but were underrepresented in the proteome data. 

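The *rre18* mRNA (*sll1624*) had log2FC 0.41 at 0.5 h, 0.57 at 2 h and 0.15 at 24 h (standard error 0.21) and the *hik23* mRNA (*slr1324*) -0.14 at 0.5 h, -0.53 at 2 h and 0.24 at 24 h (standard error 0.28), neither with a call (limma, smallest adjusted p = 0.0396). No feature carries the name *slr6110*.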

Only three out of 86 identified regulatory proteins showed significantly elevated protein but not increased mRNA levels in our study. All three represent different members of two-component regulatory systems (Sll1624—Rre18, Slr1324—Hik 23, Slr6110—Rre on plasmid pSYSX). However, none of them is functionally characterized and none of the previously identified salt-stress-associated two-component regulators [58, 91] showed higher protein amounts here. Further 15 proteins among the 86 identified regulatory proteins were found with lower abundances in salt-acclimated cells, mostly in concordance to their mRNAs.

The list of genes co-regulated with *ggpS* and other genes/proteins for the GG biochemistry included one transcription factor, PrqR (Slr0895; Additional file 3: Fig. S6). Hence, it is tempting to speculate that PrqR might be involved in the salt-stimulated expression of *ggpS* and other genes in this putative regulon. PrqR was reported as repressor for genes involved in glucose metabolism and oxidative stress acclimation [39]. 

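The *lexA* mRNA (*sll1626*) had log2FC -1.01 at 0.5 h, 0.10 at 2 h and -0.05 at 24 h (standard error 0.26) and was called lower at 0.5 h only (limma, adjusted p = 0.00891). The call did not hold with quantile normalization (-0.80), with median scaling (-0.99), without scaling (-0.54) or with either of 2 arrays left out.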

The LexA protein, which is not changed on protein level but became significantly decreased on RNA level (Additional file 3: Fig. S7), has been shown to act as negative regulator of GgpS and GgpP expression [97]. However, the fact that the abundance of a protein remains unchanged does not exclude an important function of this protein for salt acclimation, because especially regulatory proteins are often activated/inactivated upon association with other proteins or metabolic signals. Moreover, the expression of genes for other annotated transcription factor changed. For example, the gene *sll0998* encoding the transcription factor RbcR, which regulates the expression of the key CO_2_-fixing enzyme ribulose 1,5 bisphosphate carboxylase/oxygenase (RubisCO), showed lower abundances on protein and RNA levels in salt-acclimated cells. 

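The *rbcR* mRNA (*sll0998*) had log2FC -0.51 at 0.5 h, -1.56 at 2 h and -1.09 at 24 h (standard error 0.26) and was called lower at 2 h (limma, adjusted p = 6.01e-04) and 24 h (0.0347). The 24 h call was lost with any of 4 arrays left out (largest adjusted p 0.237). *rbcL* (*slr0009*), measured with 1 probe, had -0.97 at 0.5 h, -1.15 at 2 h and -0.23 at 24 h (standard error 0.24), and its call at 2 h was lost with median scaling (-0.99), without scaling (-0.87) and without replicate 1 of 2 h. *rbcS* (*slr0012*) was lower at 0.5 h (-1.75) and 2 h (-2.14) and had -0.54 at 24 h (standard error 0.28).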

Albeit not passing our significance criteria, both the large and small subunit of RubisCO were reduced by 20–30% that could indeed result in lower CO_2_-fixing activity given the high amount of RubisCO protein per cell.

Finally, sigma factor cascades have been implicated in the stress acclimation of bacteria. 

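The *slr1859* mRNA had log2FC -1.85 at 0.5 h, -3.91 at 2 h and -1.12 at 24 h (standard error 0.22) and was called lower at all time points (limma, adjusted p = 8.56e-07 at 2 h and 0.0159 at 24 h). Its 24 h call was lost with any of 4 arrays left out (largest adjusted p 0.137). The *sigF* mRNA (*slr1564*) had 0.50 at 0.5 h, -0.29 at 2 h and -0.04 at 24 h (standard error 0.26) without a call.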

Among the down-regulated genes as well as proteins is the anti-sigma F factor antagonist Slr1859 (Additional file 3: Fig. S7), whose homolog in *Bacillus subtilis* is involved in posttranslational regulation of Sigma factor F [8]. Interestingly, the Sigma F (Slr1564), which itself showed an unchanged protein abundance, is one of the candidate factors involved in mediating the salt-dependent expression of *ggpS* [58]. Other sigma factors, particularly the genes encoding SigB and SigC were transiently induced after salt addition, while the amount of SigC slightly decreased in the proteome (SigB not identified) (Additional file 3: Fig. S7). Mutations of these group 2 sigma factors have been shown to reduce the stress tolerance including salt resistance of *Synechocystis* 6803 [99]. Hence, the salt-dependent activity of different sigma factors might significantly contribute to the observed salt-induced expression changes on transcript and protein levels.

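*sigB* (*sll0306*) had log2FC 3.15 at 0.5 h, 4.50 at 2 h and -0.08 at 24 h (standard error 0.26, limma, adjusted p = 9.89e-07 at 2 h). *sigC* (*sll0184*) was not called at any time point, with 0.49 at 0.5 h, -0.04 at 2 h and -0.11 at 24 h (standard error 0.22, limma, adjusted p = 0.0752 at 0.5 h), and its probes ranged from -1.16 to 0.59 at 2 h. *sigD* (*sll2012*) was higher at 0.5 h (1.82) and 2 h (2.88) and had 0.22 at 24 h. *sigE* (*sll1689*) was higher at 2 h (1.95) and 24 h (1.05), but the latter call was lost with the normexp background correction (0.95) and with any of 3 arrays left out. *sigA* (*slr0653*) was lower at 0.5 h (-2.83) and 2 h (-3.10). *sigG* (*slr1545*) was lower at 2 h (-2.01). *sigH* (*sll0856*) was lower at 2 h (-1.30, lost without replicate 2 of 2 h) and higher at 24 h (1.11, limma, adjusted p = 0.0486, lost with any of 4 arrays left out, when it was up to 0.311). *sigI* (*sll0687*) was called in no planned setting but without scaling, at 0.5 h (1.04). The transcription factor gene *pirR* (*slr1871*) rose to 5.69 at 2 h and had 0.22 at 24 h.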

#### Salt stress differentially affects chromosome regions

Most salt-regulated proteins are encoded by single genes or in small operons that are spread on the *Synechocystis* 6803 chromosome. However, some salt-regulated genes are clustered on specific chromosomal regions. The most remarkable examples are clusters including the genes *ggpS* and *ggpP*, which were found in regions on the chromosome comprising several genes/proteins with salt-stimulated expression. The *ggpS* cluster comprises 9 salt-regulated genes, which are at least transiently stronger expressed in salt-grown cells than in control cells (Additional file 3: Fig. S8). Upstream of the *ggpS/glpD* operon, on the opposite strand, a salt-regulated gene cluster of at least 7 genes (*slr1670-1677*) is found. This gene organization is widely conserved in the genomes of many GG-accumulating cyanobacteria [40]. 

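Of the genes *slr1670* to *slr1677*, *slr1671* had no feature of its name, and all 7 others were called higher at 2 h, with log2FC between 1.87 and 4.90. Each of them was in cluster 2. *slr1673* had 1.15 at 0.5 h, 3.25 at 2 h and 1.62 at 24 h (standard error 0.26) and was called at every time point (limma, adjusted p = 0.00677 at 24 h). Its call at 0.5 h was lost with either of 2 arrays left out. *slr1675* rose to 4.90 at 2 h (standard error 0.26) and had 0.88 at 24 h without a call, although it was called when the median over its probes was used (1.02). *slr1674* (3.83), *slr1676* (1.87) and *slr1677* (2.33) were called at 2 h only, apart from *slr1674*, which was also called at 0.5 h without scaling (1.21). At 24 h 3 of the 7 were still higher, *slr1670*, *slr1672* and *slr1673*.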

A second salt-stimulated gene cluster can be found downstream of *ggpP* and *ggtA*, which comprises 5 different genes (Additional file 3: Fig. S9). In addition to *glpK* four other genes (three encode subunits of protochlorophyllide synthase, e.g. ChlN, *slr0750*; see Table 3) are at least transiently salt-regulated but have not yet shown to code for proteins directly involved in salt acclimation.

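Of the 5 genes *slr0748* to *slr0752*, *slr0751* rose to a log2FC of 2.26 at 2 h (standard error 0.25, limma, adjusted p = 4.04e-05) and was still called at 24 h (1.12, adjusted p up to 0.187 with 1 array left out). *chlN* (*slr0750*) was lower at 0.5 h (-1.79) and 2 h (-3.45) and higher at 24 h (1.55, standard error 0.22, limma, adjusted p = 0.00326). *slr0749* had the same course, with -1.77 at 0.5 h, -4.19 at 2 h and 1.26 at 24 h (standard error 0.24), and its 24 h call was lost with any of 3 arrays left out. The change from 2 to 24 h was 5.00 for *slr0750* and 5.45 for *slr0749* (limma, adjusted p = 6.50e-07 for both). *slr0752* was lower at 2 h (-1.13), a call lost with median scaling and without scaling, and *slr0748* was not called at any time point (0.48 at 2 h).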

Another salt-stimulated gene cluster was found on the plasmid pSYSA. The genes *sll7063-sll7067* (for one example see Table 3) are *cas* genes that encode structural proteins of one of the three CRISPR-Cas systems in *Synechocystis* 6803, called CRISPR2 [86]. The five proteins were significantly up-regulated whereas the transcripts were transiently down-regulated and then slightly up-regulated after 24 h of salt acclimation. In contrast, the CRISPR3 system (*sll7085-sll7090*) on the same plasmid was consistently down-regulated at RNA and protein level. 

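At 0.5 h 4 of the 5 *cas* genes of CRISPR2 were lower and at 2 h all 5 were, with a median log2FC of -1.37 and -2.69. Without scaling the 0.5 h calls of *sll7064* (-0.90) and *sll7066* (-0.84) were lost. At 2 h the values were -2.75 for *sll7063*, -3.73 for *sll7064*, -2.69 for *sll7065*, -2.19 for *sll7066* and -1.56 for *sll7067* (standard errors between 0.21 and 0.33). At 24 h all 5 lay above the control, between 0.50 and 1.10. Only *sll7067* was called (limma, adjusted p = 0.0203), and this call was lost with any of 3 arrays left out. The rise from 2 to 24 h exceeded the spread between replicates in each of the 5, from 2.66 to 4.31 (limma, largest adjusted p 3.67e-05).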

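No values were found under the name *sll7088*. The 5 other CRISPR3 genes were lower at 2 h, with log2FC -3.98 for *sll7085*, -4.43 for *sll7086*, -3.46 for *sll7087*, -1.99 for *sll7089* and -2.30 for *sll7090* (standard errors between 0.24 and 0.28). Of the probe readings at 2 h 2 of 6 were well above background for *sll7086* and 3 of 6 for *sll7090*, so that the size of these decreases is uncertain. At 0.5 h 4 of them were lower, with a median of -2.30. The median at 24 h was -0.68, all 5 were below the control and none was called (limma, smallest adjusted p 0.0636, for *sll7087*).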

Recently, it has been shown that these proteins form a stable protein complex together with their cognate crRNAs [82].

There are also some examples of coordinately down-regulated genes/proteins in salt-acclimated cells. One example is the large region (chromosome positions 1181250–1200000) comprising 22 genes, which are forming three operons (Additional file 3: Fig. S10). The first operon *slr1406-1410* encodes proteins of unknown function. 

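Values were available for *slr1406*, *slr1407*, *slr1409* and *slr1410*, whereas no feature carries the name *slr1408*. All 4 were called lower at 0.5 and 2 h. At 2 h the log2FC was -3.18, -3.78, -3.07 and -3.17 in this order (standard errors 0.22, 0.28, 0.22 and 0.23). At 24 h it lay between -0.54 and -0.46 without a call (limma, smallest adjusted p 0.19). Without scaling the 0.5 h call of *slr1410* was lost (-0.86).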

The second salt-repressed operon is situated on the opposite strand (*sll1307-1304* and *sll1784-1785*) and also mostly encodes not functionally annotated proteins; however, the protein Sll1305 resembles ketose 3-epimerases while Sll1307 and Sll1784 are predicted outer membrane-bound periplasmic proteins. Hence it can be speculated that these proteins are somehow involved in cell wall synthesis/reorganization. 

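At 2 h all 6 genes of this operon were lower, with log2FC -2.98 for *sll1307*, -4.02 for *sll1306*, -4.51 for *sll1305*, -4.35 for *sll1304*, -4.14 for *sll1784* and -4.39 for *sll1785* (limma, largest adjusted p 1.50e-05, for *sll1307*). At 0.5 h 5 of them were lower, and *sll1307* was not (-0.24). The 6 genes had a median of -0.87 at 24 h, all below the control, and none was called. With quantile normalization *sll1305* was called at 24 h (-1.04). The decrease of *sll1305* at 0.5 h changed direction with the authors' log2 values averaged on the linear scale (0.01), chosen after seeing the data. Without scaling the 0.5 h calls of *sll1305* (-0.93) and *sll1306* (-0.83) were lost.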

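The gene *slr1858* had no feature of its name, and of the 10 other genes from *slr1852* to *slr1862* 7 were lower at 0.5 h, all 10 at 2 h and 7 at 24 h. At 2 h the log2FC was -4.99 for *slr1852*, -4.88 for *slr1853*, -5.07 for *slr1854* and -4.86 for *slr1855* (limma, largest adjusted p 6.62e-07), which places these 4 among the 5 largest decreases of any mRNA. At 24 h *slr1853* had -1.50 (limma, adjusted p = 0.00422) and *slr1855* -1.61, and both calls were kept with each array left out. *slr1852* (-1.23), *slr1854* (-1.49), *slr1856* (-1.19) and *slr1857* (-1.12) were also called, but these calls were lost with some array left out (largest adjusted p between 0.0876 and 0.167). *slr1861* (-0.72) and *slr1862* (-0.07) were not called at 24 h, nor was *slr1860*, just short of the limit and called with quantile normalization (-1.10) and with median scaling (-1.05). The decreases of *slr1862* at 0.5 h (-1.52) and 2 h (-1.86) differed between probes, from -2.59 to -0.15 at 2 h, and were not called when no background was subtracted and the arrays were quantile-normalized (-0.59 and -0.91). Without scaling the 0.5 h calls of *slr1855* (-0.69) and *slr1862* (-1.05) were lost. The 0.5 h value of *slr1862* changed direction when spots and probes were averaged on the linear scale (0.06), a setting chosen after seeing the data.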

The third salt-repressed operon in this region comprises the genes *slr1852-1862*. This cluster contains several annotated genes (Slr1855 N-acetylglucosamine 2-epimerase, Slr1856—anti-sigma factor antagonist, GlgX1—glycogen branching enzyme 1, IcfG—carbon metabolism regulator), which play important roles in the primary carbon metabolism and, particularly, its regulation [3, 90]. Another example of coordinated down-regulated genes/proteins represents the large operon *slr0144-0152*, which has been noted before as one of the highly coordinated expressed regions on the chromosome of *Synechocystis* 6803 (e.g., [96]) that is controlled by the redox-responsive transcription factor RpaB [81].

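Of the 9 genes *slr0144* to *slr0152* 8 were lower at 2 h, with a median log2FC over the 9 of -2.64. They ranged from -3.25 for *slr0146* (limma, adjusted p = 1.87e-06) to -1.81 for *slr0145* (limma, adjusted p = 8.45e-04), and *slr0152* was not called (0.25). At 0.5 h only *slr0144* was lower (-1.03), a call that was lost with quantile normalization (-0.95), without scaling (-0.56) and without replicate 2 of 0.5 h. At 24 h none of the 9 was called, and their log2FC lay between -0.28 and 0.14.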

### Metabolome analysis of salt-acclimated cells

The presence of high NaCl amounts in the medium induces a massive GG accumulation (Fig. 6C), which likely triggers a strong redistribution of organic carbon in *Synechocystis* 6803. The large impact of GG synthesis on overall carbon metabolism is also consistent with the observation that many proteins (and their genes) involved in glycogen metabolism as well as glycolysis showed significant changes in their abundances (Table 4). For example, the neopullulanase, glycogen phosphorylase GlgP2 (Slr1367) and one debranching enzyme GlgX1 (Slr0237, the other one Sll1857 is decreased) showed higher abundances on protein as well as RNA levels in salt-acclimated cells. 

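At 24 h the neopullulanase mRNA (*sll0842*) had log2FC 0.89 (standard error 0.27, limma, adjusted p = 0.0798) and *glgP2* (*slr1367*) 0.84 (standard error 0.20, limma, adjusted p = 0.0339), neither reaching a log2FC of 1. *glgX1* (*slr0237*) was higher at all time points, with 2.87 at 0.5 h, 1.58 at 2 h and 1.14 at 24 h (standard error 0.26, limma, adjusted p = 0.0275 at 24 h). With 1 array left out its 24 h call was lost in 3 cases (largest adjusted p 0.187). The *glgX2* mRNA (*slr1857*) had 0.44 at 0.5 h and -2.59 at 2 h before its value at 24 h. Of the other genes of Table 4, *pgk* (*slr0394*) was lower at 2 h (-1.78, limma, adjusted p = 0.00149) and had 0.54 at 24 h. The phosphorylase gene *sll1356* was lower at 0.5 h (-1.26) and 2 h (-3.22) and had 0.57 at 24 h. *pk2* (*sll1275*) was lower at 2 h (-1.55), while *pk1* (*sll0587*) and *ppsA* (*slr0301*) were not called. Without scaling *pk1* was called higher at 0.5 h (1.01), and the 0.5 h call of *sll1356* was lost.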

The different response of the two GlgX proteins towards salt stress has been previously shown with Western-blotting [35]. Hence, the demand of organic carbon for the synthesis of GG precursors is at least partly supported by an enhanced glycogen breakdown and reduced glycogen build up, because glycogen and GG synthesis are competing for the same precursor, ADP glucose. The relatively low carbon/nitrogen state in salt-acclimated cells is also reflected by the lowered amount of 2-oxoglutarate (2OG, Fig. 9), which is the key metabolic signal reporting changes of the cellular carbon/nitrogen ratio in cyanobacteria [31].

**Table 4:** Salt effects on proteins involved in central carbon metabolism

Gene	Protein function	Proteome	Transcriptome
*slr0394*	Phosphoglycerate kinase	0.76	0.58
*slr0884*	Glyceraldehyde-3-phosphate dehydrogenase 1, Gap1	0.75	1.35
*sll0842*	Neopullulanase, NplT	1.28	0.83
*slr0237*	Glycogen debranching enzyme 1, GlgX1	1.16	1.13
*slr1857*	Glycogen debranching enzyme 2, GlgX2	− 1.12	− 1.12
*slr1367*	Alpha-1,4 glucan phosphorylase	0.61	0.81
*sll1356*	Glycogen phosphorylase 2, GlgP2	0.08	0.53
*sll0587*	Pyruvate kinase 1 (PK 1)	0.76	0.60
*sll1275*	Pyruvate kinase 2 (PK 2)	− 0.45	− 0.78
*slr0301*	Phosphoenolpyruvate synthase	− 1.19	− 0.97

Given are log_2_ fold changes of their levels in cells exposed for 7 d (proteome) or 24 h (transcriptome) to 684 mM NaCl versus control cells

**Fig. 9:**
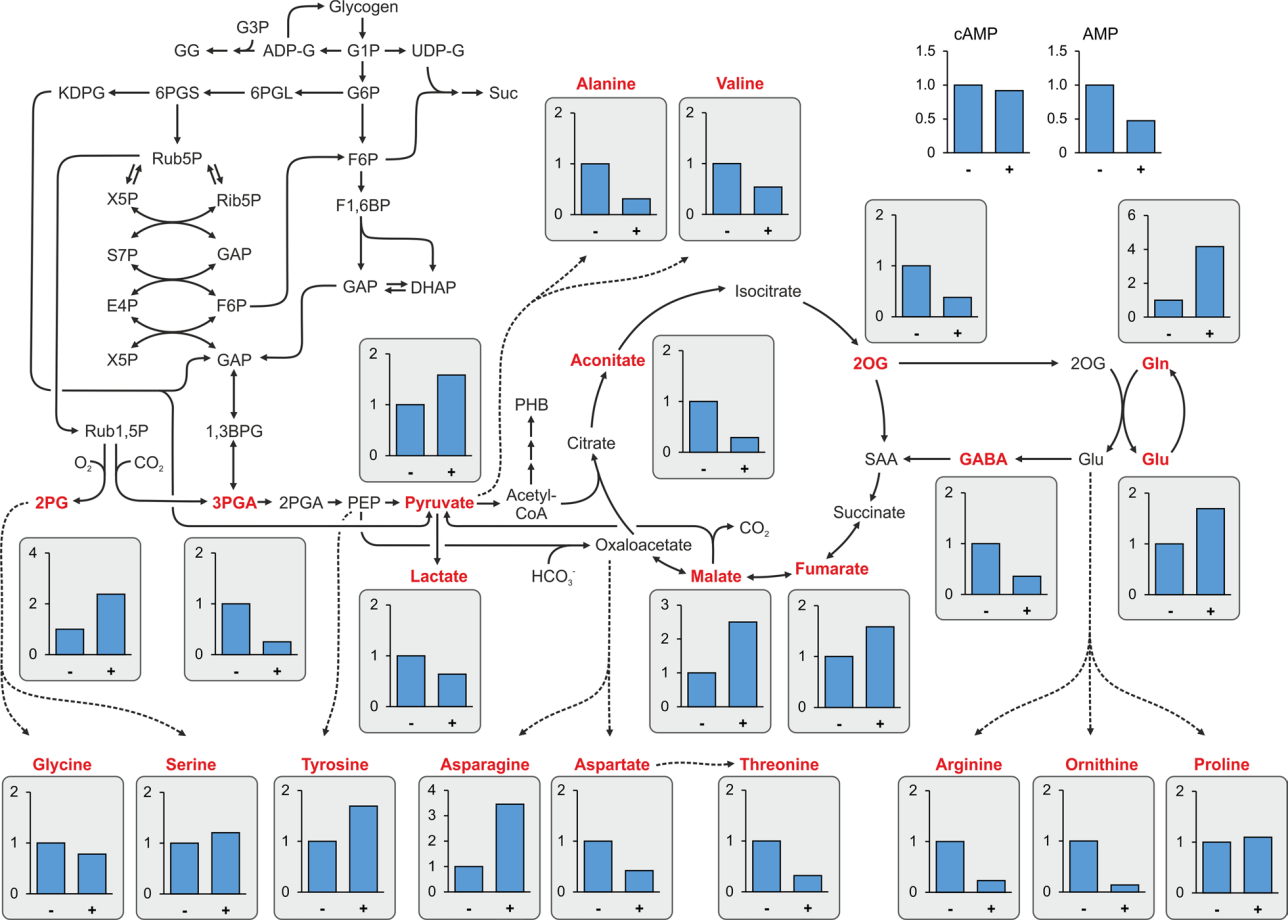
Alterations in the central carbon and nitrogen metabolism. Low molecular mass compounds were isolated from cells of *Synechocystis* 6803 grown in NaCl-free BG11 medium or medium supplemented with 4% NaCl for 7 days. LC–MS/MS was used to estimate the relative levels (Y axis show fold changes, amount in cells from 0% NaCl cultivation (-) set to 1 and relative level at 4% NaCl ( +) is shown) of central metabolites as part of primary carbon and nitrogen metabolism. Shown are mean values from three biological replicates (details in Additional file 1: Table S10). Dotted arrows indicate that several enzymes are necessary to convert one metabolite into the other. The alteration in the compatible solute GG is shown in Fig. 6

To obtain a snapshot on metabolites of the central carbon and nitrogen metabolism, LC–MS/MS was used (Additional file 1: Table S10). The relative levels of the RubisCO carboxylation and oxygenation products 3PGA and 2PG, respectively, showed opposite behavior (Fig. 9). 3PGA accumulated approximately threefold less in salt-acclimated cells, while 2PG was clearly enhanced. This could indicate a decreased CO_2_/O_2_ ratio at the active site of Rubisco, since the amounts of these gasses mainly regulate its relative carboxylation/oxygenation activity. For example, it might be possible that due to the higher content of inorganic ions inside the salt-exposed cells carboxysomes are less gas tight in high salt-grown cells, thereby promoting a better diffusion of oxygen into carboxysomes reducing the CO_2_/O_2_ ratio. The observed changes in the 3PGA and 2PG levels are consistent with the reported lower photosynthetic activity and growth rate in salt-acclimated cells of *Synechocystis* 6803 [25], which certainly also reduce Calvin-Benson-cycle activity. Consistently, the protein abundances of photosynthetic complexes, Calvin-Benson-cycle enzymes including RubisCO and components of the cyanobacterial inorganic carbon-concentrating mechanism were found at 10–40% lower levels, which is below our significance threshold but might contribute to lower photosynthetic activity in salt-acclimated cells. Furthermore, more organic carbon could be taken out from the Calvin-Benson-cycle, which is for example seen in the increased amount of pyruvate and organic acids in the reductive branch of the TCA cycle, such as malate and fumarate. This interpretation is also supported by the finding that Gap1, the glyceraldehyde dehydrogenase 1 (Slr0884) involved in sugar catabolism [46] is also up-regulated (Table 4), while Gap2 involved in photosynthetic carbon assimilation did not change (Additional file 1: Table S1).

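The *gap1* mRNA (*slr0884*) had log2FC 0.03 at 0.5 h, -0.87 at 2 h and 1.37 at 24 h (standard error 0.25, limma, adjusted p = 0.0122 at 24 h). It rose by 2.24 from 2 to 24 h (limma, adjusted p = 6.56e-05), and the 24 h call was lost with either of 2 arrays left out (largest adjusted p 0.0962). *gap2* (*sll1342*) was lower at 0.5 h (-1.51) and 2 h (-1.31) and had 0.01 at 24 h (standard error 0.26, limma, adjusted p = 0.982).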

In addition to the carbon fixation and allocation, nitrogen assimilation is altered in salt-acclimated cells, which is reflected by enhanced glutamine and glutamate levels while 2OG, the carbon skeleton used for ammonia assimilation decreased (Fig. 9). Increased glutamate levels have been often reported in salt-exposed bacteria [29], because this negatively charged amino acid is compensating the positive charge of cations, especially K^+^. 

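The genes *gltB* (*sll1502*), *gltD* (*sll1027*), *glsF* (*sll1499*) and *glnN* (*slr0288*) were called lower at 2 h and not at 0.5 or 24 h. At 2 h *glnN* had log2FC -2.26 (standard error 0.25, limma, adjusted p = 4.52e-05), *gltB* -1.72 (standard error 0.26), *glsF* -1.22 (standard error 0.22) and *gltD* -1.03 (standard error 0.23, limma, adjusted p = 0.00331). The 4 values at 24 h lay between -0.16 and 0.11. The call of *gltD* was lost with quantile normalization (-0.99), with median scaling (-0.87), without scaling (-0.76), without replicate 2 of 0 h and without replicate 1 of 2 h, and that of *glsF* without scaling (-0.94).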

The enzymes involved in the GS/GOGAT cycle for assimilation of NH_4_^+^ into 2OG did not significantly change their expression in long-term salt acclimated cells, but were significantly lowered immediately after salt addition. However, the glutamate decarboxylase Gad (Sll1641) showed increased expression in salt-grown cells. 

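The *gad* mRNA (*sll1641*) had log2FC 0.28 at 0.5 h, 0.03 at 2 h and 0.81 at 24 h (standard error 0.26). At 24 h it was above the control, but not called (limma, adjusted p = 0.0982), and with each array left out the value stayed between 0.56 and 1.06.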

Proline, which is often used in heterotrophic bacteria as compatible solute and can be synthesized from glutamate, is not changed during salt acclimation of *Synechocystis* 6803 (Fig. 9). Moreover, aspartate and arginine levels decreased. These amino acids serve as precursors for cyanophycin, the nitrogen storage compound of *Synechocystis* 6803. In this regard it is interesting to note that cyanophycin synthetase (Slr2002, FC 0.64) was decreased on protein level while the mRNA did not change. Furthermore, the mutation of a gene presumably involved in cyanophycin turnover resulted in a salt-sensitive phenotype of *Synechocystis* 6803 [108]. These observations also add to the assumption of altered nitrogen assimilation in salt-loaded cells. 

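The *cphA* mRNA (*slr2002*) had log2FC 0.71 at 0.5 h, -0.28 at 2 h and -0.22 at 24 h (standard error 0.18, limma, adjusted p = 0.526 at 24 h). It was not called at any time point, except at 0.5 h when the arrays were not scaled (1.18).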

Marked changes in the amino acid composition had been also reported for *Synechocystis* 6803 cells when grown in artificial seawater medium compared to BG11 [36]. Similarly, global changes in the carbon- and nitrogen metabolism have been noticed in *Synechococcus* sp. PCC 7002 [1].

## Discussion

### Overall correlation of omics data

Our proteomic and transcriptomic data showed a good relationship (Pearson correlation coefficient, 0.58) especially taking into consideration that sampling was done in different laboratories and at different time periods after salt treatment. This finding indicates that in most cases transcriptional activation/repression leads to enhanced/diminished protein amounts, whereas the differential regulated ncRNAs rather regulate single genes/proteins. Generally, relationships between the transcript and corresponding protein amounts are influenced by several processes, such as (1) impact of mRNA processing or ncRNAs on translation rates, (2) protein´s half-life, and (3) protein synthesis delay [54]. Other studies found widely differing correlation coefficients between cyanobacterial transcriptomes and proteomes depending on the conditions examined. For example, experiments with *Synechocystis* 6803 cells shifted from high to low CO_2_ conditions showed also a good correspondence between transcriptomics and proteomics [93], whereas a rather low correlation between transcriptomics and proteomics in *Synechocystis* 6803 cells grown under phototrophic, mixotrophic or heterotrophic conditions has been reported [98]. Similarly, a very low correlation was reported from an integrated proteomic and transcriptomic analysis of salt stress responses in *Synechocystis* 6803 [77].

Moreover, the comparison of proteome and transcriptome data from different studies, despite the varying degree of correspondence, offers the possibility to filter out regularly, truly salt-regulated proteins. To this end, we compared three transcriptomic with our proteomic data sets to identify further proteins potentially involved with unknown function in salt acclimation. Filtering the four datasets for features that were at least 1.5-fold increased (log_2_ > 0.58) in the three transcriptome data sets and at least 1.3-fold increased (log_2_ > 0.38) in the proteome data set produced a list of 44 genes, for which in 25 cases the corresponding proteins were identified (Additional file 1: Table S11). This group of genes/proteins includes 11 that are involved in GG metabolism and ion transport. 

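The *sll1863* mRNA had the largest rise of any mRNA at each time point, with log2FC 7.35 at 0.5 h, 7.52 at 2 h and 5.30 at 24 h (standard error 0.30, limma, adjusted p = 1.27e-05 at 24 h). The decrease from 2 to 24 h was 2.22 (limma, adjusted p = 1.89e-04). *sll0528* rose to 3.95 at 0.5 h and 6.27 at 2 h and was still called at 24 h (1.53, standard error 0.27, limma, adjusted p = 0.0106). With 1 array left out this 24 h call was lost in 3 cases, with the adjusted p up to 0.0593. *slr1894* had 0.96 at 0.5 h, 2.11 at 2 h and 1.04 at 24 h (standard error 0.22) and was called at 2 h (limma, adjusted p = 3.57e-05) and 24 h (0.0225). The 24 h call of *slr1894* was lost with quantile normalization (limma, adjusted p = 0.0785), with median scaling (log2FC 0.997) and with any of 3 arrays left out. At 0.5 h it was called with quantile normalization (1.13) and without scaling (1.42), and also with either of 2 arrays left out.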

Among the rather general stress proteins with unknown function are the Sll1862 and Sll1863 proteins as well as the putative zinc metalloprotease Sll0528 and the Slr1894 protein, which all have been discussed before. 

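The *slr0786* mRNA (*map*) had log2FC 0.83 at 0.5 h, 5.16 at 2 h and 4.61 at 24 h (standard error 0.24, limma, adjusted p = 1.03e-05 at 24 h), among the 5 largest rises of any mRNA at 24 h. Its 24 h call was kept with each array left out. The difference from 2 h (-0.55) was larger than the standard error but not significant (limma, adjusted p = 0.0712). Without scaling it was called at 0.5 h as well (1.30). The *slr0001* mRNA was lower at 2 h (-1.12) and higher at 24 h (1.02, standard error 0.18, limma, adjusted p = 0.0111). The 2 h call of *slr0001* was lost with median scaling (-0.96) and without scaling (-0.84). Its 24 h call was lost with median scaling (0.98) and with any of 4 arrays left out (largest adjusted p 0.134).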

Other proteins with unknown function in salt acclimation such as the methionine aminopeptidase B (MAP B, Slr0786; co-expressed with *ggpS*, Additional file 3: Fig. S6), Sll0723 and Slr0001 are candidate proteins for further studies. Among the 19 salt-induced genes, whose proteins were not identified in our study, only the *slr0530* gene product as component of the GG transporter is functionally related to known processes in salt acclimation.

The good correlation of transcriptomic and proteomic changes extends to the alterations on the metabolome level. Basic alterations in the central carbon and nitrogen metabolism are also supported by expression changes. However, biochemical alteration due to changed metabolite and ion levels on key enzyme activities certainly contribute to the novel metabolic homeostasis in salt-acclimated cells as has been recently discussed for the metabolic acclimation of *Synechocystis* 6803 towards different CO_2_ availability [36].

### Salt shock leads to a temporally staggered reshaping of the transcriptome composition

The salt acclimation response goes way beyond the induction of gene expression required for the compatible solute machinery, it has clearly a great impact on general metabolism. Along the temporal axis, the reprogramming of gene expression can be differentiated between an early response with the respective minima and maxima leading to the four different clusters (Fig. 2). The metabolic response included the rapid repression of the ammonia assimilation system, detected by decreased transcript abundances for *amt1* and *glnA* encoding the ammonium transporter and the primary enzyme for ammonium incorporation, glutamine synthetase (GS). Consistently, increased transcript levels were found for genes *gifA* and *gifB*, which encode inhibitory proteins for GS, thereby blocking ammonium assimilation (for an overview see [5]). 

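The *amt1* mRNA (*sll0108*) had log2FC -0.67 at 0.5 h, -2.12 at 2 h and 0.00 at 24 h (standard error 0.25) and was called lower at 2 h only (limma, adjusted p = 6.42e-05). It rose by 2.12 from 2 to 24 h (limma, adjusted p = 8.36e-05). The *gifB* mRNA (*sll1515*) had 2.30 at 0.5 h, 1.27 at 2 h and -0.20 at 24 h (standard error 0.37, limma, adjusted p = 6.02e-04 at 0.5 h). Its call at 2 h was lost with quantile normalization (limma, adjusted p = 0.063) and with either of 2 arrays left out.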

After 24 h the transcript levels of these genes were at the initial levels.

The question arises, which processes are responsible for the staggered reshaping of the transcriptome. It has been shown that shortly after salt addition the cytoplasmic composition underwent rapid changes due to ion and water movements, whereby the early high internal ion contents, especially of Na^+^ are discussed to inhibit metabolic activities but also to trigger acclimation responses such as GG synthesis activation (reviewed in [29]. The transporters responsible for the rapid ion movements are largely unknown, especially verified candidates for Cl^−^ export are still missing. In the present study we did not find marked expression changes for genes encoding potential anion exporters. It can be assumed that these transporters are mainly regulated on their activity levels to manage the ion regulation within the first minutes to hours after salt shock, because de novo protein synthesis is one process clearly down-regulated after salt shock [25]. However, we found that especially in the early time points after salt shock multiple ncRNAs become up- or down-regulated, which were not covered in the previous transcriptomic datasets. These small RNAs likely reshape mainly the translational efficiency of specific target mRNAs. Hence, it is well possible that many of the identified asRNAs and sRNAs are important to fine tune the translational response in the acute stress situation. Further work is necessary to identify the specific targets of the sRNAs and to verify the action of the ncRNAs during salt acclimation in cyanobacteria.

### Impact of salt on DNA structure

The identification of chromosomal regions in the *Synechocystis* 6803 genome with coordinately up- or down-regulated genes under high salt conditions indicates that the DNA structure likely differs between distinct chromosomal regions (Additional file 3: Figs. S8–10). Similar observations were made when the impact of antibiotics that affect DNA supercoiling was analyzed on global gene expression patterns in *E. coli* and *Synechocystis* 6803. Interestingly, a large overlap has been observed between the antibiotic-induced gene expression changes and the salt and osmostress responses [6, 76]. Hence, the salt-stimulated expression of genes in some chromosomal regions could be related to a relaxed DNA topology permitting easier access of the transcription machinery and vice versa. In this regard it is interesting to note that the gene *slr2058* encoding the DNA topisomerase I is higher transcribed in the first hours after salt shock (Additional file 1: Tables S1 and S2). 

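The *slr2058* mRNA had log2FC -0.36 at 0.5 h (limma, adjusted p = 0.287), 1.05 at 2 h (0.00816) and 0.91 at 24 h (0.0796), with a standard error of 0.28. It was called at 2 h only, and this call was lost with either of 2 arrays left out (largest adjusted p 0.0605).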

The ATP-dependent DNA topoisomerases relax negative supercoils and are specifically involved in chromosome partitioning, which has been shown to be of fundamental importance for bacterial gene expression [11]. Recently, another subunit of DNA toposiomerase has been suggested to be involved in the regulation of DNA replication in a mutant defective in one of the dominating DNA methylation activities in *Synechocystis* 6803 [20]. It might be possible that differences in DNA methylation and thereby induced changes in the DNA/protein association are at least partly responsible for the different accessibility of specific chromosomal regions under different salt conditions. Finally, the interaction of chromosomal DNA with the GG synthesizing enzyme GgpS has been shown to be central for the ion-mediated activation/inactivation of its biochemical activity [65]. Collectively, our data support the notion that changes in DNA structure and DNA/protein interactions due to altered ionic and electrostatic relations play an important role in microbial salt acclimation.

### Future developments: regulation and application

One still open question is how salt stress is sensed and transduced to the cellular gene expression machinery. Despite several efforts, specific salt-sensing proteins have not been identified in cyanobacteria. The screening of mutant collections defective in histidine kinases and cooperating response regulators identified some two-component systems that are involved in the salt-induced regulation of different general stress proteins, however, the induction of salt-specific proteins including *ggpS* remained unchanged [58, 91]. Two proteins were identified as repressors for *ggpS*, the small GgpR protein [44] and the transcriptional factor LexA have been shown to bind specifically the *ggpS* promoter [97]. However, the role of LexA as specific salt-sensing transcription factor is unlikely, because it is also involved in the regulation of many other processes in *Synechocystis* 6803, for example a verified role in fatty acid accumulation [42], and the *lexA* mutant has no reported salt-sensitive phenotype or changed GG accumulation. The present study identified two other likely candidates for a salt-stress specific gene regulation. First, the transcription factor PrqR (Slr0895) represents an interesting candidate, because the gene *sl0895* is clearly co-regulated with many genes coding proteins involved on GG metabolism (Additional file 3: Fig. S6). It has been recently shown that PrqR is involved in the acclimation to oxidative stress in *Synechocystis* 6803 [39]. Salt stress is also inducing oxidative stress in cyanobacterial cells, hence, the finding of the role of PrqR in this stress acclimation process might of secondary importance. 

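The *ssl1326* mRNA, measured with 3 probes, had log2FC 5.48 at 0.5 h, 5.28 at 2 h and 0.60 at 24 h (standard error 0.18). It was called higher at 0.5 and 2 h (limma, adjusted p = 1.16e-07 and 1.19e-07), and the fall from 2 to 24 h was 4.69 (limma, adjusted p = 5.95e-07).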

Second, the gene *ssl1326* that possibly encodes a CopG family transcription factor has been found strongly induced after salt shock in the DNA microarray data set (Additional file 1: Table S1). Further work is necessary to validate whether PrqR or CopG are somehow acting as salt-specific gene expression regulators. In the moment, it might well be possible that ion-mediated changes in the DNA structure, RNA-polymerase affinity, and enzyme activities might be the main and sufficient mechanism to acclimate towards different salt conditions in euryhaline bacteria such as *Synechocystis* 6803.

Furthermore, salt acclimation is becoming more important for applied research with cyanobacteria regarding the direct use of compatible solutes as well as mass cultivation in sea water to make the process more sustainable [9, 68]. For example, the cyanobacterial production of mannitol [106] and trehalose [78] has been promoted by cultivation at enhanced salinities. Moreover, a more salt-tolerant version of the fast-growing *Synechococcus elongatus* strain UTEX2973 has been engineered by the expression of GG synthesis genes, which can be used for biotechnological purposes in full marine waters [10]. However, saline conditions might also negatively affect the production titer. The large impact of GG accumulation on the overall carbon metabolism also negatively influenced the ethanol production with *Synechocystis* 6803 at 4% NaCl while 2% NaCl were slightly stimulatory [70]. Salt-regulated, strong promoters might be an option to improve transgene expression in salt-grown cyanobacteria. Hence, a deeper knowledge on salt acclimation will promote future biotechnological applications with cyanobacteria.

## Materials and methods

### Cultivation and sampling

*Synechocystis* sp. 6803 substrain PCC-M was used in all experiments. Axenic cells were maintained on agar plates with BG11 mineral medium at 30 °C under constant illumination. For salt stress experiments, axenic cells were grown photoautotrophically in glass tubes containing liquid BG11 medium (TES-buffered at pH 8) at 29 °C in the cooperating laboratories. If not stated differently, cultures were aerated with CO_2_-enriched air (5% CO_2_ [v/v]) and kept under continuous illumination of 150 µmol photons m^−2^ s^−1^ (warm light, Osram L58 W32/3). Control cells were cultured in NaCl-free BG11 medium, whereas salt-acclimated cultures were obtained after long-term growth (up to one week) in BG11 medium supplemented with 684 mM NaCl (4% NaCl [w/v]). For this, cells were transferred daily to fresh media with 4% NaCl. Short-term salt shock experiments were performed by adding crystalline NaCl to a final amount of 4% into control cultures at time point zero. Subsequently, cells were harvested at defined time points.

For proteomics, cells were harvested by centrifugation at 14,000*g* and 4 °C for 5 min. The cell pellets were frozen in liquid nitrogen and stored at − 80 °C. For metabolomics, cells were harvested by quick filtration on nitrocellulose filters (0.45 µm pore size) in growth light within 30 s. Cells on filters were then frozen in liquid nitrogen and stored at − 80 °C. For transcriptomics, cells from 40 ml culture were harvested by quick filtration on hydrophilic polyethersulfone filters (Pall Supor-800, 0.8 µm), immediately immersed in 1 ml of cold PGTX solution [75] and frozen in liquid nitrogen.

### Transcriptomic methods

#### RNA extraction

Total RNA was extracted as described previously [32]. Prior to the microarray analysis, 10 µg of total RNA were treated with Turbo DNase (Invitrogen) according to the manufacturer's protocol and precipitated with ethanol/sodium acetate. RNA quality was verified by electrophoresis on MEN-buffered 1.5% agarose gels supplemented with 6% formaldehyde.

#### Microarray analysis

To enable the comparison with a previous microarray analysis [60], we analyzed similar time points after salt shock: 0, 0.5, 2 and 24 h. Labeling and hybridization were performed as described [45]. Three µg of RNA were used for the labeling reaction and 1.65 µg of labeled RNA for the hybridization. The microarray hybridization was performed in duplicates for each sampling point. Almost all features on the microarray chip were covered by several independent probes. In addition, it contained technical replicates for each single probe. Hence, mean values for all probes of a given feature were used for the final calculation of fold changes. Data processing and statistical evaluation was performed using the R software as described [45]. The full dataset is accessible from the GEO database with the accession number GSE174316 (accession for Reviewers via: izupwswenzelfkv).

In Additional file 1: Table S1 transcripts are separated into mRNAs, asRNAs, other ncRNAs, 5'UTRs and transcripts derived from internal TSSs, i.e. within CDS (int). However, it should be noted that for every category overlaps are possible, i.e. the annotation as well as microarray detection of ncRNAs is often ambiguous since they can overlap with UTRs. Thus, all features labeled with the systematic term “NC-#” are referred as “potentially” trans-acting ncRNAs. For the evaluation presented in the text only ncRNAs with an annotation based on reference [64] were considered.

#### Cluster analysis

Clustering analysis for the microarray time series was performed using the *mfuzz* R package [50]. To reduce noise and false positives, only 3831 transcripts entered the clustering analysis that had a difference in their absolute expression values higher than log_2_ ≥ │1│in at least one of these comparisons. The optimal cluster number was determined with the Elbow method using the minimum centroid distance and an estimated “*fuzzifier”* parameter of m = 2.53, yielding four clusters. Transcripts with low membership values < 0.5 were removed. However, those transcripts were still included if the combined membership values for two similar clusters (e.g. cluster 1 + 2 and 3 + 4) exceeded > 0.6.

### Proteomic methods

Cells from four biological replicates of salt-acclimated and control cultures, respectively, were broken with glass beads using Precellys 24 homogenizer (peqLab Biotechnologie GmbH, Erlangen, Germany) in non-denaturing buffer containing 10 mM Tris/HCl, pH 7.4, 138 mM NaCl, 2.7 mM KCl, 1 mM MgCl_2_. After withdrawing an aliquot of each cell extract as total protein the remaining cell extracts were fractionated into debris, soluble, and membrane-enriched fractions. Protein samples were reduced with dithiothreitol, alkylated with iodoacetamide and digested with trypsin in sodium deoxycholate-containing buffer solution [71].

LC-HDMS^E^ analyses of desalted peptide samples supplemented with 40 fmol of Hi3 Phos B standard for protein absolute quantification (Waters) were carried out using a nanoAcquity UPLC system (Waters) coupled to a Waters Synapt G2-S mass spectrometer [70]. The Synapt G2-S instrument was operated in data-independent mode with ion-mobility separation as an additional dimension of separation (referred to as HDMS^E^). Single measurements of the four biological replicates of the total extract, soluble fraction and membrane-enriched fraction were carried out, while pooled samples of the debris fraction were measured in triplicate.

Progenesis QI for Proteomics version 4.1 (Nonlinear Dynamics, Newcastle upon Tyne, UK) was used for raw data processing, protein identification and label free quantification. Proteins were quantified by the absolute quantification Hi3 method using Hi3 Phos B Standard (Waters) [92]. Results were given as fmol on column. Proteins identified in one fraction by at least two unique peptides were included in the quantitative analysis. Protein abundance changes between salt-acclimated and control cells by a factor of at least 1.5, accompanied by ANOVA *p*-values < 0.05 were regarded as significant. To determine a combined fold change value for the total extract and the three subcellular fractions, first a weighted fold change value for the three subcellular fractions was calculated by summing up the corresponding protein amounts (measured as fmol on column) and dividing the value from salt-acclimated cells by the value from controls. Since the debris fraction contained only a minor part of about 10% of the total protein, the protein amounts of the debris fraction were divided by ten. In a second step, the final combined fold change value was calculated as the average of the weighted fold change from the subcellular fractions and the fold change of the total extract.

A detailed description of the proteome method can be found in the Additional file 3. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [102] partner repository with the dataset identifier PXD026118 and 10.6019/PXD026118.

### Metabolomic methods

Low molecular mass compounds were extracted from cells with ethanol (80%, HPLC grade, Roth, Germany) at 65ºC for 2 h. The soluble sugars were analyzed by gas–liquid chromatography using a defined amount of sorbitol as internal standard [28]. Other metabolites were analyzed by LC–MS/MS using the high-performance liquid chromatograph mass spectrometer system LCMS-8050 (Shimadzu, Japan). One microgram of carnitine was added per sample as internal standard for LC–MS/MS analyses. The dry extracts were dissolved in 200 µl MS-grade water and filtered through 0.2 µm filters (Omnifix®-F, Braun, Germany). The cleared supernatants were separated on a pentafluorophenylpropyl (PFPP) column (Supelco Discovery HS FS, 3 µm, 150 × 2.1 mm) with a mobile phase containing 0.1% formic acid. The compounds were eluted at a rate of 0.25 ml min^−1^ using the following gradient: 1 min 0.1% formic acid, 95% water, 5% acetonitrile, within 15 min linear gradient to 0.1% formic acid, 5% distilled water, 95% acetonitrile, 10 min 0.1% formic acid, 5% distilled water, 95% acetonitrile. Aliquots were continuously injected in the MS/MS part and ionized via electrospray ionization (ESI). The compounds were identified and quantified using the multiple reaction monitoring (MRM) values given in the LC–MS/MS method package and the LabSolutions software package (Shimadzu, Japan). The metabolites were determined as relative metabolite abundances (fold changes), which were calculated after normalization of signal intensity to that of the internal standard carnitine.

## Supplementary Information

**Additional file 1.** Excel sheets displaying selected data from the transcriptomic, proteomic, and metabolomic data as well as meta-analyses.

**Additional file 2.** Genome plot of *Synechocystis* sp. PCC 6803 chromosome displaying the microarray data for each single probe.

**Additional file 3.** Details on methodology as well as additional figures.

## Data Availability

The transcriptomic and proteomic datasets generated and analyzed during the current study are available in the GEO or PRIDE repository, [web links given in the M&M section]. Most of the other data generated or analyzed during this study are included in the Additional file 3 of this article.

# Supplementary material for: Integrative analysis of the salt stress response in cyanobacteria
**Source:** Biol Direct. 2021 Dec 14;16:26. doi: 10.1186/s13062-021-00316-4
**Supplement:** Supplementary file 3 — Additional file 3. Details on methodology as well as additional figures.

# Supplementary material

**Integrative analysis of the salt stress response in cyanobacteria**

Stephan Klähn^1,2^*, Stefan Mikkat^3^*, Matthias Riediger^2^, Jens Georg^2^, Wolfgang R. Hess^2^, Martin Hagemann^4,5,A^

* The first two authors contributed equally to this study.

## Detailed description of proteomic methods

### Subcellular fractionation

Cells from four biological replicates of salt-acclimated and control cultures, respectively, were broken with glass beads using Precellys 24 homogenizer (peqLab Biotechnologie GmbH, Erlangen, Germany) in non-denaturing buffer containing 10 mM Tris/HCl, pH 7.4, 138 mM NaCl, 2.7 mM KCl, 1 mM MgCl_2_. An aliquot of each cell extract was saved as total protein immediately after cell disruption. The cell debris was separated from the remaining cell extracts by low speed centrifugation at 750 g (5 min, 4 °C). Debris from the biological replicates was pooled, washed once with non-denaturing buffer and stored as debris fraction. After removing debris, the cell extracts were centrifuged at 22,000 g, 4°C for 90 min to obtain the soluble and membrane-enriched fractions. The membrane-enriched fractions were 2-times washed with high salt (1 M KCl) and high pH (0.1 M Na_2_CO_3_) buffers to deplete loosely bound proteins. Protein concentration was measured using the Bio-Rad protein assay (Bio-Rad Munich, Germany).

### In-solution digestion of proteins

Aliquots of the protein fractions were supplemented with stock solutions of ammonium bicarbonate (ABC), sodium deoxycholate (SDC) and dithiothreitol (DTT) to obtain samples containing between 40 and 75 µg protein in 100 µl extraction buffer (50 mM ABC, 1.5% SDC, 10 mM DTT). The protein samples were incubated at 95 °C for 5 min and subsequently sonicated for 10 min using a bath sonicator. Alkylation was performed with 15 mM iodoacetamide for 20 min at room temperature. Thereafter, 50 mM ABC and sequencing grade trypsin (Promega) were added to obtain an enzyme/protein ratio of 1:50 in a final volume of 320 µl. Digestion was performed at 37°C for about 16 h. SDC was removed from the digest solutions using the phase transfer surfactant method (Masuda et al. 2008) according to Pappesch et al. (40) by adding 320 μl of ethylacetate and 6.5 µl of 25% trifluoroacetic acid, rigorous mixing for 3 min and subsequent centrifugation at 12,000 g for 10 min to obtain aqueous and organic phases. 200 µl of the aqueous phase was collected using a gel loading tip. Finally, the peptide solutions were desalted with OASIS HLB 1cc Vac Cartridges (Waters, Manchester, UK), concentrated using a centrifugal evaporator and dissolved with 2% acetonitrile in 0.1% formic acid for mass spectrometric analysis. Peptide concentrations were measured using the Invitrogen Qubit protein assay kit (Thermo Fisher Scientific).

### Analysis by nanoLC-HDMS^E^

LC-HDMS^E^ analyses were carried out using a nanoAcquity UPLC system (Waters) coupled to a Waters Synapt G2-S mass spectrometer via a NanoLockSpray ion source as described (Pade et al. 2017). Mobile phase A contained 0.1% formic acid in water and mobile phase B contained 0.1% formic acid in acetonitrile. Peptide samples corresponding to approximately 150 ng (soluble fraction), 180 ng (total extract) and 360 ng (membrane and debris fraction) of digested protein, supplemented with 40 fmol of Hi3 Phos B standard for protein absolute quantification (Waters), were trapped and desalted using a precolumn (ACQUITY UPLC Symmetry C18, 5 µm, 180 µm x 20 mm, Waters) at a flow rate of 10 µl/min for 4 min with 99.9% A. Peptides were separated on an analytical column (ACQUITY UPLC HSS T3, 1.8 µm, 75 µm x 250 mm, Waters) at a flow rate of 300 nl/min using a gradient from 3% to 32% B over 150 min. The column temperature was maintained at 35°C. The Synapt G2-S instrument was operated in data-independent mode with ion-mobility separation as an additional dimension of separation (referred to as HDMS^E^). By executing alternate scans at low and elevated collision energy (CE) of each 0.6 sec, information on precursor and fragment ions, respectively, was acquired. In low-energy MS mode acquisitions were performed at constant CE of 4 eV whereas drift time-dependent CE settings (Distler et al. 2014) were applied in elevated-energy MS mode. As a reference compound, 100 fmol/μl [Glu1]-fibrinopeptide B was delivered at 500 nl/min to the reference sprayer of the NanoLockSpray source. Lock spray was acquired once every 30 s for a 1 s period. Single measurements of the four biological replicates of the total extract, the soluble fraction and the membrane-enriched fraction were carried out, while the pooled samples of the debris fraction were measured in triplicate.

### NanoLC-HDMS^E^ data processing, protein identification and quantification

Progenesis QI for Proteomics version 4.1 (Nonlinear Dynamics, Newcastle upon Tyne, UK) was used for raw data processing, protein identification and label free quantification. The raw data from the measurements of the total extracts and each of the three protein fractions were analyzed separately. Normalization and matching of features (accurate mass retention time tags) between runs was performed to compensate for between-run variation in the LC separation and to avoid missing values in quantification. For the protein identification a database containing 3507 protein sequences from *Synechocystis* 6803 (UniProt release 2016_07) appended with the sequences of rabbit phosphorylase B (P00489) and porcine trypsin was compiled. Two missing cleavage sites were allowed, oxidation of methionine residues was considered as variable modification, and carbamidomethylation of cysteine’s as fixed modification. The false discovery rate was set to 1%. Peptides were required to be identified by at least three fragment ions and proteins by at least two peptides and six fragment ions. Subsequently peptide ion data were filtered to retain only peptide ions that met the following criteria: (i) identified at least in two samples within the dataset, (ii) minimum ion score of 5.7 (total extract and the soluble fraction) or 5.9 (membrane-enriched and debris fraction), (iii) mass error below 12.0 ppm, and (iiii) at least 6 amino acid residues in length. Identifications based on charge state deconvolution were removed.

Proteins were quantified by the absolute quantification Hi3 method using Hi3 Phos B Standard (Waters) as in Pade et al. (2017). Results were given as fmol on column. The peptide expression profiles of selected proteins were reviewed manually in order to remove outlier peptides whose expression differed significantly from the other peptides of the same protein. Only proteins identified in one fraction by at least two unique peptides were included in the quantitative analysis. Protein abundance changes between salt-acclimated and control cells by a factor of at least 1.5, accompanied by ANOVA *p*-values < 0.05 were regarded as significant. To determine a combined fold change value for the total extract and the three subcellular fractions, first a weighted fold change value for the three subcellular fractions was calculated by summing up the corresponding protein amounts (measured as fmol on column) and dividing the value from salt-acclimated cells by the value from controls. Since the debris fraction contained only a minor part of about 10% of the total protein, the protein amounts of the debris fraction were divided by ten. The calculation of this weighted fold change is shown in the following formula, where the abbreviation MA denotes the average protein abundance from the replicate samples: Weighted fold change_fractions_ = (MA 4%_membrane_ + MA 4%_soluble_ +1/10 MA 4%_debris_)/(MA 0%_membrane_ + MA 0%_soluble_ +1/10 MA 0%_debris_). In a second step, the final combined fold change value was calculated as the average of the weighted fold change from the subcellular fractions and the fold change of the total extract. If a fold change for one of the individual fractions had a value > 1.5, but was accompanied by a *p*-value > 0.05, these data were excluded from the calculations.

## Additional references

Masuda T, Tomita M, Ishihama Y (2008). Phase transfer surfactant-aided trypsin digestion for membrane proteome analysis. J Proteome Res 7, 731–740.

Distler U, Kuharev J, Navarro P, et al., (2014) Drift time-specific collision energies enable deep-coverage data-independent acquisition proteomics. Nature Methods 11, 167-170.

## Supplementary Figures

Supplementary Figure S1. Overall changes in the expression of protein-coding genes between control and salt-stressed cells. Volcano plots show the -log_10_ Anova p-value against the log_2_ fold change (salt-acclimated/control) for mRNAs in *Synechocystis* 6803 cells grown in NaCl-free BG11 medium (0 h) and medium supplemented with 4% NaCl for 0.5 h (A), 2 h (B) or 24 h (C). Each mRNA is represented as a dot. Transcripts with statistically significant differential expression (log_2_ fold change ≥│1│, *P* value ≤ 0.05) are located in the top right and top left quadrants.

**Figure S2. Venn diagrams showing numbers and percentage of identified proteins** with at least one (A) or two (B) transmembrane helices in the total protein extract and in the subcellular fractions.

Figure S3. Overall changes in the proteome between control and salt-acclimated cells. Volcano plots are shown that indicate differential abundances of proteins. The -log_10_ Anova p-value is plotted against the log_2_ fold change (salt-acclimated/control) for proteins identified in the total protein extract (A), the membrane-enriched fraction (B), the debris fraction (C), and the soluble fraction (D) of protein extracts from *Synechocystis* 6803 cells grown in NaCl-free BG11 medium (control) or medium supplemented with 4% NaCl for 7 days. Each protein is represented as a dot. Proteins with statistically significant differential expression (absolute fold change of >1.5 or <-1.5*, p-value <0.05) are located in the top right and top left quadrants. *Please note that the x-axis is log_2_ scaled and the fold change threshold is given at a value of 0.584 accordingly.

**Figure S4.** **Growth condition-dependent distribution of ribosomal proteins to the subcellular fractions.** For each ribosomal protein, log_2_ fold change values (salt-acclimated/control) from the three subcellular fractions, the weighted fold change calculated from the individual fractions, the fold change from the total protein extract, and the finally used combined fold changes are plotted vertically aligned. The combined fold change (final mean) represents the average of the weighted fold change from fractions and the fold change from the total protein extract. Despite large differences between the fold change values from the subcellular fractions, the weighted fold change and the fold change from the total protein extract are close together with the exception of the RS21 protein indicated by an arrow. This protein and proteins showing similar behaviour were excluded from further quantitative analysis.

**Figure S5.** Correlation between the weighted fold change value calculated from the subcellular fractions and the fold change value from the total protein extract. The finally used combined fold change value (final mean) was calculated as the average of the weighted fold change from the subcellular fractions and the fold change of the total protein extract.

**Figure S6**: **Co-expression of salt-specific mRNAs under different environmental conditions using the data base CyanoExpress (Hernandez-Prieto and Futschik, 2012).** [CyanoEXpress: A web database for exploration and visualization of the integrated transcriptome of cyanobacterium Synechocystis sp. PCC6803.](https://www.ncbi.nlm.nih.gov/pubmed/22829745) Bioinformation 8:634-638). The top 34 genes are displayed that show similar stress-regulated patterns as the salt-regulated gene *ggpS* (*sll1566*). The corresponding changes at proteome level are summarized in the right column (Yes – protein also salt-induced; No – protein not stably salt-induced; Not id. – not identified in the proteome data set; transiently, gene expression is only transiently stimulated after salt shock).

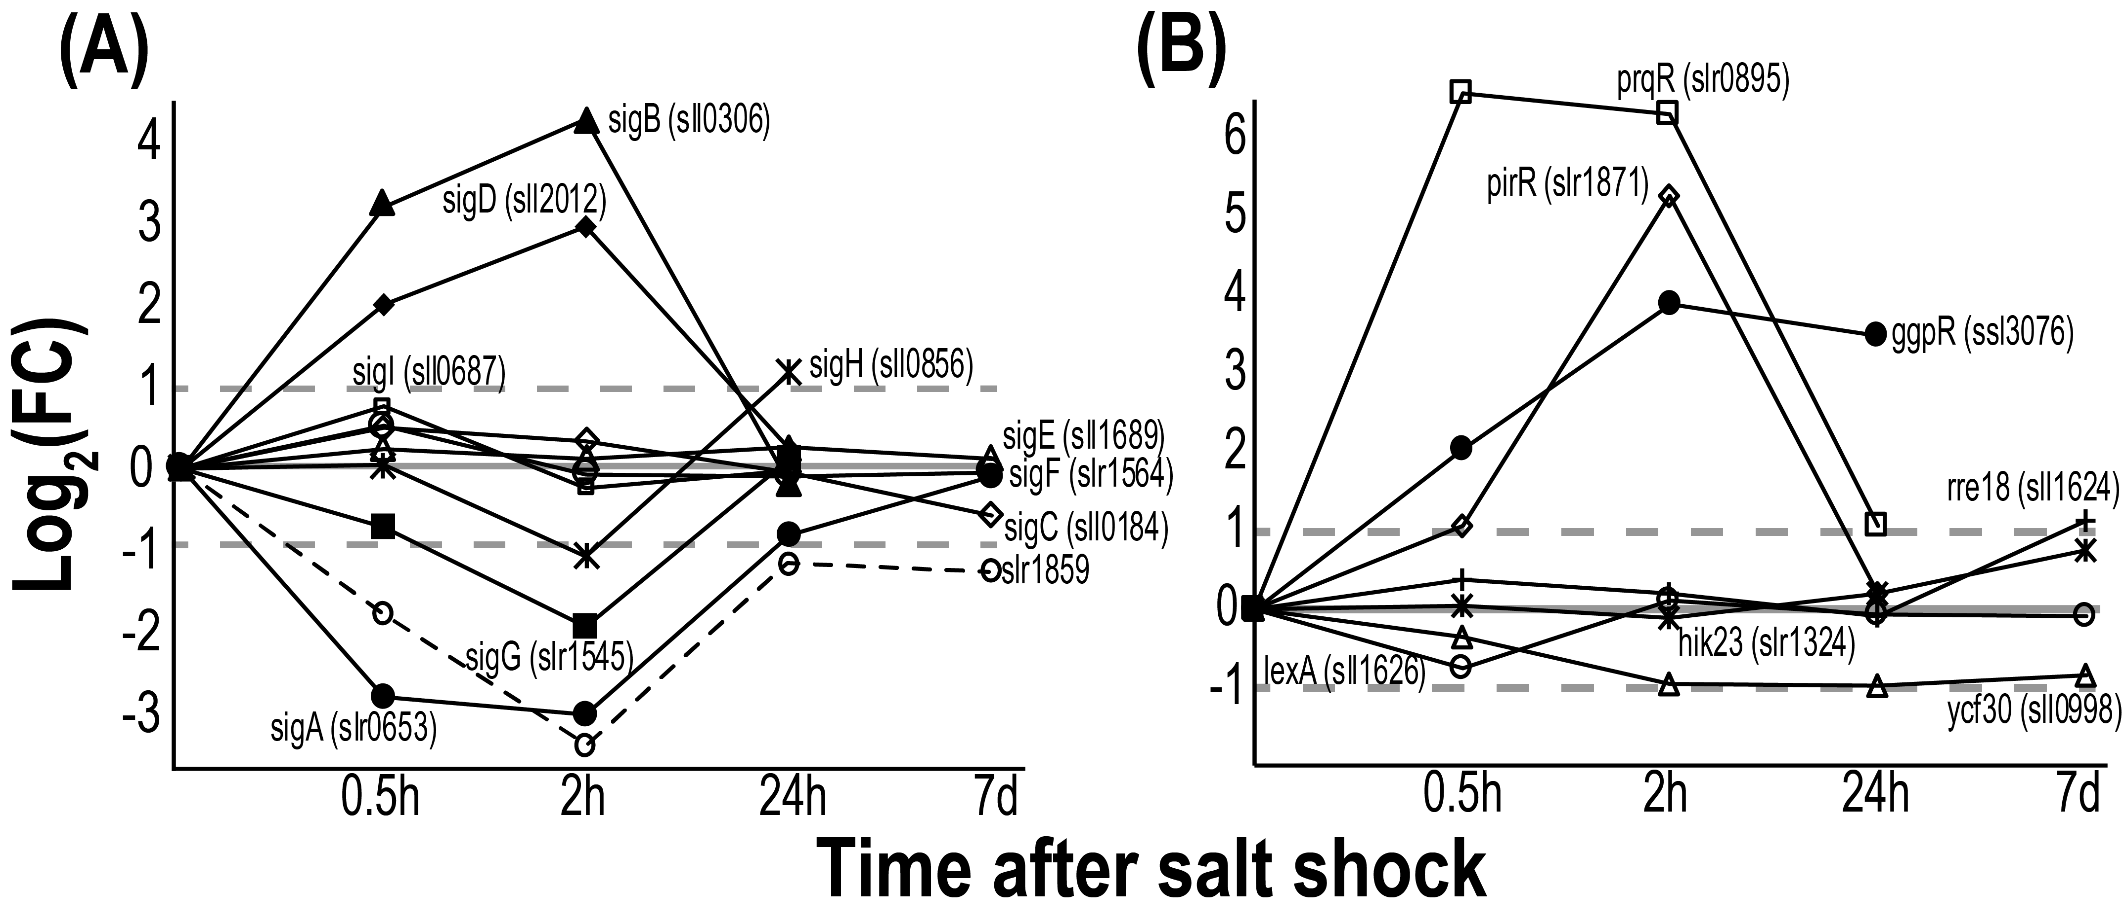

**Figure S7**: **Expression of regulatory proteins in *Synechocystis* 6803 at different time points after addition of 4% NaCl.** The data at time points 0.5 – 24 h represent mRNA values from the microarray data set, while the 7 day expression levels shows the alteration of protein abundances (when identified). **A.** Annotated sigma factor genes. **B.** Genes for selected transcriptional factors.

**Figure S8**: **Salt-regulated chromosomal region comprising coordinately up-regulated genes such as *ggpS* (*sll1566*).** The upper panel shows the genome plot and added microarray data with log_2_ changed expression (low salt-grown control in green, different salt sampling points in reddish color). Grey regions show dRNAseq results (Mitschke et al. 2011), i.e. dark grey columns display active TSSs. The lower panel displays the corresponding proteome changes given as fold changes.

**Figure S9**: **Salt-regulated chromosomal region comprising coordinately up-regulated genes such as *ggpP* (*stpA*, *slr0746*).** The upper panel shows the genome plot and added microarray data with log_2_ changed expression (low salt-grown control in green, different salt sampling points in reddish color). Grey regions show dRNAseq results (Mitschke et al. 2011), i.e. dark grey columns display active TSSs. The lower panel displays the corresponding proteome changes given as fold changes.

**Figure S10**: **Salt-regulated chromosomal region comprising coordinately down-regulated genes such as *icfG* (*slr1860*).** The upper panel shows the genome plot and added microarray data with log_2_ changed expression (low salt-grown control in green, different salt sampling points in reddish color). Grey regions show dRNAseq results (Mitschke et al. 2011), i.e. dark grey columns display active TSSs. The lower panel displays the corresponding proteome changes given as fold changes.

How the deposited data were processed for this re-analysis (not part of the article)

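The data come from 8 one-colour Agilent arrays hybridized with Cy3-labelled RNA of *Synechocystis* cells before (0 h) and 0.5, 2 and 24 h after addition of 4% NaCl, with 2 arrays per time point. Every array was assigned to its time point and replicate number by its label. The replicate number coincides with the slide, so that slide and replicate cannot be separated, but each slide carries all 4 time points.

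For each array the authors deposited the output of Agilent's Feature Extraction software, in which every spot has a processed signal as an intensity. This software had subtracted the local background and removed spatial trends within the array before deposit, but had not normalized the intensities between arrays, according to the file headers. The same output as deposited holds the raw mean and median pixel intensity of each spot and of its local background. The authors also deposited one table of log2 values per spot. These deposited log2 values were quantile-normalized between the 8 arrays and follow the median pixel intensity without background subtraction, as judged from the values themselves, since the paper's text names R but no normalization for this step. Log2 fold changes of the proteins and of both earlier transcriptome studies were taken as the authors give them in the first 1997 entries of Table S1.

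From the processed intensities, log2 values were calculated after control spots and spots marked by the software as outliers had been left out. The 75th percentile of each array was subtracted. The spots of a probe were averaged, then the probes of a transcript, and probes lacking a usable spot on any array were left out. Features were typed by their names as mRNA, asRNA, sRNA candidate (ncRNA), 5'UTR, internal transcript or other. Signal over background was high for most spots, but some named features had few readings well above background. The limits that signal, slides and number of arrays set on the precision were not compared. The moderated fit had 4 residual degrees of freedom, 5.56 prior degrees of freedom and a prior variance of 0.0544.

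The main choices, their alternatives and the rule for naming single genes were set together. The rule takes in every gene, asRNA or sRNA that the paper names and that has probes, and at each time point the 5 mRNAs with the largest rise and the 5 with the largest fall among those called with both salt arrays beyond both control arrays. Changes against 0 h, and between 24 h and 2 h, were tested with limma's moderated test over all 8 arrays, with p-values adjusted by the Benjamini-Hochberg method. Time courses were clustered by fuzzy c-means as in mfuzz. Types of transcripts over the clusters were compared by Fisher's exact test. Correlations of asRNAs and mRNAs over the 8 arrays were tested by exact permutation of all 40320 orders of the arrays, and numbers of correlated pairs by 1000 random re-pairings. Correlations with proteins run across genes, which are not independent replicates, and carry no p-value. Groups of 2 arrays allow neither a test for outlying arrays nor other splits of the samples.

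The alternatives were quantile normalization, scaling by the median, no scaling, normexp background correction with an offset of 50, raw median signals with quantile normalization, the authors' log2 values, the median over probes, a filter on dim features, each array left out in turn, the replicate number as a block, a fit of only the 2 groups compared, a variance model with an intensity trend, unadjusted p-values, a log2FC limit of 0.9, a 2-group test without moderation, and other settings of the clustering, of the pairs and of the correlations. Added after seeing the data were 3 ways of averaging: the authors' log2 values averaged on the linear scale, outlier spots kept in the means, and spots and probes averaged on the linear scale.

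Differences between the slides were shared by the time points, with correlations of 0.758 to 0.819 over the 6 pairs of time points. The calculations were tested on simulated data with variances drawn from the prior fitted to these arrays, without differences shared by a slide. Of the 8356 features 200 were changed, about as many up as down, and none at 24 h. The simulation therefore tests neither the scaling when many features change in one direction nor the power at 24 h. Of 100 features simulated with a log2 change of 2, 94% were called in the right direction at 0.5 h and 96% at 2 h, with median estimates of 2.06 and 1.95. Among 8156 unchanged features 5 were called at 0.5 h and 3 at 2 h. At 24 h, where none of the 8356 features was changed, none was called. Of 199 simulated features entering the clustering, 99.5% were assigned to their own cluster, and 96% of 50 pairs with like and of 50 pairs with opposite time courses passed the correlation limit.

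A planned set test for gene groups was not run, because gene symbols were at hand for only part of the genes, and the groups are described by counts and medians. For the same reason no enrichment or overlap was tested against Table S1 or S2. The genes *glgC*, *glnA* and *gifA* and the sRNA IsaR1 could not be assigned to features by name and are not analysed here. The functional enrichment, the proteome, the blots and the metabolite data were not analysed here. The calculations used R 4.3.3 with limma 3.58.1, e1071 1.7.16 and data.table 1.17.8, and the figures Python 3.11.15 with matplotlib 3.10.9.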

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

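In this part the tests of scaling for the spacer features, the reading of mRNAs on the slide on which they were not chosen and the replicate block with each array left out were chosen only after the results had been seen.

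A signal appeared in features that the paper does not report on, those for spacers of the CRISPR arrays. Of 45 spacer features whose names carry the suffix 1, 34 were called higher at 24 h (limma, Benjamini-Hochberg), with a median log2FC of 1.56 (limma) and 44 of 45 above the control. Of 32 features with the suffix 2, 18 were called lower at 24 h, with a median of -1.03 and all 32 below the control. Several technical explanations were tested. Signal near background is argued against, since 94.8% of these features were well above background on all arrays. The scaling between arrays is argued against as well: under 3 other scalings the median of the suffix 1 features was at least 1.51 and that of the suffix 2 features at most -0.973. The counts of calls moved to 30 and 11 with quantile normalization, 34 and 19 with median scaling and 33 and 14 without scaling. A single array is argued against by the medians, which stayed at 1.35 or above and at -1.03 or below with each array left out, although the calls then fell to 20 of the suffix 1 features without replicate 1 of 24 h and to 3 of the suffix 2 features without replicate 2 of 24 h. At least 36 and 15 stayed called with the replicate number as a block in these fits. A shared flank of the probes stays open. All 45 suffix 1 probes open with the 7 bases GTTGAAC, and 6 features with the suffix 0 that have this flank rose too, with a median of 1.64 and 4 called higher. The 17 other suffix 0 features above background had a median of 0.04 and none was called. A candidate explanation for the rise is therefore that these probes bind transcripts through the bases they share. The fall of the suffix 2 features, 0 of which have this flank, is not covered by it. The flank may instead mark spacers of one and the same CRISPR array whose transcript rose after 24 h of salt, and no test here separates these explanations.

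A difference between time points appeared in 12 mRNAs that were called lower at 2 h and higher at 24 h, while no mRNA went the opposite way. They are *norB* (*sll0450*), *sigH*, *sll0858*, *hoxF* (*sll1221*), *sll1222*, *sll7067*, *slr0001*, *slr0284*, *chlL* (*slr0749*), *chlN*, *slr1239* and *ssr1251*, and those outside the paper's text were chosen after their values were seen. They were selected by these calls, so that the rise of the log2FC by 2.11 to 5.45 from 2 to 24 h follows from the selection, and the difference was not tested for each mRNA apart from it. In each of the 12 both arrays of either time point lay on their side of both control arrays. The scaling between arrays is argued against, since 7 or more of the 12 kept both calls under 3 other scalings. With 1 array left out as few as 2 kept both calls (without replicate 2 of 24 h), and 3 without replicate 1 of 24 h or replicate 2 of 0 h, while with the replicate number as a block in these fits 9 or more did. These counts run on mRNAs chosen by the calls and decide nothing alone. Therefore mRNAs were chosen on the arrays of one slide, by a log2FC of -1 or less at 2 h and 1 or more at 24 h, and read on the arrays of the other. All 9 mRNAs chosen on replicate 1 and all 16 chosen on replicate 2 were lower at 2 h and higher at 24 h on the other slide, with medians of -1.75 or less and 1.04 or more. A single array and the arrays of a single slide are thus argued against. If both arrays of a time point carry the same RNA, a difference between cultures stays open. An effect of the salt after an early decrease may be the explanation, a hypothesis found and tested on the same arrays.

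In the 5'UTR features, whose direction against their own mRNA the paper does not discuss, 3 pairs were called in opposite directions. They were chosen after their values were seen. The 5'UTR of *sll1477* was at -1.86 and the mRNA at 3.04 at 0.5 h, the 5'UTR of *slr0199* at -1.36 and the mRNA at 1.63 at 0.5 h, and the 5'UTR of *slr0737* at 1.13 and the mRNA at -4.09 at 2 h (limma, largest Benjamini-Hochberg adjusted p = 0.00338). Of 670 pairs 141 were called alike at 0.5 h, 234 at 2 h and 15 at 24 h. Disagreement between the probes of the mRNA is argued against, since 0 of the 3 mRNAs had probes on both sides of the control. Signal near background is argued against too, with 0 of the 3 below the limit on most arrays. Under 3 other scalings at least 2 of the pairs stayed called in opposite directions. The 5'UTR features of *sll1477* and *slr0737* rest on 1 probe each, and that of *slr0199* on 2. Whether a probe binds another transcript was not tested, and short transcripts that end before the gene may also give such values.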

How the results depend on the processing

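Among the settings, 3 ways of averaging and the replicate number as a block with each array left out were chosen only after the data had been seen and are named as added. A count is taken to have moved when it left the range of 1.5-fold around its value, and a correlation when it moved by more than the difference between replicates.

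The counts of this paragraph stayed within 1.5-fold under every setting run for them, added ones and each array left out included. mRNAs higher at 2 h numbered 451 to 671, asRNAs higher 272 to 508 at 0.5 h and 291 to 558 at 2 h, and mRNAs changed at 0.5 or 2 h 1328 to 2110. sRNA candidates lower at 2 h numbered 103 to 183, those higher 40 to 63 at 0.5 h and 61 to 96 at 2 h. The asRNAs were in every case over-represented in clusters 1 and 2 against mRNAs, with an odds ratio of 2.60 that ranged from 2.30 to 4.35 (the latter with the added averaging of the authors' log2 values), and the sRNA candidates under-represented (0.563 to 0.748). The settings of the clustering (fuzzifier estimated, no membership filter, called features only), the 4 time-point means in the pairs, pairs with both features called, scaling by the median, the median over probes, the filter on dim features, the intensity trend, the fit of only the 2 groups and unadjusted p-values moved none of the counts they were run for. The replicate number as a block moved none either and added 1 call among named values, the sRNA candidate NC-192 at 24 h (log2FC -1.01, limma, adjusted p = 5.18e-06, both salt arrays below both controls), and the fit of only the 2 groups added the same call (0.0171). Over all planned settings its adjusted p ranged from 5.18e-06 to 0.394, the latter without replicate 2 of 24 h (-0.78).

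For each result that moved below, the cause was not tested, except where the construction of the setting shows it. With quantile normalization 182 asRNAs were lower at 0.5 h, 138 at 2 h and 55 at 24 h, and 233 asRNAs were in clusters 3 and 4. Without scaling 803 mRNAs were higher and 439 lower at 0.5 h, so that more mRNAs were higher than lower at that time. Without scaling 8 mRNAs were also lower at all time points, 107 asRNAs lower at 0.5 h and 136 at 2 h, and 88 sRNA candidates lower at 0.5 h. In clusters 3 and 4 were 193 asRNAs and 149 sRNA candidates. The setting leaves the difference in level between the arrays in the values, which moves all changes of a time point by one amount. With the normexp background correction 31 mRNAs were higher at all time points, 23 asRNAs were higher at 24 h, and the correlation with the proteins was 0.654. With raw median signals and quantile normalization the asRNAs lower at 0.5 and 2 h were 121 and 102, those higher at 24 h 25 and those in clusters 3 and 4 166. There were 94 pairs changing alike, and the correlation with the proteins was 0.652. With the authors' log2 values the same results were 122, 102, 25, 167, 94 and 0.6519.

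With a log2FC limit of 0.9, which by construction admits more, 28 mRNAs and 14 sRNA candidates were lower at all time points and 27 sRNA candidates lower at 24 h. With the 2-group test without moderation 3 sRNA candidates were higher at all time points. With pairs counted whether or not both members were in a cluster, which by construction admits more, there were 238 inverse pairs and 366 pairs changing alike. The correlation with the proteins was 0.5644 as a rank correlation and 0.5607 without the 20 largest protein changes.

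The added averaging of the authors' log2 values on the linear scale moved the most. mRNAs lower at 0.5 and 2 h were 405 and 590, mRNAs higher at 24 h 70 and at all time points 24, and mRNAs in clusters 3 and 4 792. asRNAs lower at 0.5 and 2 h were 114 and 95, those higher at 24 h 21 and those in clusters 3 and 4 161. There were 3 sRNA candidates higher at all time points, 81 inverse pairs and 89 pairs changing alike. The correlations were 0.5915 with the proteins, 0.4845 with the earlier microarray study and 0.4999 with the RNA sequencing study. When outlier spots were kept (added), 3 sRNA candidates were higher and 5 lower at all time points. With spots and probes averaged on the linear scale (added) the correlation with the proteins was 0.6303.

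Each time point has 2 arrays, and leaving out 1 leaves a lone array that is assumed to vary like the other groups. All counts of mRNAs, asRNAs and sRNA candidates at 0.5 h and at 2 h stayed within 1.5-fold, and those at 24 h did not. mRNAs higher at 24 h ranged from 39 (without 24 h replicate 1) to 125 (without 2 h replicate 1), and those lower from 12 (without 24 h replicate 2) to 42. mRNAs higher at all time points ranged from 22 (without 24 h replicate 1) to 62 (without 0.5 h replicate 2), and those lower from 6 (without 24 h replicate 2) to 21. asRNAs at 24 h ranged from 19 (without 24 h replicate 1) to 59 higher and from 7 (without 24 h replicate 2) to 35 lower. sRNA candidates at 24 h ranged from 2 to 11 higher and from 1 to 19 lower, and those at all time points from 2 to 6 higher and from 0 to 12 lower. Each of these lowest counts of sRNA candidates was reached without 24 h replicate 2. The correlation with the proteins ranged from 0.6442 (without 0 h replicate 1) to 0.6595, and that with the earlier microarray study from 0.5171 (without 0 h replicate 2) to 0.5369. Fewer arrays lower the power by construction. These fits take no account of the slides. With the replicate number as a block in addition (added), mRNAs at 24 h ranged from 96 to 160 higher and from 35 to 57 lower and those at all time points from 44 to 62 higher and from 16 to 25 lower, none of which moved. The counts that moved were larger: without 24 h replicate 1 83 asRNAs were higher at 24 h, without 24 h replicate 2 53 were lower, and sRNA candidates lower at 24 h were 29 without 0 h replicate 1 and 26 without 24 h replicate 2. At all time points 8 sRNA candidates were higher without 0 h replicate 2, and 16 lower without 0 h replicate 1 and 14 without 24 h replicate 2. Of the named calls these fits kept 113 of 118 at 0.5 h, 167 of 172 at 2 h and 71 of 79 at 24 h in every case, against 106, 161 and 37 without the block.

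Of 642 values of named features 369 were called. Of these 277 were called in the same direction under all planned settings of the values and with each array left out, and 92 lost the call somewhere. Another 48 values were called only under another planned setting. Among the planned settings most calls were lost without 0 h replicate 2 (44), without either replicate of 24 h (37 each) and without scaling (31). No called value changed its sign under a planned setting. The added averaging of the authors' log2 values lost 62 calls, and the changes that reversed were those of *slr0415* at 2 h (-0.029), *slr0753* at 0.5 h (0.41), *sll1305* at 0.5 h (0.014), *slr1862* at 0.5 and 2 h (0.47 and 0.051) and *slr1567* at 0.5 and 2 h (1.23 and 0.46). With spots and probes averaged on the linear scale (added) they were *slr0415* at 2 h (-0.075), *slr0753* at 0.5 h (0.030) and *slr1862* at 0.5 h (0.063). None of these 10 values was called, and the cause was not tested.

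The planned set test for gene groups was not run. Between 95.9% and 98.5% of the spots of an array were well above background. Whether signal, slides or number of arrays limits the precision most was not compared.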

Differences from the paper's values

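The settings added to those planned, 3 that average spots, probes or the authors' values in another way and the replicate number as a block with each array left out, were chosen only after the values had been seen, and so was the comparison with exchanged time points. All log2FC are on one scale with the paper's. Of 13 counts that the paper states and that were also computed here, 6 differed by more than 1.5-fold, and each of these was larger here. Of 62 log2FC 20 differed by more than the standard error, 4 of them in sign, and all 3 correlations differed by more than the spread between replicates.

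For mRNAs lower at 0.5 h the paper's count is 407, against 768 here. Among the alternatives set before the data were examined, no scaling, raw median signals with quantile normalization and the authors' log2 values fell within 1.5-fold of the paper's count, and the others did not. For mRNAs lower at 2 h the paper's count is 574, against 1032 here. The same 3 alternatives, quantile normalization, the fit without replicate 2 of 2 h and the 2-group test without moderation fell within, and the others did not. For mRNAs higher at all time points the paper's count is 31, against 51 here. Normexp background correction, raw median signals with quantile normalization, the authors' log2 values, the 2-group test without moderation and the fits without replicate 2 of 0 h, replicate 1 of 0.5 h or either replicate of 24 h fell within, and the other alternatives set before the data were examined did not. Both other ways of averaging, outlier spots kept and spots and probes averaged on the linear scale, also fell within for this count, as did the replicate block without replicate 2 of 24 h, all of them chosen after seeing the values. In the clusters 3 and 4 the paper counts 780 mRNAs, against 1231 here. The alternatives that fell within were all 3 other scalings, normexp background correction, raw median signals with quantile normalization, the authors' log2 values and the fits without replicate 1 of 0 h or replicate 2 of 2 h, while the other settings of the clustering, the median over probes, the filter on dim features and the fits without other arrays did not. Outlier spots kept and averaging of spots and probes on the linear scale, both chosen after seeing the values, fell within too. The paper's 79 inverse pairs of asRNAs and mRNAs stand against 138 here, and its 82 pairs changing alike against 161. For the inverse pairs no scaling, normexp background correction, raw median signals with quantile normalization and the authors' log2 values fell within, for the pairs changing alike only the last pair of these alternatives, and the others set before the data were examined did not. Each of these 6 counts was thus within 1.5-fold of the paper's with raw median signals and quantile normalization and with the authors' log2 values, and also with the authors' log2 values averaged on the linear scale, a setting chosen after seeing the values.

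The paper's correlation of mRNA and protein changes is 0.58, against 0.66 here over the first 1997 entries of Table S1, and no alternative fell within the replicate spread of 0.0035, whether set before the data were examined or added. Averaging the authors' log2 values on the linear scale, an added setting, came nearer to the paper's coefficient than the main setting did. For the earlier studies the paper's text gives 0.49 and 0.50. Here 0.49 was set against 0.54 for the microarray study and 0.50 against 0.55 for the RNA sequencing study. The paper's text cites the RNA sequencing study first, so this assignment may be reversed. With it, no alternative set before the data were examined fell within the replicate spreads of 0.0178 and 0.0188 of these coefficients. The authors' log2 values averaged on the linear scale, chosen after seeing the values, did. The paper correlated 1749 genes, and 1149 and 1136 of them were at hand here.

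For *glpD* (*sll1085*) at 24 h the paper's log2FC is 0.71 and the one here 2.69. No alternative set before the data were examined came within the standard error, and both ways of averaging on the linear scale, chosen after seeing the values, did. For *ggtB* (*slr0529*) at 24 h the paper's 1.48 stands against 2.60 here, for *ppsA* (*slr0301*) at 24 h its -0.97 against -0.18, and for *chlN* (*slr0750*) its -0.86 at 0.5 h and -1.88 at 2 h against -1.79 and -3.45. In these 4 comparisons no alternative set before the data were examined came within the standard error, and the authors' log2 values averaged on the linear scale, chosen after seeing the values, did. At 24 h the paper's value for *chlN* is 1.29, against 1.55 here. Median scaling, normexp background correction and the fits without replicate 2 of 0 h or replicate 1 of 24 h came within, the others set before the data were examined did not, and the authors' log2 values averaged on the linear scale , outlier spots kept and the replicate block without replicate 2 of 24 h, all chosen after seeing the values, came within as well.

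For *ggtD* (*slr0531*) at 24 h the paper's 2.13 stands against 2.45 here. Normexp background correction, raw median signals with quantile normalization, the authors' log2 values and the fit without replicate 2 of 0 h came within, and the others set before the data were examined did not. For *sll7064* the paper's values fell by 1.00 at 0.5 h and by 2.56 at 2 h, against log2FC of -1.37 and -3.73 here. The same 3 alternatives to the signal or background came within at 2 h, and at 0.5 h these as well as quantile normalization, no scaling and the fits without replicate 1 of 0 h or replicate 2 of 0.5 h, while the others set before the data were examined did not. At 0.5 h spots and probes averaged on the linear scale and the replicate block without replicate 1 of 0.5 h, chosen after seeing the values, came within too. For *isiB* (*sll0248*) the paper gives 1.15 at 24 h and 4.27 at 2 h, against 1.60 and 4.62 here. Raw median signals with quantile normalization and the authors' log2 values came within in both cases, normexp background correction at 24 h only, and the others set before the data were examined in neither. For *sll0947* at 2 h the paper's -2.54 stands against -2.84 here. All 3 other scalings, raw median signals with quantile normalization, the authors' log2 values, the median over probes and the fits without replicate 1 of 0 h or replicate 2 of 2 h came within, and the others set before the data were examined did not. The replicate block, chosen after seeing the values, came within for *ggtD* without replicate 2 of 24 h and for *sll0947* without replicate 2 of 2 h. In each comparison of this paragraph the authors' log2 values averaged on the linear scale, chosen after seeing the values, came within the standard error.

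For 4 of 14 genes of Table 3 the values at 0.5 h and 24 h match those here only when the 2 time points are exchanged. The paper prints 3.00 at 24 h and 0.27 at 0.5 h for *slr0967*, against 0.22 and 2.87 here. It prints 4.19 at 24 h and 1.61 at 0.5 h for *sll0528*, against 1.53 and 3.95. For *sll0947* it prints -1.69 at 24 h and 0.84 at 0.5 h, against 0.87 and -1.92, and for *slr2019* 2.13 at 24 h and -0.11 at 0.5 h, against -0.050 and 1.97. No alternative, set before the data were examined or added, came within the standard error in these 8 comparisons. With the time points exchanged the largest gap was 0.13, 0.24, 0.23 and 0.16, in the order of the genes, and as printed it was 2.78, 2.66, 2.76 and 2.18. The paper's own Table S1 gives 4.19 at 0.5 h and 1.61 at 24 h for *sll0528*, and -1.83 at 0.5 h and 0.88 at 24 h for *sll0947*. For *sll1988* too the order in Table 3 (the paper's 0.42 at 24 h and 0.35 at 0.5 h) is the reverse of that in the paper's Table S1, but either order is within the standard error of the values here (largest gap 0.099 as printed and 0.034 exchanged).

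Some statements about genes also differ or were not met by a call here. The paper states that the expression of the iron transport genes returned to control levels, while 9 of the 10 that it draws by their long-term ranks were called higher at 24 h here. Of other genes with *fhuA* or *exbB* symbols, *sll1409* and *slr0677* were not called at any time point. Without replicate 1 of 24 h 5 of these calls were lost (*sll1878*, *slr1490*, *slr1295*, *ssr2333* and *slr1392*), as were 5 without replicate 2 of 0 h (*slr0513* in place of *slr1490*). The adjusted p rose to 0.161 at most (limma), and the log2FC of these 6 genes lay between 1.14 and 1.70. With the replicate number as a block and 1 array left out, chosen after seeing the values, only the call of *slr1392* was lost (0.98, without replicate 2 of 24 h). It states that *sigC* was transiently induced, and *sigC* was not called at any time point here (log2FC 0.49 at 0.5 h) or under any of the settings. The paper gives higher RNA levels of the neopullulanase gene and *glgP2* in salt-acclimated cells. Its log2FC are below 1 and within the standard error of those here for both genes. Here they were above the control at 24 h (log2FC 0.89 and 0.84) without reaching a log2FC of 1, and were called under none of the planned settings, but with the replicate block without replicate 1 of 24 h, chosen after seeing the values (1.02 each). The CRISPR3 genes are described as consistently down-regulated. All 5 with values were below the control at 24 h as well, with a median of -0.68, but none was called under any setting. The gene *slr2058* is described as more strongly transcribed in the first hours. Here it was at -0.36 at 0.5 h and at 1.05 at 2 h, and the call at 2 h was lost without replicate 2 of 0 h (0.81) or replicate 1 of 2 h (0.79). The region downstream of *ggpP* and *ggtA* is described as salt-stimulated. Of the 5 genes taken here for this region *slr0751* was called higher at 2 h and 24 h, the latter call being lost with some array left out. *slr0748* was called under no setting and *slr0752* was only called lower, at 2 h. Its neighbours *slr0749* and *slr0750* were lower at 0.5 and 2 h before they rose.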

Other observations

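In this part the tests of scaling and of deciles of the mean level for asRNAs, the removal of trends from the slide difference, the comparison with Table S1, the replicate block with each array left out and the tests on rRNA and tRNA features were chosen only after the results had been seen.

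Among called features asRNAs were more often higher than mRNAs, with an odds ratio of 2.04 at 0.5 h (Fisher's exact test, p = 4.71e-13) and 3.51 at 2 h (p = 5.73e-38). The share of calls that were higher exceeded that of mRNAs by 17.6 and 30.4 percentage points. The scaling between arrays is argued against, since under 3 other scalings the excess was at least 17.5 points at 0.5 h and 33 points at 2 h. The signal level of the features was tested as a further explanation, within deciles of the 0 h level. There the Mantel-Haenszel odds ratio was 2.29 at 2 h (95% interval 1.85 to 2.83), which argues against the level as the whole source of the difference at 2 h. At 0.5 h it was 1.07 (0.861 to 1.34), so that the level may account for the difference at that time. Within deciles of the mean level over the 8 arrays it was 2.27 (1.84 to 2.79) at 0.5 h and 4.09 (3.32 to 5.04) at 2 h. At 0.5 h the 2 ways of forming deciles disagree, and the level and a biological difference cannot be told apart there, since the 0 h level is part of the change itself. At 2 h an effect of the salt on asRNAs as a class stays open as a hypothesis.

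The difference between the slides, replicate 1 minus replicate 2, was shared by all time points. Averaged over these it had a median of 0.28 and a standard deviation of 0.326 over the features, and it was larger than 0.5 in either direction for 11.0% of the features. GC content of the probes and signal level of the features were weighed as technical explanations. The Spearman correlation of the difference was 0.103 with GC content and -0.0196 with the level. After removal of a cubic trend on GC content the lowest correlation of the slide differences between time points was 0.751, and on the level 0.748, which argues against either trend as the whole source. Whether the slides or the cultures differ cannot be separated by the labels, and no biological explanation was tested.

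For mRNAs called at all time points in one direction, 51 higher and 17 lower, the control arrays shared by the 3 comparisons were weighed as a technical explanation. In 100 draws of unchanged groups set against shared controls the largest number of such mRNAs was 0. These draws argue against shared control arrays as the source of the 51 and 17 in mRNAs unchanged at every time point. They hold no mRNAs that changed at only some time points, for which the shared arrays may have added a call. For such mRNAs shared control arrays stay open as an explanation and cannot be told apart here from a lasting effect. The counts fell to 22 higher without replicate 1 of 24 h and 6 lower without replicate 2 of 24 h. With the replicate number as a block in these fits they stayed at 44 or more and 16 or more. An effect of the salt that lasts over all time points stays open as a hypothesis.

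The log2FC of Table S1 differed from those computed here by 0.132 in the median. The averaging of spots on the linear scale was tested as an explanation. When the authors' log2 values were averaged on the linear scale, the values of all 3 time points lay within 0.005 of Table S1 for 99.6% of the features (1988 of 1995). Averaged as they are, the authors' values differed by 0.0544 in the median and lay within 0.005 for 4 features. A candidate explanation for the gap is therefore the authors' processing before averaging together with the averaging on the linear scale, each for a part of it. No biological explanation applies to a difference between ways of calculation.

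The 43 rRNA and tRNA features lay at the top of the signal range, with mean log2 signals from 19.15 to 19.51, where 19.51 was the highest of any feature. Their standard deviation was 0.088, against 2.64 over all features. They changed by a median of -0.47 at 0.5 h, -0.29 at 2 h and -0.07 at 24 h, but by -0.000746 at 0.5 h without scaling, while the 75th percentile of the arrays rose by 0.467. Compression at the top of the signal range may therefore hold these features at one level, so that their changes show the scaling and nothing of the RNA. A biological change of these RNAs stays open and was not tested.

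Other mRNAs were also among those with the largest changes of a time point. At 0.5 h the largest rises besides *sll1863* were those of *slr0895* (*prqR*, log2FC 6.56), *slr0896* (6.52), *sll1652* (5.90) and *sll1653* (5.75), with limma adjusted p-values of 1.67e-07 or less. The largest falls were those of *slr0870* (-4.88), *ssl2138* (-4.69), *slr0871* (-4.38), *sll0283* (-4.34) and *sll0181* (-4.24), with adjusted p-values of 3.48e-06 or less (limma). Of the probe readings at 0.5 h 0 of 8 were well above background for *sll0283*, 1 of 4 for *ssl2138* and 2 of 8 for *sll0181*, so that the size of these falls is uncertain. The *slr1484* mRNA rose by 6.81 at 2 h (limma, adjusted p = 1.19e-07). Lowest at 24 h were *slr7100* (-2.58, limma, adjusted p = 0.00524), *sll0788* (-2.53, 8.01e-05), *sll1009* (-2.39), *sll0789* (-1.85) and *ssr1698* (-1.71, 0.00116). These mRNAs were chosen among calls with both salt arrays beyond both control arrays, so that this separation follows from the choice. None of these calls was lost with 1 array left out or with another scaling.

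Values of other genes that the paper names are given here. The *prqR* mRNA was still at 6.49 at 2 h and at 1.27 at 24 h, where the call was lost without replicate 2 of 0 h or either replicate of 24 h (limma, adjusted p up to 0.119). The *isiB* mRNA (*sll0248*) was higher at 2 h (4.62) and 24 h (1.60, limma, adjusted p = 0.00144). At 0.5 h it had 0.99 without a call, and it was called with quantile normalization (1.32), with median scaling, without scaling (1.46), with outlier spots kept, and without replicate 1 of 0 h (1.08) or replicate 2 of 0.5 h. The *mscL* mRNA (*slr0875*) was lower at 0.5 h (-2.20) and 2 h (-1.56, limma, adjusted p = 4.01e-04) and had -0.55 at 24 h without a call. Both salt arrays lay beyond both controls for each value.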
